# Oncogenic plasmid DNA and liver injury agent dictates liver cancer development in a mouse model

**DOI:** 10.1042/CS20240560

**Published:** 2024-09-26

**Authors:** Vincent Chiu, Christine Yee, Nathan Main, Igor Stevanovski, Matthew Watt, Trevor Wilson, Peter Angus, Tara Roberts, Nicholas Shackel, Chandana Herath

**Keywords:** hepatic steatosis, hydrodynamic tail vein injection, Liver cancer, liver fibrosis, liver injury, thioacetamide

## Abstract

Primary liver cancer is an increasing problem worldwide and is associated with significant mortality. A popular method of modeling liver cancer in mice is plasmid hydrodynamic tail vein injection (HTVI). However, plasmid-HTVI models rarely recapitulate the chronic liver injury which precedes the development of most human liver cancer. We sought to investigate how liver injury using thioacetamide contributes to the pathogenesis and progression of liver cancer in two oncogenic plasmid-HTVI-induced mouse liver cancer models. Fourteen-week-old male mice received double-oncogene plasmid-HTVI (SB/AKT/c-Met and SB/AKT/NRas) and then twice-weekly intraperitoneal injections of thioacetamide for 6 weeks. Liver tissue was examined for histopathological changes, including fibrosis and steatosis. Further characterization of fibrosis and inflammation was performed with immunostaining and real-time quantitative PCR. RNA sequencing with pathway analysis was used to explore novel pathways altered in the cancer models. Hepatocellular and cholangiocellular tumors were observed in mice injected with double-oncogene plasmid-HTVI models (SB/AKT/c-Met and SB/AKT/NRas). Thioacetamide induced mild fibrosis and increased alpha smooth muscle actin-expressing cells. However, the combination of plasmids and thioacetamide did not significantly increase tumor size, but increased multiplicity of small neoplastic lesions. Cancer and/or liver injury up-regulated profibrotic and proinflammatory genes while metabolic pathway genes were mostly down-regulated. We conclude that the liver injury microenvironment can interact with liver cancer and alter its presentation. However, the effects on cancer development vary depending on the genetic drivers with differing active oncogenic pathways. Therefore, the choice of plasmid-HTVI model and injury agent may influence the extent to which injury promotes liver cancer development.

## Introduction

Primary liver cancer is the sixth most common cancer worldwide and the third leading cause of cancer death [1]. The majority of primary liver cancer cases are hepatocellular carcinoma (HCC) followed by intrahepatic cholangiocarcinoma [2,3], which have poor long-term survival in patients not eligible for surgical resection [4,5]. Common causes of HCC include chronic infection with hepatitis viruses B and C, Metabolic dysfunction-associated steatotic liver disease/metabolic dysfunction-associated steatohepatitis (MASLD/MASH) and chronic alcohol consumption [5]. While many cases of intrahepatic cholangiocarcinoma are sporadic, risk factors include cholestatic diseases, chronic liver infections and liver cirrhosis [6]. Incidence and mortality from liver cancers have dramatically increased over the past several decades [2,7,8]. Thus, there is need for greater understanding of the processes of disease progression to combat this growing health problem.

An emergent method of modelling liver cancer in mice is hydrodynamic tail vein injection (HTVI). HTVI of oncogene expression plasmids together with a transposase plasmid such as Sleeping Beauty (SB) results in genomic integration of constitutively-expressed oncogenes primarily within the liver [9–11]. This can be used to generate a liver cancer model with a well-defined gain-of-function without the need to generate and maintain transgenic mouse lines. The modular nature of plasmid-HTVI allows many combinations of oncogenes and mouse strains/genetic backgrounds to be developed rapidly [12]. Furthermore, plasmid-HTVI models have the potential to be faster than conventional carcinogen models, with some plasmid combinations developing tumors in as little as four weeks [11,13–15].

Regardless of etiology, common pathogenic drivers of liver cancer in humans are inflammation and fibrosis resulting from chronic injury [16,17]. Thus, the cancer-promoting property of chronic liver injury has been used to increase the tumorigenicity of mouse models of liver cancer. Hepatotoxins such as carbon tetrachloride (CCl_4_) [18,19] and thioacetamide (TAA) [20,21], and dietary injury such as high-fat diet [20,22], methionine-choline-deficient diet [23] and alcohol [24] have been employed as liver injury agents in animal models.

However, a limitation of most plasmid-HTVI studies is that they do not model development of liver cancer on a background of liver injury and fibrosis, which is the context of most human liver cancers [12]. Without liver injury, these models do not reflect the microenvironment in which tumors develop. Combining plasmid-HTVI models with liver injury can therefore be used to investigate how liver injury modulates the progression of carcinogenesis and cancer phenotypes by providing the relevant microenvironment. However, there are relatively few studies combining plasmid-HTVI models with liver injury agents compared with those without liver injury agents [25–29]. Given the large number of possible plasmid-injury combinations, it is unknown whether the interactions between different plasmid-HTVI models and liver injury agents uniformly promote cancer progression. The Ras-mitogen activated protein kinase and phosphatidylinositol-3-kinase (PI3K)-AKT-mammalian target of rapamycin (mTOR) pathways are known to be activated in HCC and *MET* is known to be overexpressed in HCC [30]. Therefore, the present study aimed to characterize plasmid-HTVI models overexpressing active forms of AKT, c-Met and NRas combined with TAA as a liver injury agent to elucidate pathogenic pathways associated with cancer progression in these models.

## Methods

### Animal experiments

All animal experiments were performed in accordance with the Australian Code for the Care and use of Animals for Scientific Purposes and ARRIVE guidelines with approval from the Animal Care and Ethics Committee of UNSW Sydney (approval number 18/23A). Experiments were performed at the Ingham Institute for Applied Medical Research. Animals were housed in specific pathogen-free conditions on a 12-h light/dark cycle with *ad libitum* access to chow (Gordon’s Specialty Stock Feeds, NSW, Australia) and acidified reverse osmosis water.

Plasmids used for the hydrodynamic tail vein injection (HTVI) models of liver cancer were a kind gift from Dr Xin Chen and have been described previously [13,31]. pCMV-SB (‘SB’) plasmid and pT2-CAGGS-NRasV12 (‘NRas’) plasmid were sourced directly from the Chen lab while pT3-EF1a-c-Met (‘c-Met’) and pT3-myr-AKT-HA (‘AKT’) were obtained from Addgene (#31784, #31789, respectively). Endotoxin-free plasmid extracts in nuclease-free water were obtained using the PureLink Expi Endotoxin-Free Maxi Plasmid Purification Kit (Invitrogen, Carlsbad, California, U.S.A.) as per manufacturer’s instructions. Fourteen- to fifteen-week-old male C57BL/6J mice (Australian Bio Resources, Sydney, Australia) were used for liver cancer model experiments. The experimental design and mouse cohorts are shown in Figure 1A. HTVI were performed as previously described [10]. For double oncogene plasmid combinations, the administered dose was 0.8 µg SB plasmid, 10 µg AKT plasmid and 10 µg of either c-Met or NRas plasmid. For single oncogene plasmid combinations, the administered dose was 0.4 µg SB plasmid with 10 µg of AKT, c-Met or NRas plasmid. A 0.8 µg SB plasmid dose was used as a control. Plasmids were resuspended in a volume of 0.9% saline equal to 10% mouse body weight. Mice were included if at least 80% of this volume was injected through the tail vein within 5–7 s. One week after HTVI, mice received an initial intraperitoneal (i.p.) injection of 100 mg/kg body weight thioacetamide (TAA) (Sigma-Aldrich, St Louis, Missouri, U.S.A.) dissolved in saline (0.5% body weight) or an equal volume of saline, followed by either 200 mg/kg body weight TAA in saline (1% body weight) or saline twice per week. The lower initial TAA dose was to allow mice to adjust to the liver injury in order to reduce acute mortality. After receiving 10 or 11 i.p. injections, mice were killed by carbon dioxide asphyxiation.

**Figure 1:**
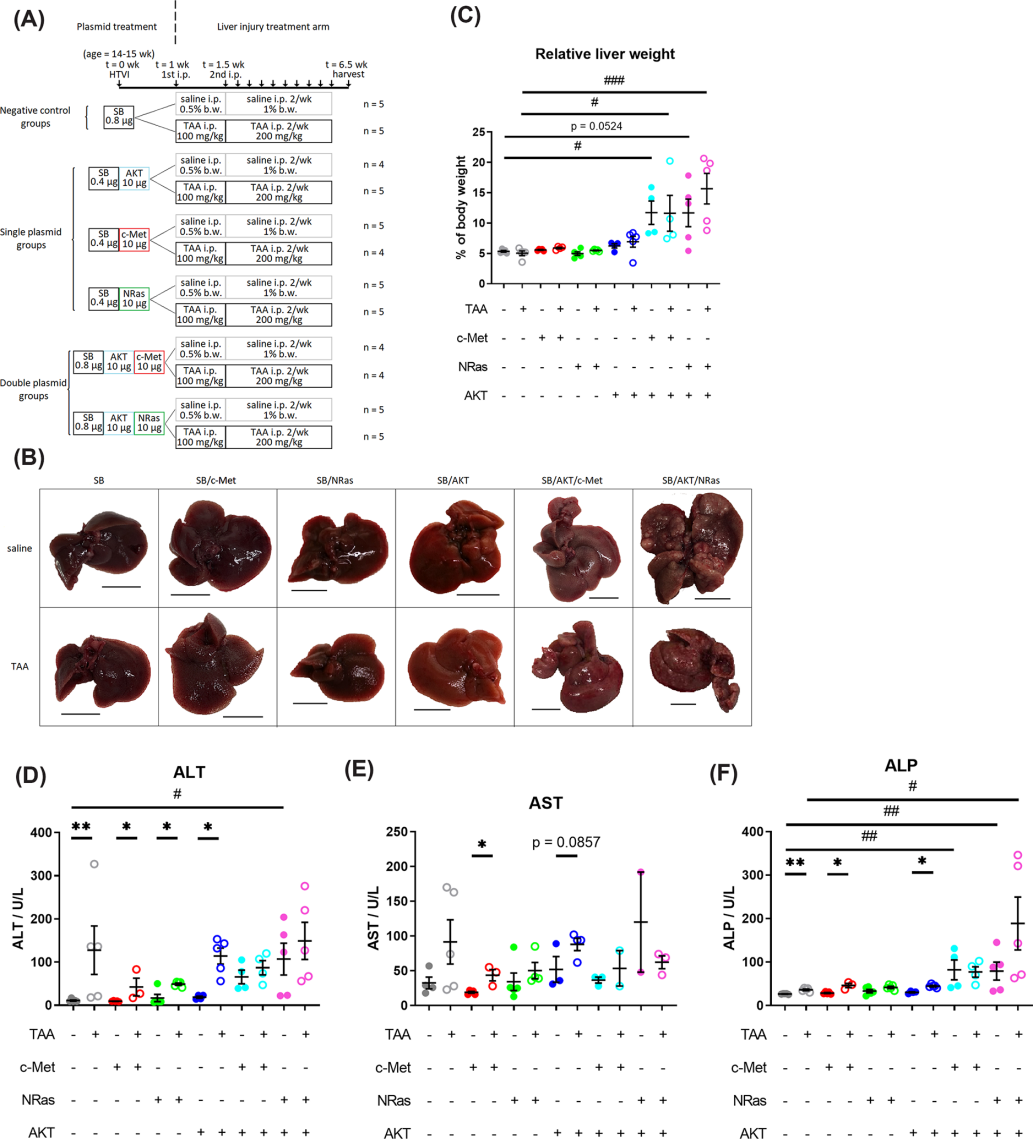
Liver changes following plasmid-HTVI and liver injury (**A**) Schematic of animal experiment cohorts and treatment timeline. Mice received one of six combinations of plasmids by HTVI at 14–15 weeks of age, then began i.p. injections of either saline or TAA dissolved in saline twice per week; the first being half the dose of subsequent doses. (**B**) Representative images of gross appearance of mouse livers on excision; scale bar: 1 cm. (**C**) Relative liver weight at harvest as a percentage of harvest body weight. Data are presented as mean ± SEM. (**D–F**) Liver function tests. Data are presented as mean ± SEM. ALP, alkaline phosphatase; ALT, alanine aminotransferase; AST, aspartate aminotransferase; HTVI, hydrodynamic tail vein injection; i.p., intraperitoneal injection; TAA, thioacetamide; *P<0.05, **P<0.01 (Mann–Whitney test); ^#^*P*<0.05, ^##^*P*<0.01, ^###^*P*<0.001 (Dunn’s post-hoc test).

Mice were monitored in the 30-min period, at four hours and daily for one week post-HTVI for recovery. Afterward, mice were monitored thrice per week (including 30-min post-intraperitoneal injection) and weighed weekly except in cases of ≥5% weight loss (weighing frequency increased to thrice per week). Humane endpoints for euthanasia by carbon dioxide asphyxiation were ≥20% weight loss from baseline before HTVI, or other scoring of clinical examination parameters.

### Liver function test

Serum samples were diluted three-fold in phosphate-buffered saline (PBS) (Lonza, Basel, Switzerland) prior to analysis with a liver function test panel (Sydney South West Pathology Service, Sydney, NSW, Australia).

### Histology

Liver tissue was fixed in 10% neutral-buffered formalin (Sigma-Aldrich) and embedded in paraffin. Five micrometer-thick formalin-fixed paraffin embedded (FFPE) sections were cut for hematoxylin and eosin (H&E) staining and picro-sirius red (PSR) staining.

For Oil Red O and immunofluorescence, liver tissue was embedded in Optimal Cutting Temperature medium (OCT) (Sakura Finetek, Torrance, California, U.S.A.) and slowly frozen in liquid nitrogen vapor phase before storage at −80°C.

### Immunohistochemistry

Antibodies were diluted in 3% bovine serum albumin (BSA) (Sigma-Aldrich) in PBS. Five micrometer-thick FFPE sections were used for immunohistochemical staining for alpha smooth muscle actin (α-SMA). Endogenous peroxidase was blocked with 3% H_2_O_2_/50% methanol in water (10 min). Heat-mediated antigen retrieval was performed using 10 mM sodium citrate (pH 6.0) and bringing to low boil 3–5 times in a microwave. Washes between steps used Tris-buffered saline with 0.05% Tween 20. Non-specific antibody binding was blocked using 10% goat serum (Sigma-Aldrich) in PBS. α-SMA was stained using a monoclonal rabbit anti-mouse primary antibody (ab32575, 1:200 dilution, Abcam, Cambridge, England) incubated 4°C overnight and goat anti-rabbit IgG secondary antibody with horseradish peroxidase (HRP) conjugate (P0448, 1:100 dilution, Dako Agilent, Santa Clara, California, U.S.A.) incubated at room temperature for 45 min, washing with Tris-buffered saline with 0.05% Tween 20 (Sigma-Aldrich; Astral Scientific, Sydney, NSW, Australia). Chromogenic detection was performed using SIGMAFAST 3,3′- Diaminobenzidine tablets (DAB) (Sigma-Aldrich) as per manufacturer’s instructions. Sections were counterstained with Harris’ hematoxylin (Sigma-Aldrich), differentiated with 0.3% v/v acid alcohol and blued with Scott’s tap water substitute. A secondary antibody-only control was performed with the primary antibody replaced with 3% BSA in PBS.

### Immunofluorescence

Seven micrometers thick frozen tissue sections were brought to room temperature over 1 h before fixation/permeabilization in ice-cold 50% acetone/methanol (Sigma-Aldrich, Thermo Fisher Scientific, Waltham, Massachusetts, U.S.A.), drying and washing in PBS (Sigma-Aldrich). Sections were blocked against non-specific antibody binding with 10% donkey serum diluted in PBS for 30 min at room temperature. Antibodies were diluted in 3% w/v BSA in PBS. Sections were stained with primary antibodies against cluster of differentiation (CD)45 (14-0451-82, 1:200 dilution, Invitrogen) and cytokeratin (CK)19 at 4°C overnight (ab52625, 1:200 dilution, Abcam), secondary antibodies at room temperature for 45 min (A21209 and A21206, both 1:200 dilution, Invitrogen) and counterstained with Hoechst 33342 (5 µg/ml in PBS, Invitrogen) for 5 min, with PBS washes in between. Coverslips were mounted using Prolong Diamond mounting medium (Invitrogen) and sealed with nail polish. A secondary antibody-only control was performed with the primary antibody replaced with 3% BSA in PBS.

### Oil Red O staining

Oil Red O staining for lipid was adapted from previously published methods [32]. In brief, 7 µm-thick frozen tissue sections were brought to room temperature over one hour before brief washing in PBS (Sigma-Aldrich). Sections were fixed in 10% neutral buffered formalin (Sigma-Aldrich), stained with freshly prepared Oil Red O stain and counterstained with Mayer’s hematoxylin (Sigma-Aldrich) with rinsing between steps. Coverslips were mounted with Faramount aqueous mounting medium (Dako Agilent, Santa Clara, California, U.S.A.).

### Microscopy

Brightfield images of slides were captured using a Leica DM2000 microscope with DF450C digital camera (Leica Microsystems, Wetzlar, Germany). PSR slides were also imaged using a polarizing filter. Digital images were saved using corresponding software (Leica Application Suite v4.11.0, Leica Microsystems).

For whole-section scanning, H&E-stained sections were using a PreciPoint M8 microscope scanner (PreciPoint, Freising, Germany) with a 20× objective and predictive focus. Image analysis was performed using corresponding software (Viewpoint 1.0.0.9628, PreciPoint). Preneoplastic lesions (clear cell foci) and neoplastic lesions (nodules and tumors) were counted and their diameters measured on section scans. All lesions were pooled for quantitative analysis. Lesion counts were normalized to whole section area measured manually using the whole section scan.

Immunofluorescence-stained sections were imaged using a BX53 microscope with DP73 camera (Olympus, Tokyo, Japan) using preset filters (DAPI (4′,6-diamidino-2- phenylindole); GFP (green fluorescent protein); TRITC (tetramethylrhodamine)). Digital images were recorded using corresponding software (cellSens Dimension 1.6, Olympus).

### Histological grading

The histological scoring systems for steatosis and inflammation were adapted from literature [33]. Steatosis was scored based on proportion of area of field of view affected, regardless of type (macro- or micro-vesicular) (score 0: <5% area, 1: 5–33% area, 2: 34–66% area, 3: 67–100% area). Inflammation was scored based on number of inflammatory foci per field of view (a cluster of five or more inflammatory cells not in a row) (Score 0: <0.5 foci, 1: 0.5–1.0 foci, 2: 1.0–2.0 foci, 3: >2.0 foci). The histological scoring system for fibrosis was based on the Metavir scoring system [34] and other studies [35] and modified to account for morphological differences in fibrosis between groups with or without steatosis. For each animal, five fields of view of H&E or PSR section at 100× magnification were imaged (where possible, excluding preneoplastic or neoplastic lesions), scrambled and scored in blinded fashion on two separate occasions, for a total of ten scores. The median of the scores was considered the histological steatosis or fibrosis grade of each liver, while inflammation score was calculated based on the average count of inflammatory foci.

### Liver tissue triglyceride assay

Hepatic lipids were extracted in chloroform:methanol (2:1 v/v), and the phases were separated with 4 mmol/L MgCl_2_. Triglyceride content was determined by colorimetric assay (Triglycerides GPOPAP; Roche Diagnostics) [36].

### RNA extraction and cDNA synthesis

RNA was extracted from snap-frozen tissue using RNAzol RT (Sigma-Aldrich) according to manufacturer’s instructions and dissolved in nuclease-free water (Sigma-Aldrich). In order to extract RNA from small tumors and adjacent tissue, RNA was instead extracted from fresh-frozen tissue preserved using OCT (Sakura Finetek). Embedded tissue was allowed to soften on ice before surrounding OCT was removed manually with a scalpel. Tissue was washed with clean PBS (Lonza, Basel, Switzerland) to remove residual OCT. Tumor and adjacent tissue was excised with a scalpel. Due to purity and yield concerns, RNeasy Mini Kit (Qiagen, Hilden, Germany) was used for these RNA extractions. Yield and purity were quantified using a Nanodrop 2000 UV spectrophotometer (Thermo Fisher Scientific).

RNA was diluted to 200 ng/µl with nuclease-free water before reverse transcription using a Superscript III kit (Invitrogen) as per manufacturer’s instructions (without oligo-dT primers). Random hexamer primers were sourced from Roche (Basel, Switzerland) and deoxyribonucleotide triphosphates (dNTPs) were sourced from Meridian Biosciences (formerly Bioline). Complementary DNA (cDNA) was diluted 1:5 in nuclease-free water prior to downstream analysis. For no-reverse transcriptase controls, enzyme was replaced with nuclease-free water during the reverse transcription step.

### OpenArray gene expression analysis

Two custom Applied Biosystems OpenArray panels (referred to as Fibrosis and Immune panels) on 56-assay plates were previously designed in our lab (full panel gene lists provided in Supplementary Tables S1 and 2). cDNA was loaded with TaqMan OpenArray Real-Time PCR Master Mix (Applied Biosystems, Waltham, Massachusetts, U.S.A.) on to the plates and analyzed as per manufacturer’s instructions. Data were exported using corresponding software (QuantStudio 12K Flex Real Time PCR System v1.2.2, Applied Biosystems) and analyzed using the delta-delta Ct method [37] using *Hprt* as the housekeeping gene.

### Statistical analysis

To determine differences caused by plasmid treatments (considering saline and TAA groups separately), statistical significance was determined using a Kruskal–Wallis test and Dunn’s post hoc test, comparing to the respective SB + saline or SB + TAA control. To determine differences caused by TAA, statistical significance was determined using two-tailed Mann–Whitney tests comparing plasmid + TAA groups against their respective saline counterparts. For nested data, comparisons between plasmid + TAA groups and saline counterparts were made using a nested *t*-test. A *P*-value < 0.05 was considered significant. Statistical analysis was performed using GraphPad Prism 7 and 8 (GraphPad Software, San Diego, California, U.S.A.).

### RNA sequencing

For RNA sequencing (RNA-seq), all RNA were extracted from snap-frozen bulk liver tissue with RNAzol according to manufacturer’s instructions and dissolved in nuclease-free water. Quality control and the RNA-seq reaction were performed by the Monash Health Translation Precinct Medical Genomics Facility. RNA-seq was performed as described by Grubman and colleagues [38]. Briefly, samples were given a unique index (together with unique molecular identifier (UMI)) during individual pA priming and first strand synthesis which also adds a template switch sequence to the 5′-end. Samples were then pooled and amplified using an oligo which binds the index primer and template switch sequence. Final library construction is completed by Nextera tagmentation and addition of Illumina P7 and P5 sequences. Sequencing was performed on an Illumina NextSeq550 run (Illumina, San Diego, California, U.S.A.) with a custom R1 primer to generate an 18nt R1 which contains the 8nt index and 10nt UMI. A standard R2 primer was then used to sequence the cDNA in sense orientation. The dataset can be found on the NCBI Gene Expression Omnibus database (accession ID 174074).

### RNA sequencing data analysis

Raw read processing was performed by the Monash Bioinformatics Platform. Samples were demultiplexed using Sabre (doi:10.21105/jose.00053). Demultiplexed raw reads were aligned to a reference mouse genome (GRCm38) modified with additional human transgenes (NRAS, NM_002524.5; MET, NM_000245.4). Read alignment, post-processing, quantification and QC were performed using the RNAsik pipeline [39] (doi:10.5281/zenodo.1403976). As part of RNAsik, reads were aligned to the reference genome using STAR aligner [40], reads were filtered and deduplicated by UMI sequences using Picard (https://broadinstitute.github.io/picard/) and Samtools [41] and read quantification was performed using featureCounts [42]. Library QC data were aggregated using MultiQC [43] Raw gene counts were uploaded to Degust [44] (doi:10.5281/zenodo.3258932) with a threshold of ≥0.5 counts per million in at least two samples for differential expression analysis and multidimensional scaling. Differential expression analysis was performed in Degust using the voom/limma method [44]. Differentially expressed genes were determined both on multiple comparisons (considering all groups) and on pairwise comparisons between cancer plasmids without TAA versus negative control (SB + saline), TAA alone versus negative control and the cancer plasmids-TAA combinations versus cancer plasmids without TAA or TAA alone. Except where otherwise stated, genes with a false discovery rate (FDR) < 0.05, and >2-fold change (abs log2FC > 1) were considered differentially expressed. For enrichment analysis of pairwise comparisons, gene lists were separated into up-regulated and down-regulated relative to control (>2-fold change) and the FDR < 0.05 filter was applied for both multiple comparison and pairwise comparison. Differentially expressed gene lists were input into gProfiler and Panther [45,46] for pathway analysis. An adjusted *P*-value (gProfiler) or FDR < 0.05 (Panther) was considered significant. For Gene Set Enrichment Analysis (GSEA), gene lists were ordered using a ranking metric (sign(log2FC) × -log10(FDR)) and input into the GSEA-preranked module on GenePattern [47]. Pathways enriched at FDR < 0.25 level were considered significant [48]. The Hallmark and Canonical Pathways gene sets used for GSEA were accessed through the Molecular Signatures Database [49–54].

## Results

### Tumors develop on an injury background but are phenotypically different

In order to induce liver cancer, mice were given hydrodynamic tail vein injections of plasmids to express constitutively active forms of AKT1 and NRas (SB/AKT/NRas), or AKT1 and c-Met (SB/AKT/c-Met) (Figure 1A). To study the effect of concomitant liver injury on the cancer model phenotype, TAA was administered for six weeks with saline as control. We have not performed a dose response study with the plasmids and/or TAA. The plasmid dosage was based on the original AKT/NRas and AKT/c-Met papers [13,31], while TAA dosage was based on our previous laboratory experience of using TAA up to 8 weeks to induce liver injury without neoplastic changes.

### Liver injury model

TAA alone (SB + TAA) produced morphological and histological changes consistent with chronic liver injury as previously described [55]. On gross examination, a rough surface texture consistent with fibrosis was observed, but no tumor nodules (Figure 1B). Serum biochemical markers of liver injury alanine aminotransferase (ALT) and alkaline phosphatase (ALP) were significantly increased by TAA (Figure 1D–F). In hematoxylin and eosin (H&E) stained liver sections, disrupted lobular architecture with mild centrilobular necrosis, pericentral mononuclear infiltrates and eosinophilic central–central bands were observed (Figure 2B) compared with SB + saline which had normal liver histology (Figure 2A).

**Figure 2:**
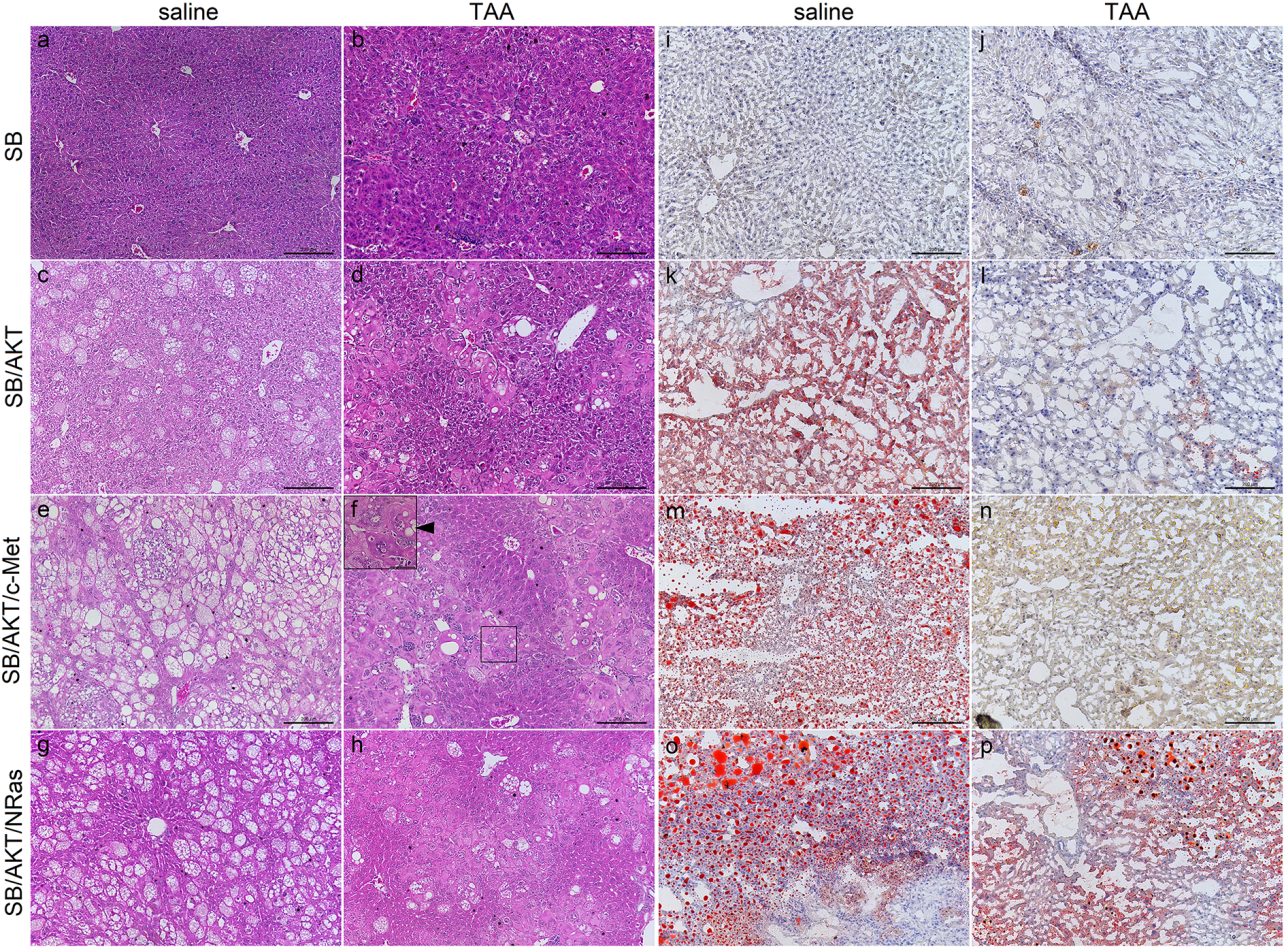
Plasmid-HTVI and liver injury are associated with changes in hepatic lipid content and distribution (**A–H**) Hematoxylin and eosin staining of mouse livers, representative non-tumor fields of view; scale bar: 200 µm. Representative high-power image of a large cell is shown in (**F**) (inset); scale bar = 50 µm. (**I–P**) Oil Red O staining of mouse livers, representative non-tumor fields of view; scale bar: 200 µm. Batch variation of Oil Red O stain preparation caused different colouration in (**N**) but no change in distribution. Liver sections from SB/c-Met and SB/NRas plasmid groups appeared similar to SB-alone counterparts with H&E staining (Supplementary Figure S1) and Oil Red O staining (Supplementary Figure S9); TAA, thioacetamide, ►, vacuolization (F).

### Single plasmid models with and without TAA administration

As described in previous studies [13,31], single oncogene plasmids were unable to induce tumor development. Notably, this was true even in the presence of liver injury. None of the single oncogene plasmid groups showed gross abnormalities, although SB/AKT had a pale external surface relative to their SB-alone counterparts (Figure 1B). All single oncogene plasmid groups showed elevated ALT due to TAA, although aspartate aminotransferase (AST) and ALP were elevated in some groups (Figure 1D–F). Histologically, SB/c-Met and SB/NRas with and without injury appeared identical to their SB-alone counterparts (Supplementary Figure S1). On the other hand, SB/AKT + saline showed steatosis as previously reported [56] (Figure 2C). Interestingly, in SB/AKT combined with TAA, steatosis was almost completely absent and replaced with pleiomorphic hypertrophic cells (henceforth referred to as large cells) which resembled the amphophilic focus described by Thoolen and colleagues [57] (Figure 2D,F inset). Large cells were located pericentrally, had a normal nuclear-to-cytoplasmic ratio, but sometimes had indistinct nuclei and poorly-demarcated basophilic staining. Other features included vacuolization and less eosinophilic staining compared with normal hepatocytes. Consistent with gross pathology, no neoplastic lesions were observed in any single oncogene plasmid groups.

### Dual plasmid models with and without TAA administration

Two oncogenes were necessary for tumor development. Unlike the original studies [13,31], mice did not exhibit clinical signs of tumor-induced ill-health warranting euthanasia up to time of sacrifice at seven weeks post-HTVI. One mouse in the SB/AKT/NRas + TAA group had >10% weight loss from baseline. At sacrifice, livers from SB/AKT/c-Met + saline mice were enlarged and had pale external surface relative to the SB plasmid without TAA control (SB + saline), but had only few macroscopic nodules of similar color to background liver (Figure 1B). In SB/AKT/NRas + saline, three out of five mice had enlarged livers with pale external surface relative to SB + saline, with multifocal clusters of macroscopic nodules. One mouse had few nodules 1–2 mm in diameter and one mouse had no visible nodules (Figure 1B).

The effect of concurrent liver injury on cancer development varied between models. Similar to its saline counterpart, livers from the SB/AKT/c-Met + TAA group had few macroscopic nodules and were enlarged with pale external surface relative to SB + TAA (Figure 1B). Surprisingly, livers from the SB/AKT/NRas + TAA group had a diffuse miliary distribution of smaller nodules (majority <2 mm diameter) (Figure 1B). Liver weights at harvest (relative to body weight) were significantly increased in all double oncogene groups compared with the respective SB-alone groups (Figure 1C). Some dual plasmid models without TAA showed some abnormal liver function tests, although there was no further significant increase due to TAA (Figure 1D–F).

Examination of H&E-stained liver sections from SB/AKT/c-Met + saline animals showed preneoplastic foci of clear cells consistent with previous descriptions [31,56] in three out of four mice. In at least one mouse, there were neoplastic hepatocellular nodules with a mixture of lipid-rich and basophilic lipid-poor cells consistent with previous descriptions of this model [31], although tumors with invasive borders were not observed (Figure 3A and Supplementary Figure S2). Similar preneoplastic and neoplastic lesions were observed in all mice receiving SB/AKT/c-Met + TAA, with one additionally having a high-grade trabecular HCC (Figure 3B and Supplementary Figure S2).

**Figure 3:**
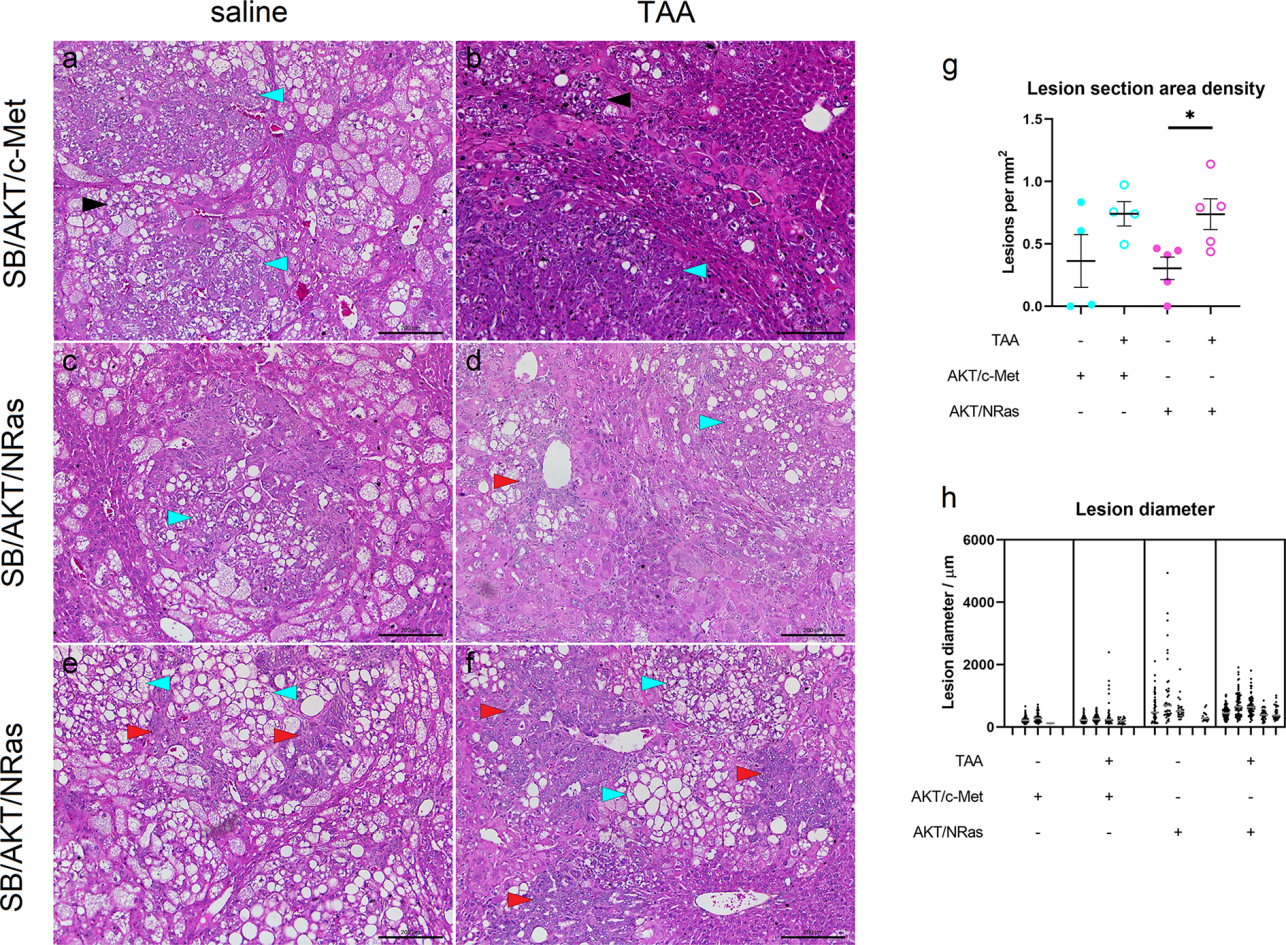
Neoplastic lesions form in SB/AKT/c-Met and SB/AKT/NRas groups with and without liver injury (**A–F**) Hematoxylin and eosin staining of mouse livers, representative tumors or pre-neoplastic lesions; scale bar = 200 µm. (**G**) Quantitative histological measurements of lesion number in cancer models. Data are presented as mean ± SEM (**H**) Quantitative histological measurements of lesion size in cancer models. Each individual dot plot represents one mouse; each dot is a single lesion diameter measurement. There were no significant differences between saline and TAA arms for each plasmid group (nested *t*-test). Grey line shows median of each distribution; TAA, thioacetamide; *P<0.05, Mann–Whitney; 

, cholangiocellular neoplastic lesion; 

, hepatocellular neoplastic lesion; ►, clear cell focus.

In animals receiving SB/AKT/NRas with and without TAA, nodules and tumors of mixed cellularity were observed, including clear cell hepatocellular, cholangiocellular and mixed hepatocellular-cholangiocellular lesions (Figure 3C–F and Supplementary Figure S2). Immunofluorescent staining of cytokeratin (CK)19, which is expressed in liver progenitors and biliary epithelium [58] and a subtype of HCC [59], is also consistent with cholangiocellular tumors in SB/AKT/NRas groups (Supplementary Figure S3). Non-specific immunostaining or autofluorescence was not observed in secondary antibody-only controls (Supplementary Figure S4).

To corroborate the observed tumor gross morphology, whole-section scans were analyzed to quantify the size and number of preneoplastic and neoplastic lesions. For all samples, the majority of lesions were microscopic (<500 µm diameter), although there was heterogeneity in size and number within each group. There was a 2.4-fold increase in density of lesions in SB/AKT/NRas + TAA compared with SB/AKT/NRas + saline (Figure 3G) but no significant difference in lesion diameter (Figure 3H). As a further investigation, lung tissue was examined for metastasis. No obvious lung metastases could be found on gross examination or in any histological sections (data not shown).

### Liver fibrosis and inflammation in dual plasmid models with and without TAA administration

As liver fibrosis is a common precursor condition to liver cancer, picro-sirius red (PSR) staining was performed to determine the presence and localization of collagen. As expected, fibrosis was primarily associated with TAA-induced liver injury, although the pattern was altered in some groups. With TAA alone, fibrous septa with some central-central bridging fibrosis were observed as previously described [55] (Figure 4B). Consistent with the histopathology, SB/c-Met + TAA and SB/NRas + TAA appeared identical to SB + TAA (Supplementary Figure S5). On the other hand, fibrosis in SB/AKT + TAA (Figure 4D) was primarily pericellular. In non-cancer groups without liver injury, abnormal collagen deposition was not observed (Figure 4A,C and Supplementary Figure S5).

**Figure 4:**
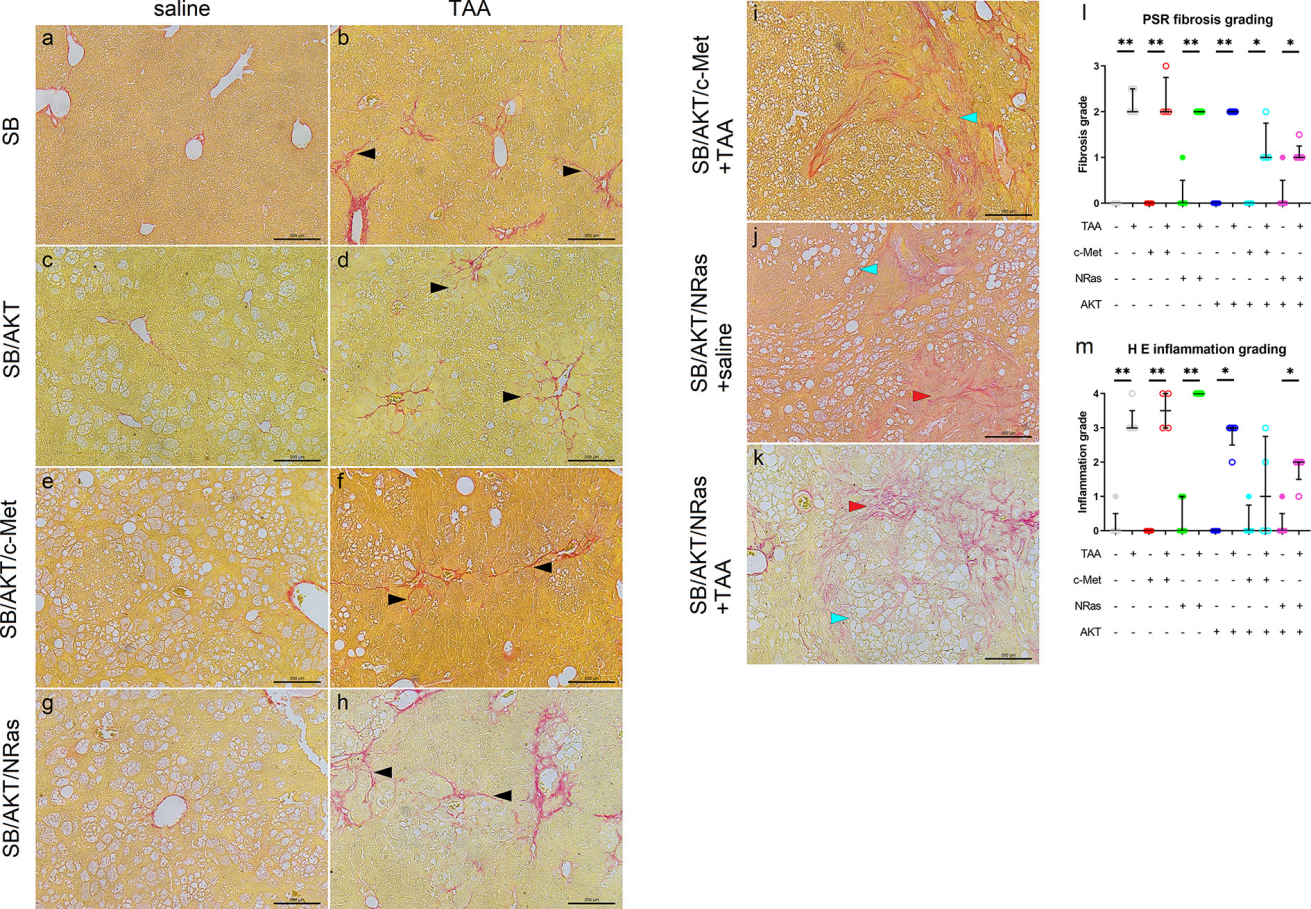
Fibrosis and inflammation occur in the presence of liver injury and cholangiocellular neoplasms (**A–H**) Picro-sirius red staining of mouse livers, representative non-tumor fields of view; scale bar = 200 µm. Liver sections from SB/c-Met and SB/NRas plasmid groups appeared similar to SB-alone counterparts with Picro-sirius red staining (Supplementary Figure S5). (**I–K**) Picro-sirius red staining of mouse livers, representative tumors. (l) Semi-quantitative histological grading of fibrosis. Data are presented as median ± interquartile range. (**M**) Semi-quantitative histological grading of inflammation. Data are presented as median ± interquartile range. H&E, hematoxylin and eosin; PSR, Picro-sirius red; TAA, thioacetamide; *P<0.05, **P<0.01 (Mann–Whitney test); 

, cholangiocellular neoplastic lesion; 

, hepatocellular neoplastic lesion; ►, fibrous septa (B) and pericellular fibrosis (D, F, H).

In the absence of liver injury, the double oncogene plasmid groups did not show fibrosis in non-tumor tissue or in hepatocellular tumors (Figure 4E,G). However, fibrosis was observed within cholangiocellular tumors in SB/AKT/NRas-injected animals (Figure 4J), consistent with desmoplastic stroma [16]. With liver injury, fibrosis was observed surrounding the high-grade HCC in the SB/AKT/c-Met + TAA group and within cholangiocellular tumors in SB/AKT/NRas + TAA (Figure 4I,K). Outside of tumors, pericellular fibrosis was observed similar to SB/AKT + TAA (Figure 4F,H). Histological grading of fibrosis confirmed that TAA caused significant fibrosis in all groups compared with saline-injected animals (Figure 4L). Ductular reaction was not observed in any groups based on CK19 immunofluorescent staining (Supplementary Figure S6). Polarized light microscopy confirmed the specificity of staining for collagen (Supplementary Figure S7).

Alpha smooth muscle actin (α-SMA) is a marker for myofibroblasts. In the context of liver fibrosis, α-SMA is also a marker for activated hepatic stellate cells, which are responsible for deposition of extracellular matrix in liver fibrosis. Similar to collagen staining, strong α-SMA staining was present around central veins, forming septa and occasional central–central bridging in mice receiving TAA (Figure 5B and Supplementary Figure S8), with the exception of SB/AKT + TAA with primarily pericentral staining. The cytoplasm of adjacent hepatocytes appeared weakly stained which is consistent with staining of adjacent stellate cells in the perisinusoidal space rather than hepatocyte staining (Figure 5B,D,F,H and Supplementary Figure S8). On the other hand, in mice receiving saline, only normal α-SMA staining was observed around periportal hepatic arteries and sparse isolated cells within sinusoids (Figure 5A,C,E,G).

**Figure 5:**
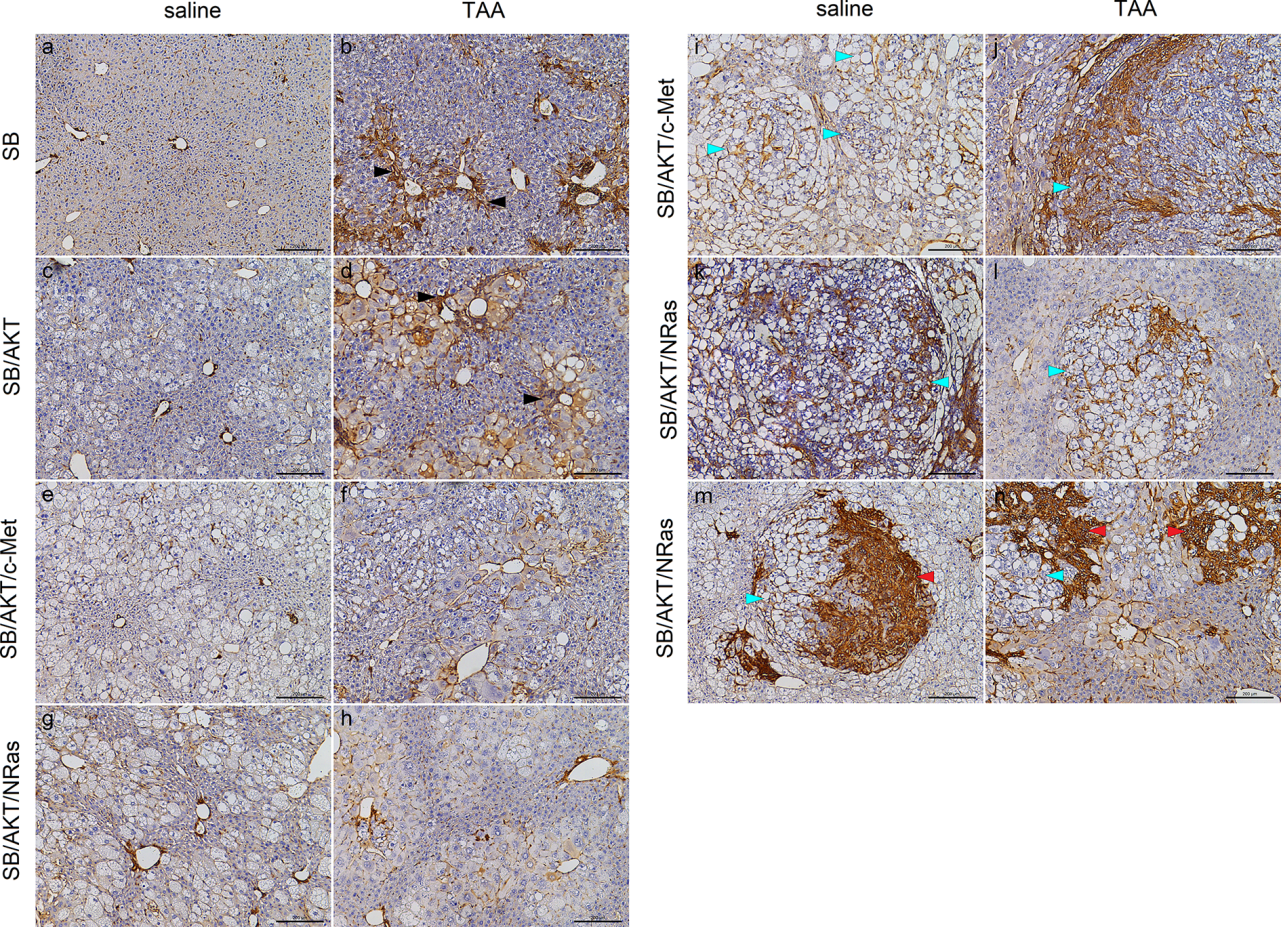
Alpha smooth muscle actin indicates presence of activated hepatic stellate cells (**A–H**) α-SMA immunohistochemical staining of mouse livers, representative non-tumor fields of view; scale bar = 200 µm. Liver sections from SB/c-Met and SB/NRas plasmid groups appeared similar to SB-alone counterparts with α-SMA immunohistochemical staining (Supplementary Figure S8) (**I–N**) α-SMA immunohistochemical staining of mouse livers, representative tumors; scale bar = 200 µm. TAA, thioacetamide; 

, cholangiocellular neoplastic lesion; 

, hepatocellular neoplastic lesion; ►, α-SMA-staining septa (B) and pericentral staining (D).

In both double oncogene plasmid groups, intratumoral α-SMA staining was observed with and without injury. In SB/AKT/c-Met + saline, staining was observed within clear cell foci and nodules, sometimes forming luminal structures (Figure 5I). In SB/AKT/NRas + saline, in addition to staining similar to SB/AKT/c-Met + saline, there was also strong staining within cholangiocellular tumors (Figure 5K,M). Tumor staining in SB/AKT/c-Met + TAA and SB/AKT/NRas + TAA (Figure 5J,L,N) was similar to that of saline counterparts, although strong staining was observed within and around the high-grade HCC.

Inflammatory cell infiltration is another feature of liver injury. Consistent with this, pericentral mononuclear infiltrates were observed in all TAA groups. This was corroborated with the presence of white blood cells as detected by cluster of differentiation (CD)45 immunofluorescent staining (Supplementary Figure S6). TAA caused significantly increased histological inflammation grade except in the SB/AKT/c-Met groups (Figure 4M).

### Tissue lipid in dual plasmid models with and without TAA administration

Hepatic lipid accumulation is a feature of MASLD, which is an increasingly important risk factor for HCC [5]. As previous studies of these plasmid-HTVI cancer models reported steatosis, characterization of hepatic lipid was undertaken. Examination of non-tumor regions of H&E-stained slides found extensive steatosis with hypertrophy in both SB/AKT/c-Met + saline and SB/AKT/NRas + saline (Figure 2E,G) as previously reported [13,31]; histological steatosis score was significantly increased (Figure 6A). Lipid content was confirmed by use of Oil Red O staining (Figure 2I**–**P and Supplementary Figure S9).

**Figure 6:**
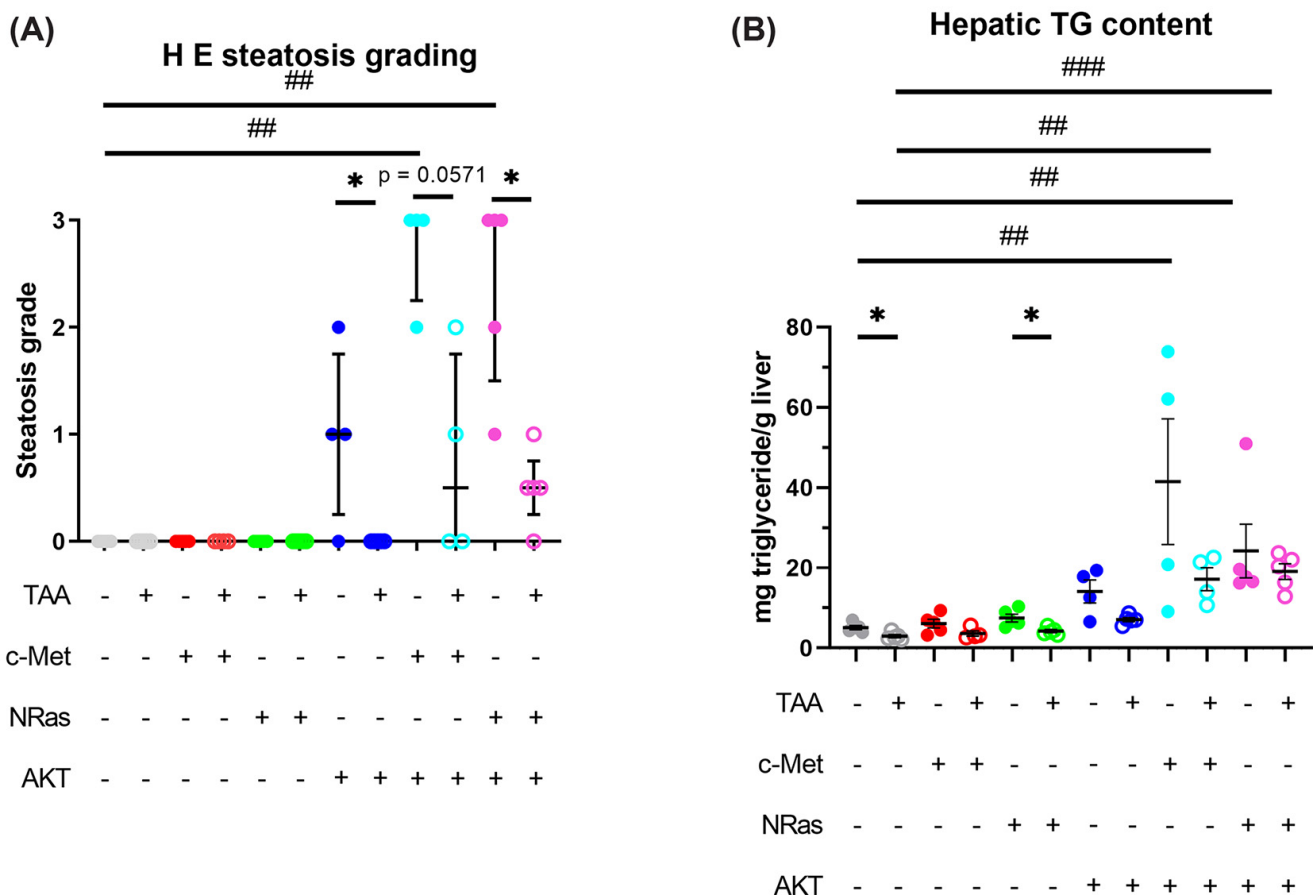
Tissue triglyceride assay reveals changes in hepatic lipid distribution underlying histological changes (**A**) Semi-quantitative histological grading of steatosis. Data are presented as median ± interquartile range. (**B**) Triglyceride assay of liver tissue. Data are presented as mean ± SEM. H&E, hematoxylin and eosin; TAA, thioacetamide; TG, triglyceride; *P<0.05, **P<0.01 (Mann–Whitney test); ^##^*P*<0.01, ^###^*P*<0.001 (Dunn’s post-hoc test).

With TAA administration, steatosis in double oncogene plasmid groups was reduced and replaced with large cells as seen in SB/AKT + TAA (Figure 2D,F,H). Oil Red O staining found that lipid staining was reduced by TAA, although not completely eliminated (Figure 2L,N,P).

To corroborate the changes in lipid accumulation observed histologically, frozen liver tissue was assayed for triglyceride content. Increased liver tissue triglyceride was observed in SB/AKT/c-Met and SB/AKT/NRas groups compared with SB-alone groups, both with or without TAA (Figure 6B). However, TAA-induced reduction in liver triglyceride was only observed in the SB-alone group and SB/NRas (Figure 6B). This corroborated our finding from the transcriptomic analysis of TAA indicating reduced adipogenesis and fatty acid metabolism pathway activity (see Supplementary Figures S14 and 15).

### Transcriptome expression in plasmid-HTVI and liver injury are associated with changes in pro-fibrotic and pro-inflammatory genes

To investigate fibrosis and inflammation at the gene expression level, real-time PCR was performed with two 28-gene panels (referred to as the fibrosis gene panel (Supplementary Table S1) and the immune gene panel (Supplementary Table S2). Tissue from non-cancer groups were compared with non-tumor tissue from the cancer groups, while a separate comparison of tumor tissue and paired non-tumor tissue was also performed.

Changes in profibrotic and proinflammatory genes were observed due to TAA alone. From the fibrosis gene panel, TAA induced significant changes in nine genes in non-cancer groups (Supplementary Figure S10). While most genes were only up-regulated in one or two groups, collagen I (*Col1a1*), which is the most abundant collagen in liver fibrosis, was a notable exception, being up-regulated at least 5-fold by TAA in all non-cancer groups. From the immune gene panel, 11 genes were significantly altered (Supplementary Figure S11). Interestingly, most genes were up-regulated in multiple groups; genes for chemokines (*Ccl2, Ccl5*), cell adhesion (*Icam1, Lgals3*) and a growth factor (*Ngf*) were up-regulated in at least three non-cancer groups.

Double oncogene plasmid groups without injury showed minimal differential gene expression, suggesting that it lacked an injury microenvironment like that induced by TAA. Only two genes (*Alb, Ccl5*) were significantly altered by either SB/AKT/NRas or SB/AKT/c-Met (Supplementary Figures S10 and 11).

In contrast, the cancer plasmid-TAA combinations had more differentially expressed genes. From the fibrosis gene panel, 10 genes were up-regulated in the SB/AKT/NRas + TAA group compared with either TAA alone or SB/AKT/NRas alone. Notable genes included matrix metalloproteases (*Mmp9, Mmp14*), collagen I (*Col1a1*) and hypoxia inducible factor 1a (*Hif1a*) (Supplementary Figure S10). Only three genes (*Ccr3*, *Lgals3*, *Mif*) from the immune gene panel were altered by either SB/AKT/c-Met + TAA or SB/AKT/NRas + TAA. Notably, *Lgals3* which was up-regulated by TAA in non-cancer groups was also up-regulated in SB/AKT/c-Met + TAA (3.8-fold) and SB/AKT/NRas + TAA (4.1-fold). These data suggest that, at least in the non-tumor tissue, the double oncogene plasmids had little effect on profibrotic and proinflammatory signalling, while the addition of TAA stimulated these pathways in the presence of plasmid.

On comparison of paired tumor versus non-tumor tissue from the same livers, the fibrosis gene panel showed five genes significantly up-regulated in tumors (*Pdgfb*, *Mmp14*, *Alb*, *Col4a1* and *Pecam*). *Il1b* was decreased in 8 out of 10 paired comparisons, but this did not reach statistical significance (*P*=0.0840) (Figure 7A). From the immune gene panel, one gene was significantly up-regulated in tumors (*Ngf*). *Ccl11* and *Tnfrsf1a* were increased in 8 out of 10 paired comparisons, but these did not reach statistical significance (*P*≤0.0840). *Ccr3* and *Itgal* were reduced in 6 out of 8 and 7 out of 9 paired comparisons, respectively, but these did not reach statistical significance (*P*≤0.0781) (Figure 7B).

**Figure 7:**
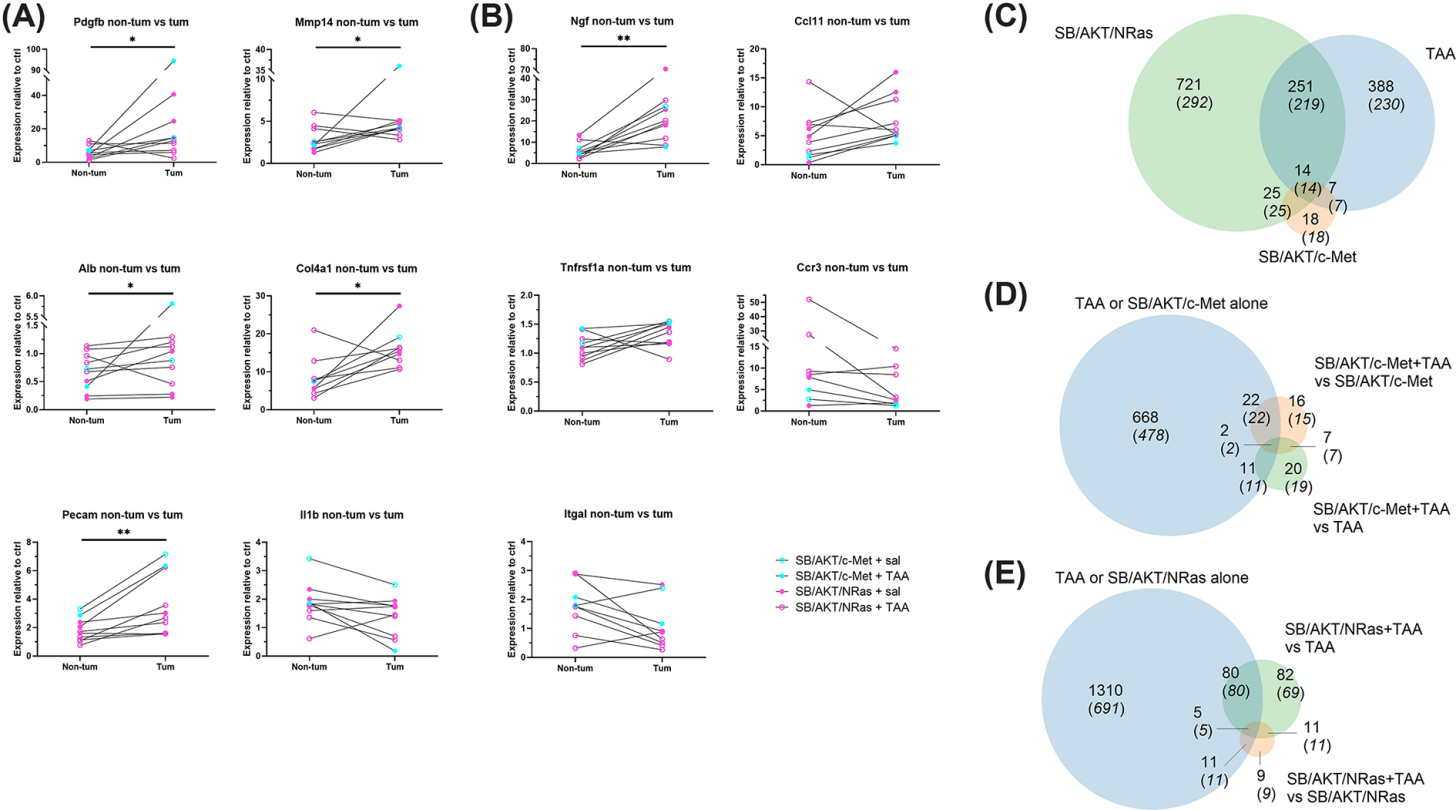
Gene expression changes associated with plasmid-HTVI (**A**) Altered genes between paired tumor and non-tumor tissue, OpenArray fibrosis gene panel. Gene expression shown as fold-change relative to gene expression in SB + saline control group. (**B**) Altered genes between paired tumor and non-tumor tissue, OpenArray immune gene panel. Gene expression shown as fold-change relative to gene expression in SB + saline control group. Panels (A and B) share the same legend for treatment groups. (**C**) Venn diagram showing number of genes differentially expressed by SB + TAA, SB/AKT/c-Met + saline and SB/AKT/NRas + saline compared with SB + saline. (**D**) Venn diagram showing number of genes differentially expressed by SB/AKT/c-Met + TAA compared with SB + TAA or SB/AKT/c-Met + saline. (**E**) Venn diagram showing number of genes differentially expressed by SB/AKT/NRas + TAA compared with SB + TAA or SB/AKT/NRas + saline. *P<0.05, **P<0.01 (Wilcoxon signed rank test).

### Distinct transcriptomic profile in cancer plasmids-TAA combinations compared with cancer plasmids without TAA or TAA alone

For a more comprehensive characterization of gene expression in these models, RNA sequencing (RNA-seq) was performed. 

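Each of the 24 libraries is the liver of 1 male mouse according to the sample labels. The edgeR p-values given for single genes therefore measure the spread between livers. The limma camera p-values of gene lists compare the members with the other genes, at a preset correlation between genes. Those list values do not measure the spread between livers. With the correlation estimated from the livers instead, 95 of 126 list results no longer pass. The groups are SB + saline (n = 4), SB + TAA (n = 4), SB/AKT/c-Met + saline (n = 3), SB/AKT/c-Met + TAA (n = 4), SB/AKT/NRas + saline (n = 4) and SB/AKT/NRas + TAA (n = 5). The labels give every mouse 0.8 µg of SB plasmid and, in the plasmid groups, 10 µg of each oncogene plasmid. They date the first intraperitoneal injection to days 8 to 10 and count 10 to 11 injections over 5 to 6 weeks, where the text of the paper has 1 week and 6 weeks. TAA was given at 100 mg/kg and then at 200 mg/kg.

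The values are the deposited molecule counts of the authors, 2152510 to 3399247 per liver (median 2832909). Of 53467 genes, 25698 have no count in any liver and 19381 reach 0.5 CPM in at least 2 livers. Counts were scaled by TMM and fitted with 1 edgeR quasi-likelihood model over the 6 groups. A gene is called where the edgeR adjusted p is under 0.05 and the absolute log2 fold change over 1. Members of a gene list are said to rise or fall on the adjusted p alone, with no fold threshold. Fold changes are log2 values ± standard error, and levels are mean CPM ± SD over the livers of a group. The lists of known members, their limma camera tests and the rule for the genes named were set before the data were examined.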

Twenty-four samples from bulk liver tissue of SB, SB/AKT/c-Met and SB/AKT/NRas (with or without TAA) were analyzed. 

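Mitosis genes, macrophage markers and cytochrome P450 enzymes are among the lists in which most genes differ among the 6 groups. By the edgeR F test, 21 of 28 mitosis genes, 12 of 15 markers of monocyte-derived macrophages and 21 of 35 cytochrome P450 enzymes differ. Top2a, which untangles chromosomes for cell division (ENSMUSG00000020914, chromosome 11, 98992943 to 99024189), stands at 3.19 ± 1.46 CPM in SB + saline, 25.8 ± 12.4 in SB + TAA, 9.49 ± 6.22 in SB/AKT/c-Met + saline and 24.6 ± 13.5 in SB/AKT/NRas + saline. Its levels in the combinations are 26.5 ± 5.14 CPM in SB/AKT/c-Met + TAA and 23.6 ± 8.64 in SB/AKT/NRas + TAA. Slc1a2, a glutamate transporter of hepatocytes around the central vein (ENSMUSG00000005089, chromosome 2, 102658659 to 102790784), falls from 126 ± 54.4 CPM in SB + saline to 0.874 ± 0.241 in SB + TAA and lies at 76 ± 8.01 and 65.6 ± 37.4 in the saline groups with c-Met and NRas. At the other end, 0 of 35 genes of oxidative phosphorylation, the respiratory chain of mitochondria, and 0 of 14 markers of sinusoidal endothelium pass this test. In total 1746 of 19381 genes (9.01%) differ. SB + saline has the lowest mean of the 6 groups for 777 of them and the highest for 440.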

Of 19381 genes detected, 1363 were differentially expressed on multiple comparisons (false discovery rate [FDR] < 0.05). Of these, 1076 had >2-fold change on any pairwise comparison. 

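Cidea, a protein that fuses lipid droplets (ENSMUSG00000024526, chromosome 18, 67343564 to 67367794), shows how wide the range is: 7.16 ± 7.56 CPM in SB + saline and 2.86 ± 0.563 in SB + TAA against 482 ± 175 in SB/AKT/c-Met + saline and 167 ± 77.5 in SB/AKT/NRas + saline (mean ± SD over livers). In SB/AKT/c-Met + TAA it is at 32.2 ± 14.6 CPM and in SB/AKT/NRas + TAA at 113 ± 46.8. Afp, the fetal serum protein that marks liver tumors (ENSMUSG00000054932, chromosome 5, 90490737 to 90508907), goes from 1.91 ± 0.913 CPM in SB + saline to 36 ± 14.6 in SB + TAA and 169 ± 178 in SB/AKT/NRas + saline, with 6.21 ± 4 in SB/AKT/c-Met + saline. Of the genes that differ by the edgeR F test, 1398 change more than 2-fold between at least 1 pair of groups and 348 do not.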

Expression of the human *NRAS* and *MET* transgenes was also confirmed. 

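Human NRAS, the growth signal carried by the NRas plasmid, has 28 to 768 counts in the 9 livers given it and 0 to 2 in the 15 others. Human MET, the growth factor receptor of the c-Met plasmid, has 2 to 31 counts in its 7 livers and 0 in the other 17. The mean of human NRAS is 88 ± 89.9 CPM with saline and 38.8 ± 24 with TAA. Without SB/AKT/NRas + saline replicate 3 the mean with saline is 44.6 CPM. Human MET is at 4.81 ± 0.944 CPM with saline and 5.6 ± 4.15 with TAA.

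The livers of SB/AKT/NRas + saline are far apart in human NRAS: 12.3 CPM in replicate 1, 55.3 in replicate 2, 218 in replicate 3 and 66.1 in replicate 4. Mouse Akt1, the kinase whose human or mouse form the AKT plasmid carries (ENSMUSG00000001729, chromosome 12, 112653821 to 112674884), is at 38.9 ± 19.7 CPM in that group and 17.4 ± 1.54 in SB + saline, with 19.5 ± 3.66 in SB/AKT/c-Met + saline. The mouse genes Nras (ENSMUSG00000027852, chromosome 3, 103058285 to 103067914) and Met (ENSMUSG00000009376, chromosome 6, 17463800 to 17573980), which the plasmids do not carry, are at 47.9 ± 8.02 and 28 ± 6.55 CPM in the saline groups given NRas and c-Met, against 29.6 ± 3.89 and 38.6 ± 6.31 in SB + saline. Groups not given the matching plasmid have similar levels. Mouse Nras is at 46 ± 16.4 CPM in SB/AKT/c-Met + saline, and mouse Met at 27.1 ± 4.69 in SB/AKT/NRas + saline and 25.5 ± 6.75 in SB + TAA. No gene of the table stands for the AKT plasmid, and expression from it was not analysed here.

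**Figure D1:**
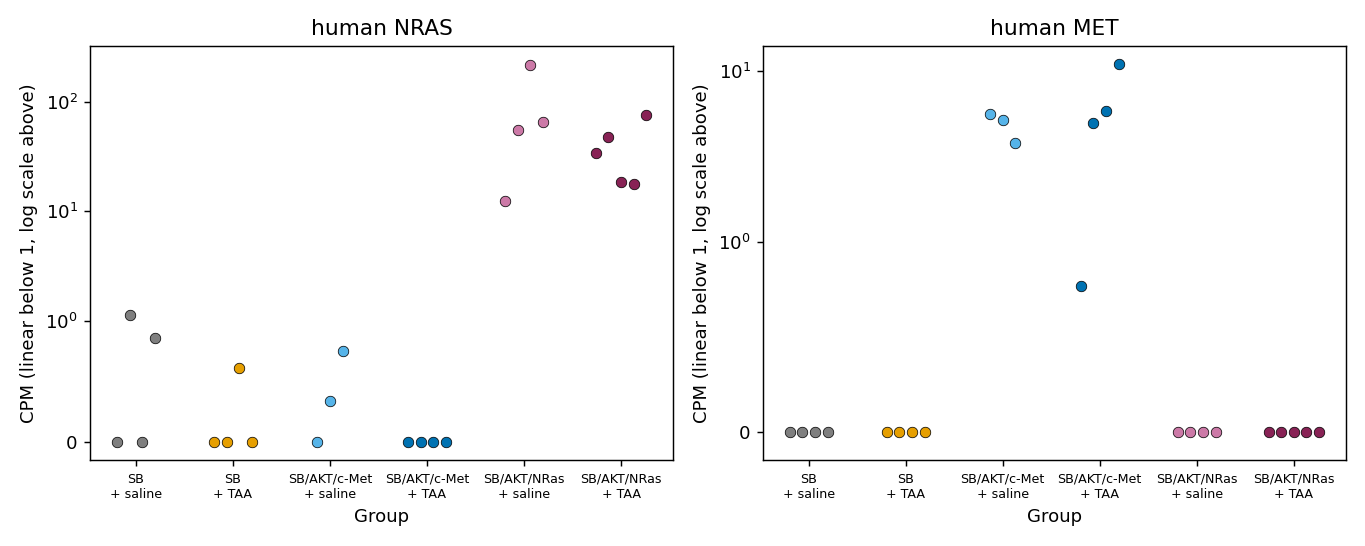
CPM of human NRAS and human MET in each of the 24 livers, by group. Each point is 1 liver.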

Hierarchical clustering (Supplementary Figure S12) and multi-dimensional scaling (Supplementary Figure S13) found that SB/AKT/c-Met + TAA and SB/AKT/NRas + TAA formed a distinct cluster; the cancer plasmids-TAA combinations were more similar to each other than to their respective cancer plasmids without TAA or TAA alone groups.

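On average the combination livers lie closer to each other than to the livers of the matching single treatments. On the leading log2 fold changes of the 500 genes that vary most between a pair of livers, an SB/AKT/c-Met + TAA liver and an SB/AKT/NRas + TAA liver are 1.94 apart on average. Their mean distance to SB + TAA and to the livers with the same plasmids and saline is 2.44 (difference −0.51, permutation p = 3.4e-04, smallest possible 2e-05). Between SB/AKT/NRas + TAA and SB/AKT/c-Met + TAA, edgeR calls human NRAS and human MET, the transgenes themselves, and no other gene of 19381, with 893 genes at an unadjusted p under 0.05. DESeq2 also calls 2 genes and limma-voom 4.

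Clustering of the genes that differ by the edgeR F test, joined at average distance and divided in 6, puts the 9 combination livers together. SB + saline and SB/AKT/c-Met + saline form 1 cluster that also holds SB/AKT/NRas + saline replicate 1. That liver has the lowest human NRAS of its group, and its nearest neighbor is SB + saline replicate 4 (1.98, against a mean of 3.01 to its own group). SB + TAA replicate 4, the liver with skeletal muscle transcripts, is a cluster of its own. With complete linkage the combination livers divide: all 4 of SB/AKT/c-Met + TAA and replicates 3 and 4 of SB/AKT/NRas + TAA go with SB + TAA replicates 1 to 3, and the rest with SB/AKT/NRas + saline replicates 2 and 4. On all genes kept, at average distance and divided in 6, the 9 combination livers share 1 cluster with SB + TAA replicates 1 to 3, SB/AKT/c-Met + saline replicates 2 and 3 and SB/AKT/NRas + saline replicate 2, so they form no cluster of their own there.

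**Figure D2:**
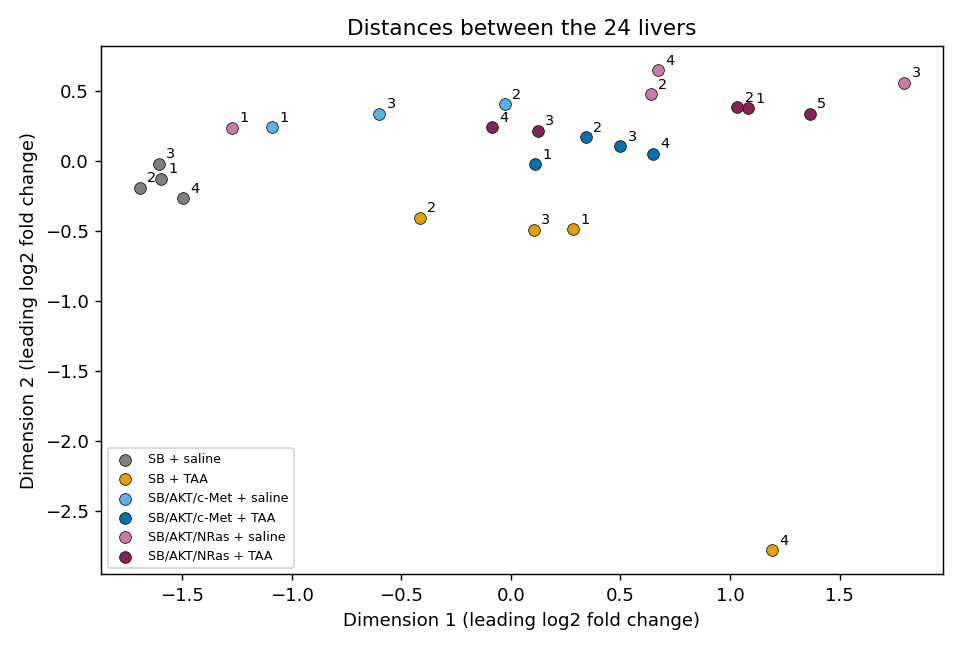
Positions of the 24 livers by multidimensional scaling of the leading log2 fold changes of all genes kept. Each point is 1 liver, numbered by replicate.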

Among cancer plasmids without TAA or TAA alone treatments, pairwise comparison with the negative control found that SB/AKT/NRas + saline had the most differentially expressed genes (550 after multiple comparisons correction), followed by SB + TAA (470) and SB/AKT/c-Met + saline (64) (Figure 7C). 

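In SB + TAA, Slc1a2 fell by 7.10 ± 0.58 (log2 ± standard error, edgeR adjusted p = 2.09e-08) and Susd4, a male-biased complement regulator (ENSMUSG00000038576, chromosome 1, 182763860 to 182896591), by 9.49 ± 1.02; the 4 livers of each group did not overlap for either. Mmp12, an elastase of macrophages (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499), rose by 5.52 ± 0.81 in SB + TAA, 4.06 ± 0.95 in SB/AKT/c-Met + saline and 4.49 ± 0.87 in SB/AKT/NRas + saline (edgeR adjusted p = 1.46e-04, 0.0345 and 0.00194). The increases in SB/AKT/c-Met + saline include Cidea (6.16 ± 0.54, edgeR adjusted p = 9.33e-08) and Akr1c18, which breaks down progesterone (6.16 ± 1.20; ENSMUSG00000021214, chromosome 13, 4132615 to 4150654). Akr1c18 rose by 8.14 ± 1.11 in SB/AKT/NRas + saline, where Cxcl3, a chemokine that attracts neutrophils (ENSMUSG00000029379, chromosome 5, 90786103 to 90789600), is at least 36.6-fold higher than in SB + saline, whose 4 livers have no count (floor of 3 counts over the group). Among the decreases, Upp2, which splits uridine (ENSMUSG00000026839, chromosome 2, 58567298 to 58792971), fell by 2.73 ± 0.62 there.

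Against SB + saline, edgeR calls 1168 genes in SB/AKT/NRas + saline (913 up, 255 down), 809 in SB + TAA (529 up, 280 down) and 120 in SB/AKT/c-Met + saline (112 up, 8 down). By limma-voom the last count is 64. The split by direction rests on the scaling: with library size alone the share of increases goes from 65.4% to 90.1% in SB + TAA and from 78.2% to 95.2% in SB/AKT/NRas + saline (by limma-voom 51.4% and 61%), and the median of all genes moves by 0.38 and 0.43 in log2. The share of records assigned to a gene is 15.6% to 16.7% in the SB + saline livers and 20.7% to 23.1% in the SB + TAA livers, with no overlap. Single livers weigh on the counts and on their order, among them SB + TAA replicate 4 and SB/AKT/NRas + saline replicate 1. Without the first, an omission singled out after seeing the data, SB + TAA has 368 called genes, 359 of them called with it too. Of the 526 genes called with it at a mean of at least 5 CPM, 492 keep their direction and an edgeR p under 0.05. Without the second, SB/AKT/NRas + saline has 1978, which include 1155 of the 1168. Without SB/AKT/NRas + saline replicate 3 it has 453, below the 890 of SB + TAA. Without SB + TAA replicate 2, SB + TAA has 1229 and SB/AKT/NRas + saline 1179. Leaving out 1 liver moves the count of SB/AKT/c-Met + saline over 37 to 186.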

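Gstm3, which couples glutathione to toxic compounds (ENSMUSG00000004038, chromosome 3, 107963696 to 107969283), rose in all 3 groups: by 2.91 ± 0.42 in SB + TAA, 3.77 ± 0.45 in SB/AKT/c-Met + saline and 3.37 ± 0.43 in SB/AKT/NRas + saline (edgeR adjusted p = 1.28e-04, 1.79e-05 and 5.31e-05). Ly6d, a surface protein of embryonic epithelium (ENSMUSG00000034634, chromosome 15, 74762056 to 74763620), rose by 3.88 ± 0.60, 5.24 ± 0.64 and 5.97 ± 0.64 in the same order, and Nat8, an enzyme that acetylates cysteine conjugates (ENSMUSG00000030004, chromosome 6, 85830388 to 85832082), has −1.30 ± 0.36, −1.84 ± 0.42 and −1.87 ± 0.38. Altogether edgeR calls 38 genes in all 3 comparisons, 36 up and 2 down in every one. Supplementary Table S3 lists 14 genes and all of them are in this set, which is no independent evidence because they were chosen on the same livers. In the 2 plasmid groups but not SB + TAA the count is 54 (53 up, 1 down), among them 23 of the 25 genes of Supplementary Table S4. Tubb2b, a tubulin of neurons and embryonic liver (ENSMUSG00000045136, chromosome 13, 34126748 to 34130466), is 1 of these with 5.68 ± 1.02 and 5.57 ± 0.99, against 2.42 ± 1.45 in SB + TAA (edgeR adjusted p = 0.00415, 0.00106 and 0.353).

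Lists of these sizes drawn independently would share 0.302 genes among all 3 and 7.23 between the 2 plasmid groups, where 92 are shared. All 3 comparisons use the same 4 control livers. Where each plasmid group was set against its own 2 control livers, in 6 divisions, 5 to 9 genes are shared by all 3 and 3 to 8 by the plasmid groups alone. The lists are shorter there, with 10 to 40 genes for c-Met and 208 to 569 for NRas. The drop in shared genes therefore cannot be divided between separate controls and shorter lists. The 2 plasmid groups still shared 8 to 15 genes in all there, although no control liver was used for both. In 1 division these were 8 of the 10 c-Met genes, in another 15 of the 40. Each count is above the 7.23 of independent lists at full length. This argues against shared controls as the only source of the overlap between the plasmid groups. By limma-voom the counts are 14 for all 3 and 25 for the plasmid groups alone.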

Of note, 14 differentially expressed genes were shared between all three (Supplementary Table S3), while 25 were shared between SB/AKT/NRas + saline and SB/AKT/c-Met + saline (Supplementary Table S4), which may relate to a common pathogenic process.

In contrast, pairwise comparisons between cancer plasmids-TAA combination groups and respective cancer plasmids without TAA or TAA alone groups yielded fewer differentially expressed genes. 

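S100g, a calcium-binding protein of gut epithelium (ENSMUSG00000040808, chromosome X, 162961992 to 162964599), rose by 4.56 ± 0.56 in SB/AKT/c-Met + TAA against SB + TAA (edgeR adjusted p = 7.69e-05) and by 4.15 ± 0.62 against SB/AKT/c-Met + saline (edgeR adjusted p = 6.61e-04), with no overlap of the livers in either. Nt5e, an enzyme that makes adenosine outside cells (ENSMUSG00000032420, chromosome 9, 88327197 to 88372092), rose by 3.93 ± 0.43 in SB/AKT/NRas + TAA against SB + TAA (edgeR adjusted p = 5.15e-06) and by 2.30 ± 0.37 against SB/AKT/NRas + saline (edgeR adjusted p = 0.00396), again with every liver on its own side. Muc13, a mucin of gut and bile duct epithelium (ENSMUSG00000022824, chromosome 16, 33794037 to 33819934), rose by 4.57 ± 0.92 in the c-Met and 5.71 ± 0.82 in the NRas combination against SB + TAA (edgeR adjusted p = 0.0158 and 1.92e-04). Among the decreases against SB + TAA, Aqp4, a water channel (ENSMUSG00000024411, chromosome 18, 15389394 to 15403684), fell by 2.61 ± 0.54 and Gdf10, a growth factor of the TGF-beta family (ENSMUSG00000021943, chromosome 14, 33923587 to 33937983), by 1.81 ± 0.42 in SB/AKT/NRas + TAA (edgeR adjusted p = 0.00688 and 0.0194).

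For SB/AKT/c-Met + TAA, edgeR calls 77 genes against SB + TAA (52 up, 25 down) and 38 against SB/AKT/c-Met + saline (21 up, 17 down). For SB/AKT/NRas + TAA it calls 240 against SB + TAA (160 up, 80 down) and 31 against SB/AKT/NRas + saline (21 up, 10 down). For each combination both counts, with all livers, lie below those of SB + TAA and of the same plasmids with saline, each against SB + saline. For SB/AKT/c-Met this order rests on single livers. The count against SB + TAA passes that of SB/AKT/c-Met + saline without SB + saline replicate 1 (74 against 64), 3 (71 against 70) or 4 (72 against 46), SB + TAA replicate 2 (182 against 133) and SB/AKT/c-Met + saline replicate 2 (72 against 37) or 3 (71 against 59). DESeq2 finds 82 for SB/AKT/c-Met + TAA against SB/AKT/c-Met + saline and 57 for SB/AKT/NRas + TAA against SB/AKT/NRas + saline, and limma-voom finds 40 for SB/AKT/c-Met + TAA against SB + TAA. The muscle genes Srl, a calcium-binding protein of muscle, and Tnnt3, a troponin, are among the decreases against SB + TAA (−5.10 ± 1.09 with c-Met, −9.20 ± 1.56 with NRas), and they come from SB + TAA replicate 4. Without that liver, an omission singled out after seeing the data, the counts against SB + TAA are 40 (36 of them called with it too) and 143 (124). The decreases then number 1 with c-Met and 13 with NRas, and the increases 39 and 130. Most of the 25 and 80 decreases called with all livers thus depend on that liver. Without SB/AKT/NRas + saline replicate 1, SB/AKT/NRas + TAA has 69 called genes against SB/AKT/NRas + saline, 26 of them called with it too. The same count is 19 and 20 without SB/AKT/NRas + TAA replicate 1 and 2, and 18 with robust estimation. Of 100 splits of the same livers, the real one included, 8 reach the 31, so chance cannot be excluded.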

Approximately 54% of differentially expressed genes found in the SB/AKT/c-Met + TAA versus SB/AKT/c-Met + saline or SB/AKT/c-Met + TAA versus SB + TAA comparisons were not altered by either cancer plasmids without TAA or TAA alone compared with negative control (Figure 7D; Supplementary Tables S5 and 6), while 48% of genes found for similar comparisons with SB/AKT/NRas were unique to the cancer plasmids-TAA combination (Figure 7E; Supplementary Tables S7 and 8).

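Maoa, which degrades monoamines (ENSMUSG00000025037, chromosome X, 16619698 to 16687818), is higher in both combinations than in either of their single treatments: by 2.52 ± 0.33 and 2.60 ± 0.38 with c-Met and by 2.21 ± 0.32 and 2.05 ± 0.32 with NRas, against SB + TAA and the saline livers in turn (edgeR adjusted p = 1.19e-04, 4.08e-04, 1.23e-04 and 0.00274). Against SB + saline it has 0.42 ± 0.37 in SB + TAA, 0.33 ± 0.40 in SB/AKT/c-Met + saline and 0.59 ± 0.37 in SB/AKT/NRas + saline. Bglap3, a gene of the osteocalcin family (ENSMUSG00000074489, chromosome 3, 88368616 to 88372743), has 4.46 ± 0.73 and 5.78 ± 1.01 with c-Met and 5.08 ± 0.70 and 2.87 ± 0.56 with NRas in the same order (edgeR adjusted p = 0.00177, 0.00559, 6.2e-05 and 0.019), and no single treatment passes (0.787 in SB + TAA, 0.994 with c-Met, 0.0716 with NRas). Of the 9 genes of Supplementary Table S6, 8 are called by edgeR against SB + TAA and 7 against SB/AKT/c-Met + saline, and 3 are called in a single treatment. Of the 16 genes of Supplementary Table S8, the counts are 13, 11 and 6. Both tables were chosen from these livers, so they are no independent evidence.

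For the shares below, a called gene must also pass the F test of all 6 groups. Of 101 such genes called by edgeR in SB/AKT/c-Met + TAA against either single treatment, 33 (32.7%) are on neither list against SB + saline. For SB/AKT/NRas + TAA it is 70 of 254 (27.6%). Genes drawn at random from all genes tested would be on neither list in 96.5% and 94.4% of cases. Absence from a list is not absence of change: 22 of the c-Met genes and 49 of the NRas genes on neither list have an unadjusted p under 0.05 in a single treatment. The shares depend on the method: by limma-voom they are 54% for c-Met and 48.1% for NRas. Without 1 of the SB + saline livers the NRas share is 41.6% to 45.4%, and with library size alone as the scaling it is 16.3%.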

### Pathway analysis identifies differences in metabolic pathways with dual plasmid models

In order to make biological interpretations of the large lists of differentially expressed genes, pathway analysis was performed. gProfiler and Panther were used to analyze selected lists of differentially expressed genes, while Gene Set Enrichment Analysis (GSEA) considered the changes of all genes. TAA alone up-regulated pathways primarily related to cell cycle, mitosis and replication, with some xenobiotic metabolism-related genes. 

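Genes that divide the chromosomes and copy the DNA rose together in SB + TAA. Birc5, a part of the complex that holds chromosomes at cell division (ENSMUSG00000017716, chromosome 11, 117849251 to 117855743), rose by 3.39 ± 0.57, Cdc20, which starts the separation of chromosomes (ENSMUSG00000006398, chromosome 4, 118432901 to 118437352), by 3.71 ± 0.60, and Tpx2, which builds the spindle (ENSMUSG00000027469, chromosome 2, 152847964 to 152895321), by 3.86 ± 0.64 (edgeR adjusted p = 6.18e-04, 4.72e-04 and 5.95e-04). All 4 SB + TAA livers were above all 4 SB + saline livers for each. Of 28 mitosis genes, 22 rose, 0 fell and 6 did not pass (limma camera adjusted p = 1.88e-21, adjusted p = 0.176 with an estimated correlation). Of 26 genes of DNA replication, 22 rose and 0 fell (limma camera adjusted p = 4.12e-17, adjusted p = 0.176 with an estimated correlation), with Rrm2, which makes the building blocks of DNA (ENSMUSG00000020649, chromosome 12, 24708241 to 24714146), at 2.15 ± 0.37 and Mcm6, a part of the replication helicase (ENSMUSG00000026355, chromosome 1, 128331590 to 128359664), at 3.38 ± 0.54 (edgeR adjusted p = 7.69e-04 and 4.4e-04).

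The enzymes that attach glutathione and other groups to foreign compounds moved as well. Gsta1, a glutathione transferase whose close relatives make its counts uncertain (ENSMUSG00000074183, chromosome 9, 78230656 to 78242684), rose by 4.37 ± 0.50, and Ugdh, which prepares glucuronic acid (ENSMUSG00000029201, chromosome 5, 65413221 to 65435949), by 1.11 ± 0.23 (edgeR adjusted p = 4.72e-06 and 0.00474). Of 28 genes of glutathione conjugation and NRF2 targets, 10 rose and 2 fell (limma camera adjusted p = 4.32e-04, adjusted p = 0.293 with an estimated correlation). Ncl, a protein of the nucleolus (ENSMUSG00000026234, chromosome 1, 86344719 to 86359400), rose by 0.57 ± 0.17 (edgeR adjusted p = 0.0396), and of 25 genes of ribosome biogenesis 2 rose (limma camera adjusted p = 5.88e-04, adjusted p = 0.268 with an estimated correlation). Without SB + TAA replicate 4, the liver with muscle transcripts, the counts of increases are 18 for mitosis, 15 for DNA replication, 6 for glutathione conjugation and 0 for ribosome biogenesis, and 0 conjugation genes fell, an omission singled out after seeing the data. The medians of these lists are then 3.071, 1.681, 0.485 and 0.383 in log2.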

Down-regulated pathways were primarily metabolic, including lipid, amino acid, xenobiotic and steroid metabolism (Supplementary Table S9). 

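Cyp2c29, which oxidizes drugs and fatty acids (ENSMUSG00000003053, chromosome 19, 39269405 to 39330713), fell by 2.73 ± 0.44 in SB + TAA, and Cyp2c37, an enzyme of the same family (ENSMUSG00000042248, chromosome 19, 39992424 to 40012243), by 3.75 ± 0.51 (edgeR adjusted p = 4.71e-04 and 6.29e-05); the livers of the groups did not overlap. Of 35 cytochrome P450 enzymes, 14 fell and 3 rose (limma camera adjusted p = 5.78e-10, adjusted p = 0.227 with an estimated correlation), though the Cyp2c genes are so alike that counts may pass between them. Among the enzymes that make bile acids, Cyp8b1, which makes cholic acid (ENSMUSG00000050445, chromosome 9, 121914356 to 121916305), fell by 2.44 ± 0.59 and Cyp7b1, which acts on oxysterols (ENSMUSG00000039519, chromosome 3, 18071950 to 18243338), by 2.53 ± 0.59 (edgeR adjusted p = 0.0133 and 0.0108). In the list of bile acid synthesis and transport, 7 of 23 genes fell and 0 rose (limma camera adjusted p = 5.57e-12, adjusted p = 0.189 with an estimated correlation).

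Prodh, which degrades proline (ENSMUSG00000003526, chromosome 16, 18060357 to 18090203), fell by 1.74 ± 0.33 and Cdo1, which degrades cysteine (ENSMUSG00000033022, chromosome 18, 46713205 to 46728342), by 1.21 ± 0.29 (edgeR adjusted p = 0.00238 and 0.0119), 2 of the 5 genes of 34 in amino acid catabolism and the urea cycle that fell (limma camera adjusted p = 4.72e-10, adjusted p = 0.268 with an estimated correlation). Of the 25 genes of NAD and nucleotide metabolism 4 fell and 1 rose, with Gda, which degrades guanine (ENSMUSG00000058624, chromosome 19, 21391307 to 21473445), at −0.80 ± 0.17 and Dpyd, which degrades uracil (ENSMUSG00000033308, chromosome 3, 118562129 to 119432924), at −1.16 ± 0.27 (edgeR adjusted p = 0.00668 and 0.00886). Cyp4a12a, which oxidizes fatty acids in male liver (ENSMUSG00000066071, chromosome 4, 115299046 to 115332815), fell by 2.54 ± 0.50 (edgeR adjusted p = 0.00278), and 7 of 19 male-biased genes fell in all (limma camera adjusted p = 2.43e-13, adjusted p = 0.211 with an estimated correlation). Without SB + TAA replicate 4, an omission singled out after seeing the data, 3 bile acid genes, 1 gene of amino acid catabolism and 2 of NAD and nucleotide metabolism fell, and 0 of the last rose. The medians of these lists are then −0.603, −0.34 and −0.257 in log2.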

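Ccl5, a chemokine that draws T cells (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518), rose by 3.45 ± 0.47 in SB + TAA and Cxcl10, a chemokine induced by interferon (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889), by 2.60 ± 0.59 (edgeR adjusted p = 6.29e-05 and 0.0086), with no overlap between the groups. Of 25 chemokines and NF-kB targets 5 rose and 0 fell (limma camera adjusted p = 5.88e-04, adjusted p = 0.293 with an estimated correlation). Cdkn1a, which halts the cell cycle under p53 (ENSMUSG00000023067, chromosome 17, 29090979 to 29100722), rose by 2.71 ± 0.49, and Ccng1, another p53 target (ENSMUSG00000020326, chromosome 11, 40748552 to 40755311), by 1.69 ± 0.24 (edgeR adjusted p = 0.0014 and 1.28e-04). They belong to 27 p53 targets of which 14 rose and 0 fell (limma camera adjusted p = 1.17e-07, adjusted p = 0.0865 with an estimated correlation). Ccnd1, the cyclin that starts the cell cycle on growth signals (ENSMUSG00000070348, chromosome 7, 144929931 to 144939925), rose by 2.43 ± 0.38 (edgeR adjusted p = 3.8e-04), 1 of 4 of 22 RAS-MAPK targets that rose (limma camera adjusted p = 6.29e-04, adjusted p = 0.293 with an estimated correlation).

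The genes that fell include the targets of beta-catenin around the central vein. Glul, which makes glutamine there (ENSMUSG00000026473, chromosome 1, 153899944 to 153909723), fell by 3.67 ± 0.32 and Cyp2e1, the enzyme that activates thioacetamide (ENSMUSG00000025479, chromosome 7, 140763739 to 140774987), by 2.19 ± 0.38 (edgeR adjusted p = 2.94e-08 and 8.93e-04); 6 of 19 such targets fell and 0 rose (limma camera adjusted p = 1.44e-06, adjusted p = 0.176 with an estimated correlation). Of 28 genes of coagulation and complement 8 fell (limma camera adjusted p = 5.57e-12, adjusted p = 0.227 with an estimated correlation), among them F7, a clotting factor (ENSMUSG00000031443, chromosome 8, 13026034 to 13035809), by 0.85 ± 0.24 (edgeR adjusted p = 0.0305). Asns, which makes asparagine (ENSMUSG00000029752, chromosome 6, 7675169 to 7693254), has −1.99 ± 0.55 and Slc7a11, the cystine transporter (ENSMUSG00000027737, chromosome 3, 49892526 to 50443614), 4.55 ± 0.92 (edgeR adjusted p = 0.0296 and 0.00357). With library size alone as the scaling, 1 coagulation gene rose and 1 fell. Without SB + TAA replicate 4, an omission singled out after seeing the data, 1 coagulation gene fell and 2 chemokines and NF-kB targets, 8 p53 targets and 1 RAS-MAPK target rose. The medians of these lists are then −0.504, 0.964, 0.958 and 0.71 in log2.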

From the Molecular Signatures Database Hallmark gene sets, pathways related to inflammation (allograft rejection, inflammatory response, interferon gamma response, TNF alpha signaling) and cell proliferation (DNA repair, G2M checkpoint, up in KRAS signaling, mitotic spindle, MTORC1 signaling) were up-regulated, while pathways related to physiological liver functions (bile acid metabolism, coagulation, Wnt/β-catenin signaling, xenobiotic metabolism) were down-regulated (Supplementary Table S10). These findings are consistent with chronic injury causing cell death, loss of physiological function and compensatory cell division.

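Macrophage genes rose in SB + TAA: Gpnmb, a membrane protein of scar-associated macrophages (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929), by 5.12 ± 0.84 and Lgals3, a lectin they secrete (ENSMUSG00000050335, chromosome 14, 47367751 to 47386160), by 2.81 ± 0.56 (edgeR adjusted p = 5.48e-04 and 0.0035), with no overlap of livers. Of 15 markers of monocyte-derived macrophages 8 rose and 0 fell (limma camera adjusted p = 9.05e-10, adjusted p = 0.176 with an estimated correlation). The markers of resident Kupffer cells C6, a complement protein, and Cd5l, which protects them from death, did not pass (−0.89 ± 0.30 and 0.43 ± 0.29; edgeR adjusted p = 0.0762 and 0.415). Col1a2 and Col3a1, the fibrous collagens of scar tissue (ENSMUSG00000029661, chromosome 6, 4504814 to 4541544, and ENSMUSG00000026043, chromosome 1, 45311538 to 45349706), rose by 1.87 ± 0.54 and 1.97 ± 0.56 (edgeR adjusted p = 0.0356 and 0.0335), and 6 of 31 genes of the extracellular matrix and myofibroblasts rose (limma camera adjusted p = 5.01e-08, adjusted p = 0.293 with an estimated correlation).

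Hnf4a, the transcription factor that keeps hepatocytes differentiated (ENSMUSG00000017950, chromosome 2, 163506808 to 163572910), fell by 0.72 ± 0.22 (edgeR adjusted p = 0.0493), and of 14 hepatocyte genes 1 fell and 0 rose (limma camera adjusted p = 6.78e-04, adjusted p = 0.268 with an estimated correlation). Golm1, a Golgi protein used as a marker of liver cancer (ENSMUSG00000021556, chromosome 13, 59634626 to 59675811), rose by 2.55 ± 0.55 and Afp by 4.22 ± 0.92 (edgeR adjusted p = 0.00567 and 0.00632), 2 of 5 of 13 fetal liver and liver cancer markers that rose (limma camera adjusted p = 8.38e-04, adjusted p = 0.297 with an estimated correlation). Krt23, a keratin of injured bile ducts (ENSMUSG00000006777, chromosome 11, 99477974 to 99493137), rose by 2.63 ± 0.69 (edgeR adjusted p = 0.0217). SB + TAA replicate 4 also holds skeletal muscle transcripts: all 26 muscle genes measured are highest there, 23 of them are called in SB + TAA, and they make up 1.28% of its counts. Without that liver, an omission singled out after seeing the data, 1 matrix gene and 7 macrophage markers rose and 0 hepatocyte genes fell. The medians of these lists are then 0.956, 1.836 and −0.295 in log2.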

There were differences between the cancer plasmids without TAA groups in terms of perturbed pathways. 

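Between SB/AKT/NRas + saline and SB/AKT/c-Met + saline edgeR calls few genes. Cdh17, a cadherin of gut and embryonic duct epithelium (ENSMUSG00000028217, chromosome 4, 11758147 to 11817895), is higher with NRas by 6.39 ± 1.08, Stc1, a hormone induced by stress (ENSMUSG00000014813, chromosome 14, 69029238 to 69041804), by 5.89 ± 1.21, and Gpc3, a surface protein of fetal liver and liver cancer (ENSMUSG00000055653, chromosome X, 52272426 to 52613950), by 5.29 ± 0.80 (edgeR adjusted p = 0.0153, 0.0438 and 0.0032); the livers do not overlap for these 3. S100a8, a calcium-binding protein of neutrophils (ENSMUSG00000056054, chromosome 3, 90668978 to 90670035), has 3.09 ± 0.64 and Cxcl1, a chemokine that draws them (ENSMUSG00000029380, chromosome 5, 90891241 to 90893115), 3.21 ± 0.66 (edgeR adjusted p = 0.0438 and 0.0438). In all, edgeR calls 26 genes (24 up with NRas, 2 down), limma-voom 1 and DESeq2 64, and 1832 have an unadjusted p under 0.05. Of 35 splits of the same 7 livers, 5 call as many genes, so chance cannot be excluded. Without SB/AKT/NRas + saline replicate 1, the liver with the lowest human NRAS, edgeR calls 284, which include all 26, an omission singled out after seeing the data. Other settings lower the count. It is 1, 0 and 1 without SB/AKT/c-Met + saline replicate 1, 2 and 3, and 2 without SB/AKT/NRas + saline replicate 3. It is 7 without any 1 of the SB + saline livers and 0 with robust estimation.

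Against SB + saline, some markers of ducts and neutrophils and most of the fetal liver and liver cancer markers rose in SB/AKT/NRas + saline. Spp1, a matrix protein of bile duct cells and macrophages (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050), rose by 6.07 ± 1.05 and Anxa13, an annexin of duct and gut epithelium (ENSMUSG00000055114, chromosome 15, 58341471 to 58389244), by 4.26 ± 1.03 (edgeR adjusted p = 8.38e-04 and 0.0103), 2 of 6 of 17 cholangiocyte markers that rose (limma camera adjusted p = 5.28e-05, adjusted p = 0.191 with an estimated correlation). Of 13 fetal liver and liver cancer markers 10 rose (limma camera adjusted p = 2.1e-07, adjusted p = 0.111 with an estimated correlation), of 10 neutrophil markers 3 (limma camera adjusted p = 9.27e-04, adjusted p = 0.127 with an estimated correlation) and of 31 matrix genes 17 (limma camera adjusted p = 6.94e-08, adjusted p = 0.236 with an estimated correlation), while in SB/AKT/c-Met + saline the counts are 1, 0 and 0. The list means of the c-Met livers, in log2 relative to SB + saline, are still above every SB + saline liver for 2 of these lists. They are 0.323 to 1.709 for fetal markers (SB + saline at most 0.109) and 0.215 to 0.908 for matrix (at most 0.196). For neutrophils the groups overlap. In SB/AKT/NRas + saline Sparc, a collagen-binding protein (ENSMUSG00000018593, chromosome 11, 55394500 to 55423183), rose by 1.85 ± 0.36 (edgeR adjusted p = 0.00202). With replicate 1 of the group left out, 6 neutrophil markers rose.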

SB/AKT/NRas alone up-regulated cell cycle pathways and down-regulated metabolic pathways similar to TAA alone, but also up-regulated signal transduction and down-regulated nucleotide metabolic pathways (Supplementary Table S11). On the other hand, SB/AKT/c-Met alone had only one up-regulated pathway (response to stilbenoid [GO:0035634]), which may be due to the relatively low number of differentially expressed genes (Supplementary Table S11). 

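Cell division genes rose in SB/AKT/NRas + saline. Prc1, which bundles the spindle (ENSMUSG00000038943, chromosome 7, 80294450 to 80316259), rose by 4.13 ± 0.70 and Top2a by 2.97 ± 0.53 (edgeR adjusted p = 7.88e-04 and 0.00103), with every NRas liver above every SB + saline liver. Of 28 mitosis genes 24 rose and 0 fell (limma camera adjusted p = 2.82e-17, adjusted p = 0.105 with an estimated correlation), and of 26 genes of DNA replication 9 rose (limma camera adjusted p = 4.6e-07, adjusted p = 0.213 with an estimated correlation). Areg, a growth factor of injured epithelium (ENSMUSG00000029378, chromosome 5, 91139599 to 91148432), is at least 6.97-fold above SB + saline, where it has no count (floor of 3 counts over the group), and 9 of 22 RAS-MAPK targets rose (limma camera adjusted p = 4.6e-07, adjusted p = 0.111 with an estimated correlation). Human NRAS is lowest in replicate 1 of this group, where the mitosis genes are also closest to SB + saline.

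Metabolic genes went down in part, with most of a list falling only for amino acid catabolism and the urea cycle. Cps1, the first enzyme of the urea cycle (ENSMUSG00000025991, chromosome 1, 67123026 to 67231259), fell by 1.20 ± 0.26 (edgeR adjusted p = 0.00526). Of 34 genes of amino acid catabolism and the urea cycle 27 fell and 0 rose (limma camera adjusted p = 1.81e-29, adjusted p = 0.0627 with an estimated correlation), of 35 cytochrome P450 enzymes 15 fell and 2 rose (limma camera adjusted p = 1.91e-12, adjusted p = 0.105 with an estimated correlation), and of 23 bile acid genes 7 fell (limma camera adjusted p = 7.17e-11, adjusted p = 0.111 with an estimated correlation). Cyp2d22, a P450 enzyme that acts on drugs (ENSMUSG00000061740, chromosome 15, 82370528 to 82380260), fell by 1.07 ± 0.23, and Slc27a5, which activates bile acids (ENSMUSG00000030382, chromosome 7, 12988346 to 12998192), by 1.34 ± 0.35 (edgeR adjusted p = 0.00416 and 0.0166). For nucleotides, Dpyd fell by 1.21 ± 0.27 and Upb1, which completes the breakdown of uracil (ENSMUSG00000033427, chromosome 10, 75401115 to 75441679), by 1.14 ± 0.22 (edgeR adjusted p = 0.00553 and 0.00192), with 7 of 25 genes of NAD and nucleotide metabolism down and 0 up (limma camera adjusted p = 2.39e-08, adjusted p = 0.105 with an estimated correlation). Leaving out SB/AKT/NRas + saline replicate 1, a choice made after seeing the data, gives 16 increases in DNA replication and decreases in 23 P450 enzymes, 16 bile acid genes and 12 genes of NAD and nucleotide metabolism.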

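In SB/AKT/c-Met + saline some of the enzymes that conjugate foreign compounds rose. Gstm1, a glutathione transferase (ENSMUSG00000058135, chromosome 3, 108012255 to 108017973), rose by 1.42 ± 0.26, Gsta1 by 3.12 ± 0.50 and Cbr3, which reduces carbonyl compounds (ENSMUSG00000022947, chromosome 16, 93683215 to 93690990), by 3.19 ± 0.62 (edgeR adjusted p = 0.00572, 0.00136 and 0.00919); all 3 livers were above all 4 of SB + saline, though the Gsta and Gstm genes have close relatives that make their counts uncertain. Of 28 genes of glutathione conjugation and NRF2 targets 6 rose and 0 fell (limma camera adjusted p = 6.1e-05, adjusted p = 0.274 with an estimated correlation). Cyp2b9, a P450 enzyme higher in female liver (ENSMUSG00000040660, chromosome 7, 26173411 to 26210661), rose by 4.51 ± 0.94 and Cyp2a4, which hydroxylates steroids and shares most of its sequence with Cyp2a5 and Cyp2a22 (ENSMUSG00000074254, chromosome 7, 26307169 to 26315088), by 4.76 ± 0.70 (edgeR adjusted p = 0.015 and 5.1e-04). They are 2 of 3 of 35 P450 enzymes that rose (0 fell) and 2 of 4 of 20 female-biased genes (limma camera adjusted p = 0.0374, adjusted p = 0.358 with an estimated correlation). Of 34 genes of amino acid catabolism and the urea cycle 0 rose and 0 fell (limma camera adjusted p = 1e-13, adjusted p = 0.183 with an estimated correlation): Gnmt, which uses up methyl groups (ENSMUSG00000002769, chromosome 17, 46725664 to 46729168), has −1.23 ± 0.48 (edgeR adjusted p = 0.363). The low count of called genes in this group limits every such list.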

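Cxcl9, a chemokine that draws T cells (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079), rose by 2.07 ± 0.46 in SB/AKT/c-Met + saline, and Vcam1, which holds leukocytes to vessels (ENSMUSG00000027962, chromosome 3, 116109949 to 116129688), by 1.91 ± 0.42 in SB/AKT/NRas + saline (edgeR adjusted p = 0.0225 and 0.00514), with no overlap with SB + saline. Of 25 chemokines and NF-kB targets 2 rose with c-Met (limma camera adjusted p = 0.00145, adjusted p = 0.376 with an estimated correlation) and 14 with NRas (limma camera adjusted p = 6.37e-09, adjusted p = 0.105 with an estimated correlation). Of 28 mitosis genes 0 rose singly with c-Met, while the list is higher (limma camera adjusted p = 2.22e-07, adjusted p = 0.358 with an estimated correlation), and Top2a has 1.62 ± 0.60 (edgeR adjusted p = 0.325). Gdf15, a hormone of stressed cells under p53 (ENSMUSG00000038508, chromosome 8, 70629393 to 70632456), rose by 2.40 ± 0.43 with c-Met and 3.19 ± 0.39 with NRas (edgeR adjusted p = 0.00415 and 5.31e-05), in a list of p53 targets with 1 and 14 increases of 27. With NRas 8 of 28 genes of coagulation fell (limma camera adjusted p = 5.52e-12, adjusted p = 0.111 with an estimated correlation) and 5 of 35 genes of oxidative phosphorylation (limma camera adjusted p = 5.8e-17, adjusted p = 0.111 with an estimated correlation), against 0 and 0 with c-Met. These counts of 0 do not show unchanged lists, as every c-Met liver has lower list means than every SB + saline liver. In log2 relative to SB + saline they are −0.535 to −0.224 for coagulation (SB + saline −0.043 to 0.083). For oxidative phosphorylation they are −0.485 to −0.097 (SB + saline −0.091 to 0.102). With NRas F10, a clotting factor (ENSMUSG00000031444, chromosome 8, 13037308 to 13056676), fell by 0.65 ± 0.19 and Cyp1a2, a P450 enzyme around the central vein (ENSMUSG00000032310, chromosome 9, 57676937 to 57683703), by 1.57 ± 0.44 (edgeR adjusted p = 0.0301 and 0.0252). Without SB/AKT/NRas + saline replicate 1, a choice made after seeing the data, 16 coagulation genes and 29 genes of oxidative phosphorylation fell, and with library size alone as the scaling 1 coagulation gene rose and 1 fell.

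Pnpla3, a lipase of lipid droplets (ENSMUSG00000041653, chromosome 15, 84167816 to 84189512), rose by 4.55 ± 0.86 in SB + TAA, 4.13 ± 0.94 with c-Met and 4.97 ± 0.84 with NRas (edgeR adjusted p = 0.00223, 0.0283 and 7.88e-04). Of 27 genes of fatty acid and triglyceride synthesis 4 rose and 1 fell in SB + TAA (limma camera adjusted p = 0.951, adjusted p = 0.982 with an estimated correlation), and 9 rose and 1 fell with NRas (limma camera adjusted p = 0.203, adjusted p = 0.605 with an estimated correlation). Cidea rose by 4.63 ± 0.51 with NRas (edgeR adjusted p = 7.65e-06), where 5 of 16 lipid droplet genes rose (limma camera adjusted p = 0.0665, adjusted p = 0.295 with an estimated correlation), and in SB + TAA 0 rose and 1 fell. Set directly against c-Met, the NRas livers have lower lipid droplet and synthesis genes as lists (median −0.31, limma camera adjusted p = 6.71e-05, adjusted p = 0.149 with an estimated correlation, and −0.40, limma camera adjusted p = 9.14e-05, adjusted p = 0.219 with an estimated correlation). By edgeR no lipid droplet gene differs between them and 1 gene of fatty acid synthesis does, G6pdx, which supplies NADPH, at 2.17 ± 0.45 with NRas over c-Met (edgeR adjusted p = 0.0438), though its livers overlap.

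**Figure D3:**
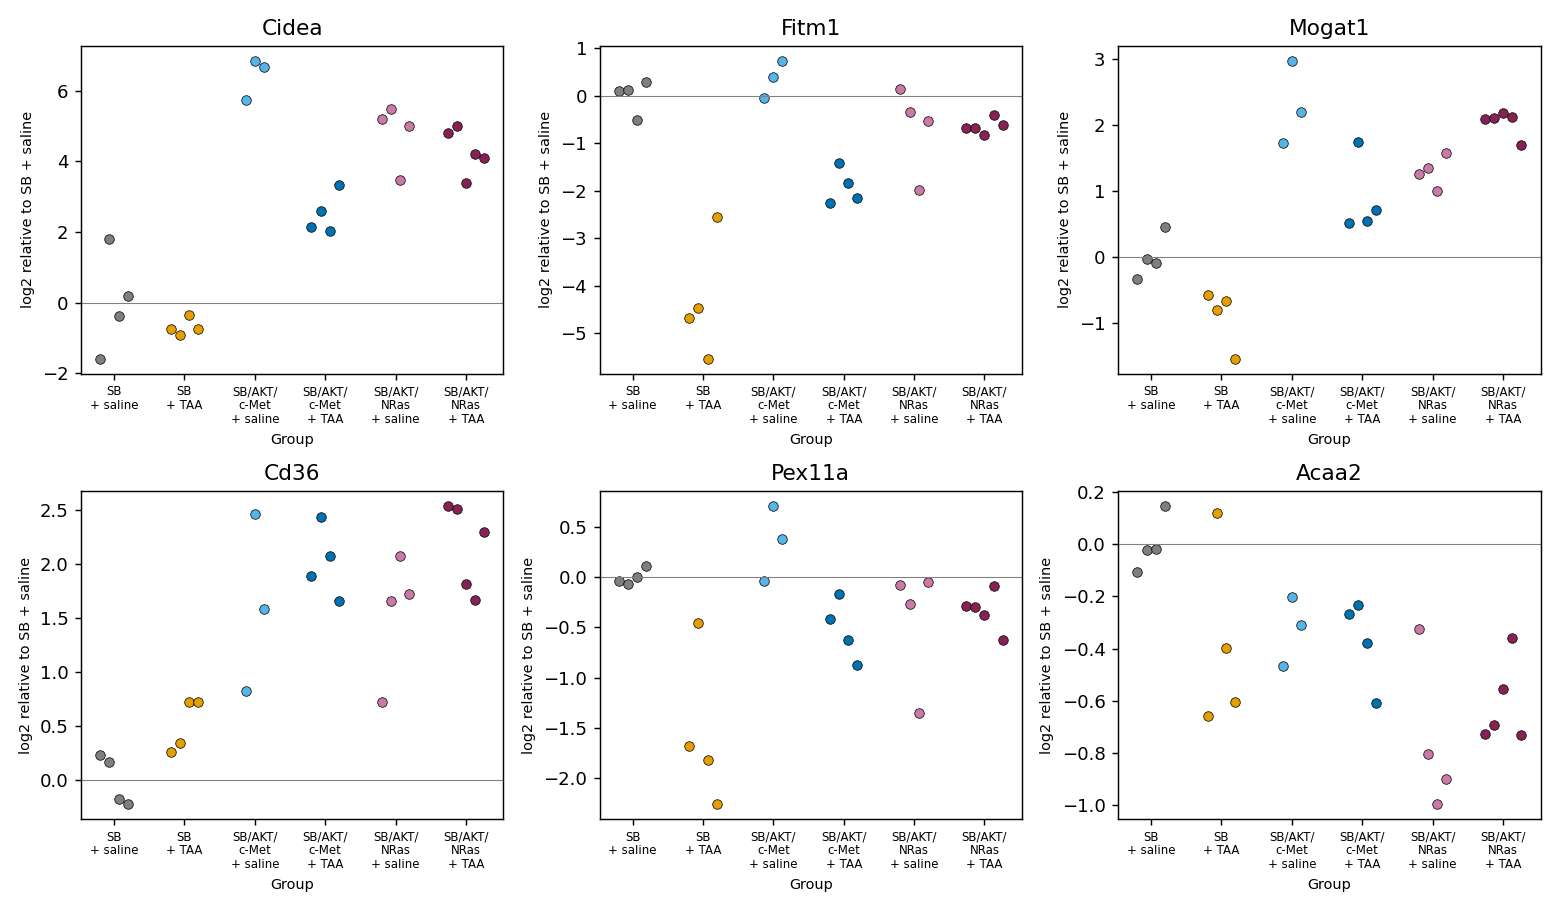
Log2 fold change against the mean of SB + saline for 6 lipid genes in each liver, by group. Each point is 1 liver.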

By GSEA, both SB/AKT/NRas and SB/AKT/c-Met without TAA shared with TAA alone perturbed pathways relating to inflammation, cell proliferation and physiological liver function, although only SB/AKT/c-Met had up-regulated lipid metabolism pathways (adipogenesis, fatty acid metabolism and peroxisome) (Supplementary Table S10, Supplementary Figures 14 and 15). 

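Cd74, the chain that escorts antigen-presenting molecules (ENSMUSG00000024610, chromosome 18, 60803848 to 60812646), rose by 1.79 ± 0.36 with c-Met and 1.69 ± 0.34 with NRas (edgeR adjusted p = 0.0113 and 0.00288). H2-Eb1, a class II molecule from the polymorphic H2 region (ENSMUSG00000060586, chromosome 17, 34305877 to 34316199), rose by 1.91 ± 0.37 and 1.89 ± 0.35 (edgeR adjusted p = 0.00919 and 0.00149). Of 30 genes of antigen presentation and the interferon gamma response 5 rose with c-Met (limma camera adjusted p = 1.35e-07, adjusted p = 0.132 with an estimated correlation) and 9 with NRas (limma camera adjusted p = 2.46e-07, adjusted p = 0.105 with an estimated correlation), against 1 up and 1 down in SB + TAA (limma camera adjusted p = 0.927, adjusted p = 0.982 with an estimated correlation). Some genes of the type I interferon response also rose in SB + TAA: Isg15, a ubiquitin-like protein of that response (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818), rose by 0.94 ± 0.24 in SB + TAA and 1.68 ± 0.24 with NRas, and Xaf1, a promoter of cell death (ENSMUSG00000040483, chromosome 11, 72301629 to 72313733), by 1.24 ± 0.36 and 1.75 ± 0.35 (edgeR adjusted p = 0.0223, 1.88e-04, 0.0363 and 0.0024). Of 27 such genes 4 rose in SB + TAA (limma camera adjusted p = 5.88e-04, adjusted p = 0.263 with an estimated correlation), 1 with c-Met (limma camera adjusted p = 1.55e-06, adjusted p = 0.114 with an estimated correlation) and 14 with NRas (limma camera adjusted p = 2.91e-12, adjusted p = 0.0235 with an estimated correlation). In the Reactome set of interferon alpha and beta, 1 of 12 genes rose and 1 fell in SB + TAA (limma camera adjusted p = 0.942), 1 rose with c-Met (limma camera adjusted p = 0.0857) and 2 with NRas (limma camera adjusted p = 0.0327, adjusted p = 0.193 with an estimated correlation).

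Among targets of IL6 and STAT3, Saa1, an acute phase protein whose counts are uncertain beside Saa2 (ENSMUSG00000074115, chromosome 7, 46740497 to 46742980), has −3.76 ± 0.64 in SB + TAA and −3.27 ± 0.70 with c-Met (edgeR adjusted p = 7.58e-04 and 0.0193), and Lcn2, which binds bacterial iron carriers (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252), 5.74 ± 0.99 with NRas (edgeR adjusted p = 8.38e-04), with overlapping livers. Of 25 acute phase genes 6 fell and 0 rose in SB + TAA (limma camera adjusted p = 0.00117, adjusted p = 0.293 with an estimated correlation), 2 fell and 1 rose with c-Met (limma camera adjusted p = 8.07e-07, adjusted p = 0.147 with an estimated correlation), and 1 fell and 5 rose with NRas (limma camera adjusted p = 0.17, adjusted p = 0.598 with an estimated correlation). With library size alone as the scaling the SB + TAA counts are 2 up and 2 down, and without SB + TAA replicate 4, an omission singled out after seeing the data, 2 fell.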

Notably, some inflammation-related pathways were up-regulated exclusively by both cancer plasmid models without TAA but not TAA alone, including IL2/STAT5 signaling, IL6/JAK/STAT3 signaling, and interferon alpha response (Supplementary Table S12).

To determine pathways that may be involved in the interaction between cancer and injury, comparisons were made between cancer plasmid-TAA combinations and either cancer plasmids without TAA or TAA alone. gProfiler and Panther were less sensitive for this purpose, likely due to the smaller number of differentially expressed genes and the fact that relevant pathways were already perturbed by cancer plasmids without TAA or TAA alone. On the other hand, GSEA identified more pathways altered in the cancer plasmid-TAA combinations, although most were already perturbed to some extent by cancer plasmids without TAA or TAA alone. 

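Abcc4, which exports conjugated compounds from hepatocytes (ENSMUSG00000032849, chromosome 14, 118482692 to 118706219), is higher in both combinations than in their single treatments, as given below. Against SB + saline it has 1.29 ± 0.42 in SB + TAA, 0.36 ± 0.49 with c-Met and 1.61 ± 0.41 with NRas (edgeR adjusted p = 0.0625, 0.853 and 0.0141). Of these only the increase with NRas passes. For SB/AKT/c-Met + TAA, 21 of 31 pathway lists pass limma camera against SB + TAA (15) or SB/AKT/c-Met + saline (18), and 20 of them also pass in a single treatment, where chance would give 19. For SB/AKT/NRas + TAA, 27 lists pass and 22 also do in a single treatment (22.6 by chance). The 5 others are fatty acid and triglyceride synthesis, cholesterol synthesis, hypoxia targets, the circadian clock and the female-biased genes.

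Since 28 and 26 of the 31 lists pass in a single treatment, such a share says little about any 1 pathway. With an estimated correlation 3 lists pass for each combination. For NRas none of them passes in a single treatment: triglyceride breakdown and fatty acid binding, lipid droplets and female-biased genes.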

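In SB/AKT/c-Met + TAA, Cyp2a4 rose by 4.07 ± 0.57 against SB + TAA and Cyp2b9 by 6.40 ± 0.93 (edgeR adjusted p = 2.71e-04 and 4.94e-04), with no overlap of livers, and Slc22a27, an anion transporter higher in female liver (ENSMUSG00000067656, chromosome 19, 7864388 to 7966027), by 3.69 ± 0.72 (edgeR adjusted p = 0.0106). Of 20 female-biased genes 4 rose (limma camera adjusted p = 2.19e-07, and adjusted p = 0.0473 with an estimated correlation), and of 35 cytochrome P450 enzymes 3 rose (limma camera adjusted p = 0.00164, adjusted p = 0.812 with an estimated correlation), with Cyp2a4 and Cyp2a5 hard to tell apart. Abcc4 rose by 2.06 ± 0.32 and Cbr3 by 2.70 ± 0.47 (edgeR adjusted p = 9.81e-04 and 0.00329), 2 of 28 genes of glutathione conjugation (limma camera adjusted p = 9.09e-06, adjusted p = 0.412 with an estimated correlation; 7 pass when adjusted over the list alone). Slc13a3, a transporter of dicarboxylates (ENSMUSG00000018459, chromosome 2, 165405028 to 165473230), rose by 2.11 ± 0.35 and Glul by 1.32 ± 0.29 (edgeR adjusted p = 0.00212 and 0.0324) among 19 perivenous targets of which 3 rose (limma camera adjusted p = 7.03e-04, adjusted p = 0.412 with an estimated correlation), and 1 without SB + TAA replicate 4, an omission singled out after seeing the data.

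Against SB/AKT/c-Met + saline, Abcc4 rose by 2.99 ± 0.40 and Gsta2, a glutathione transferase close to Gsta1 (ENSMUSG00000057933, chromosome 9, 78331018 to 78355788), by 1.32 ± 0.29 (edgeR adjusted p = 1.05e-04 and 0.0436), with 3 increases in that list (limma camera adjusted p = 4.64e-05, adjusted p = 0.414 with an estimated correlation). Glul fell by 2.44 ± 0.31 and Slc1a2 by 6.13 ± 0.59 (edgeR adjusted p = 4.94e-05 and 8.93e-07), with every liver on its side. Cyp2a4 has 2.10 ± 0.57 (edgeR adjusted p = 0.137) and 0 of 20 female-biased genes rose (limma camera adjusted p = 0.0142, adjusted p = 0.414 with an estimated correlation).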

Fifteen pathways were altered by SB/AKT/c-Met + TAA, either significantly different from SB/AKT/c-Met alone or TAA alone, or uniquely altered in the combination (Table 1). 

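Orm2, an acute phase protein of the liver with near-identical relatives (ENSMUSG00000061540, chromosome 4, 63362449 to 63365878), rose by 3.21 ± 0.56 in SB/AKT/c-Met + TAA against SB + TAA and has 0.91 ± 0.56 against SB/AKT/c-Met + saline (edgeR adjusted p = 0.00375 and 0.685). Of 25 acute phase and IL6-STAT3 targets 2 rose against SB + TAA (limma camera adjusted p = 0.0576) and 0 against the c-Met livers (limma camera adjusted p = 0.00238, adjusted p = 0.459 with an estimated correlation). Of 27 p53 targets, which halt or kill damaged cells, 0 rose against SB + TAA (limma camera adjusted p = 0.302) and 0 against the c-Met livers (limma camera adjusted p = 2.24e-04, adjusted p = 0.281 with an estimated correlation; 4 pass when adjusted over the list alone), where Perp, a p53 target of cell junctions (ENSMUSG00000019851, chromosome 10, 18845020 to 18857073), has −0.32 ± 0.17 (edgeR adjusted p = 0.611). No list of genes that respond to estrogen was tested here.

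Among the lipid genes, Cidea and Fitm1 go in opposite directions against the 2 single treatments. Cidea is −3.90 ± 0.46 against SB/AKT/c-Met + saline and 3.46 ± 0.54 against SB + TAA (edgeR adjusted p = 2.19e-05 and 0.00109), so the combination lies between its 2 single treatments in every liver. Fitm1, which forms lipid droplets (ENSMUSG00000022215, chromosome 14, 55575617 to 55576954), shows the same: −2.29 ± 0.41 and 1.99 ± 0.42 (edgeR adjusted p = 0.00643 and 0.022). Of 16 lipid droplet genes 2 fell against the c-Met livers (limma camera adjusted p = 4.21e-08, and adjusted p = 0.0369 with an estimated correlation), and of 27 genes of fatty acid and triglyceride synthesis 1 fell (limma camera adjusted p = 9.07e-06, adjusted p = 0.281 with an estimated correlation). Against SB + TAA 2 genes of synthesis rose (limma camera adjusted p = 0.348). For the TAA effect itself, Cidea has −2.70 ± 0.80 in SB/AKT/c-Met relative to SB livers (edgeR adjusted p = 0.363), a difference that does not pass. If SB + TAA replicate 4 is left out, a choice made after seeing the data, 1 acute phase gene and 1 synthesis gene rose against SB + TAA.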

Some showed cooperative up-regulation by both SB/AKT/c-Met and TAA (late estrogen response, IL6/JAK/STAT signaling, p53 pathway), but most (including adipogenesis and fatty acid metabolism) showed opposing trends (Supplementary Figures S14 and 15). 

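In SB/AKT/NRas + TAA, Cyp2a4 rose by 4.09 ± 0.56 against SB + TAA and Cyp2b9 by 6.54 ± 0.90 (edgeR adjusted p = 6.2e-05 and 6.2e-05), with no overlap of livers. Slc22a27 rose by 4.39 ± 0.67 (edgeR adjusted p = 2.82e-04), and 4 of 20 female-biased genes rose (limma camera adjusted p = 9.96e-07, and adjusted p = 0.036 with an estimated correlation). Of 35 P450 enzymes 5 rose (limma camera adjusted p = 0.0252, adjusted p = 0.751 with an estimated correlation). Of 28 genes of glutathione conjugation 6 rose (limma camera adjusted p = 2.35e-11, adjusted p = 0.0777 with an estimated correlation), among them Gstm4 (ENSMUSG00000027890, chromosome 3, 108040408 to 108044894) by 0.98 ± 0.23, Abcc4 by 1.93 ± 0.31 and Cbr3 by 3.22 ± 0.46 (edgeR adjusted p = 0.0194, 4.88e-04 and 9.46e-05). Orm2 rose by 4.29 ± 0.58 and Lbp, which binds bacterial lipid (ENSMUSG00000016024, chromosome 2, 158306493 to 158332852), by 1.03 ± 0.20 (edgeR adjusted p = 5.86e-05 and 0.00388), in a list of acute phase genes with 4 increases of 25 (limma camera adjusted p = 0.0252, adjusted p = 0.58 with an estimated correlation).

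Against SB/AKT/NRas + saline, Mgst3, a membrane-bound glutathione transferase (ENSMUSG00000026688, chromosome 1, 167371966 to 167393841), rose by 1.27 ± 0.23, Abcc4 by 1.61 ± 0.30 and Cth, which makes cysteine (ENSMUSG00000028179, chromosome 3, 157894248 to 157925077), by 1.37 ± 0.27 (edgeR adjusted p = 0.00934, 0.0126 and 0.0209). Of 28 conjugation genes 3 rose (limma camera adjusted p = 4.84e-15, adjusted p = 0.168 with an estimated correlation). In the Reactome set of glutathione conjugation 3 of 29 genes rose, with a median of 0.295 (limma camera adjusted p = 5.84e-11, and adjusted p = 0.0112 with an estimated correlation). Cth is the only increase among 34 genes of amino acid catabolism (limma camera adjusted p = 7e-14, adjusted p = 0.395 with an estimated correlation; 11 pass when adjusted over the list alone), and 0 of 35 genes of oxidative phosphorylation passed (limma camera adjusted p = 5.98e-13, adjusted p = 0.395 with an estimated correlation). H2-Q7, a class I molecule with close relatives (ENSMUSG00000060550, chromosome 17, 35439155 to 35443773), fell by 1.69 ± 0.25 (edgeR adjusted p = 0.00153), with 1 of 30 genes of antigen presentation and 0 of 27 type I interferon genes down (limma camera adjusted p = 4.37e-10, adjusted p = 0.223 with an estimated correlation, and limma camera adjusted p = 1.45e-06, adjusted p = 0.224 with an estimated correlation). Ighm, the heavy chain of immunoglobulin M (ENSMUSG00000076617, chromosome 12, 113418558 to 113422730), rose by 2.17 ± 0.35 (edgeR adjusted p = 0.00396). Without SB/AKT/NRas + saline replicate 1, a choice made after seeing the data, 7 genes of amino acid catabolism rose.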

Twenty-two pathways were altered by SB/AKT/NRas + TAA by the same criteria (Table 2). 

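Gdf15 rose by 1.72 ± 0.31 in SB/AKT/NRas + TAA against SB + TAA and Ddit4, a stress gene that restrains mTORC1 (ENSMUSG00000020108, chromosome 10, 59949669 to 59951834), by 1.68 ± 0.43 (edgeR adjusted p = 0.00202 and 0.0417). They are 2 of 3 of 27 p53 targets that rose (limma camera adjusted p = 0.00339, adjusted p = 0.227 with an estimated correlation). Slc1a4, which carries small neutral amino acids (ENSMUSG00000020142, chromosome 11, 20302180 to 20332713), rose by 1.98 ± 0.37 and Atf5, a transcription factor of the stress response (ENSMUSG00000038539, chromosome 7, 44812256 to 44816658), by 0.85 ± 0.22 (edgeR adjusted p = 0.00278 and 0.0404). In glycolysis Gpi1, its second enzyme (ENSMUSG00000036427, chromosome 7, 34201330 to 34230336), rose by 0.61 ± 0.16 and Pklr, the pyruvate kinase of hepatocytes (ENSMUSG00000041237, chromosome 3, 89136142 to 89146784), by 1.09 ± 0.26 (edgeR adjusted p = 0.0453 and 0.025), with overlapping livers for Pklr, among 2 increases of 21 genes (limma camera adjusted p = 0.0016, adjusted p = 0.218 with an estimated correlation). Ankrd37, a target of the hypoxia factor HIF-1 (ENSMUSG00000050914, chromosome 8, 45996902 to 46005707), rose by 2.52 ± 0.52 (edgeR adjusted p = 0.00771), 1 of 2 of 26 hypoxia targets (limma camera adjusted p = 0.023, adjusted p = 0.218 with an estimated correlation).

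Against SB/AKT/NRas + saline the same lists show little: Trp53inp1, which carries out p53 signals (ENSMUSG00000028211, chromosome 4, 11156431 to 11174379), rose by 0.93 ± 0.18 (edgeR adjusted p = 0.019), the only one of the p53 targets (limma camera adjusted p = 0.00376, adjusted p = 0.395 with an estimated correlation), and 0 genes of glycolysis (limma camera adjusted p = 0.0601) and 0 of hypoxia (limma camera adjusted p = 0.998) rose. For p53 the TAA effect is lower in SB/AKT/NRas than in SB livers: Bax, which permits cell death (ENSMUSG00000003873, chromosome 7, 45461697 to 45466898), has −1.18 ± 0.27 (edgeR adjusted p = 0.0328), and 3 of the targets fell in that contrast (limma camera adjusted p = 9.28e-04, adjusted p = 0.164 with an estimated correlation). If SB + TAA replicate 4 is left out, a choice made after seeing the data, 0 of them fell there and 1 glycolysis gene rose against SB + TAA, and without SB/AKT/NRas + saline replicate 1 10 p53 targets fell.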

MTORC1 signaling, p53 pathway, glycolysis, hypoxia and late estrogen response showed cooperative up-regulation by cancer and injury. Surprisingly, some pathways (including fatty acid metabolism) were down-regulated by both TAA alone and SB/AKT/NRas alone but up-regulated in the combination (Supplementary Figures S14 and 15). These trends suggest that while cancer and injury may act on similar pathways, the combination may have a complex interaction which is not necessarily additive.

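Mogat1, which makes diglycerides (ENSMUSG00000012187, chromosome 1, 78510991 to 78538173), rose by 3.52 ± 0.40 in SB/AKT/NRas + TAA against SB + TAA, Tkt, which feeds the supply of NADPH (ENSMUSG00000021957, chromosome 14, 30548359 to 30574720), by 1.42 ± 0.17 and Me1, another source of NADPH (ENSMUSG00000032418, chromosome 9, 86581371 to 86695953), by 1.22 ± 0.23 (edgeR adjusted p = 7.9e-06, 8.99e-06 and 0.00291), with every liver above. Of 27 genes of fatty acid and triglyceride synthesis 4 rose against SB + TAA (limma camera adjusted p = 1.79e-06, adjusted p = 0.188 with an estimated correlation). Against SB/AKT/NRas + saline Elovl6, which lengthens fatty acids (ENSMUSG00000041220, chromosome 3, 129532355 to 129638495), rose by 1.75 ± 0.31 and Tkt by 0.96 ± 0.16 (edgeR adjusted p = 0.00741 and 0.00674), the 2 increases there (limma camera adjusted p = 7.99e-04, adjusted p = 0.407 with an estimated correlation). In the single treatments Mogat1 has −1.25 ± 0.53 in SB + TAA and 1.47 ± 0.40 in SB/AKT/NRas + saline (edgeR adjusted p = 0.17 and 0.0217).

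Of 25 genes of mitochondrial oxidation 0 passed against SB + TAA (limma camera adjusted p = 0.233). Against SB/AKT/NRas + saline 0 passed, while the list is higher by limma camera alone (limma camera adjusted p = 0.0268, adjusted p = 0.77 with an estimated correlation). In these 2 comparisons Acaa2, the last step of oxidation (ENSMUSG00000036880, chromosome 18, 74779197 to 74806207), has −0.26 ± 0.17 and 0.13 ± 0.17 (edgeR adjusted p = 0.607 and 0.895). The effect of TAA on these genes differs between SB/AKT/NRas and SB livers by limma camera (adjusted p = 8.5e-09, adjusted p = 0.243 with an estimated correlation), with a median of 0.48 in log2 and 0 genes passing alone. For the synthesis list in that contrast the median is 0.24 and camera has it up (limma camera adjusted p = 0.041, adjusted p = 0.484 with an estimated correlation), while the 2 genes that pass went down, Scd2, which desaturates fatty acids (ENSMUSG00000025203, chromosome 19, 44293676 to 44306864), by 4.13 ± 0.91 (edgeR adjusted p = 0.0262) and Pnpla3 by 5.39 ± 1.01 (edgeR adjusted p = 0.00952). Leaving out SB + TAA replicate 4 or SB/AKT/NRas + saline replicate 1, choices made after seeing the data, gives 1 and 4 such genes.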

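For Gsta1 and Ccl5, which rose with TAA in SB livers, the log2 effect of TAA is lower in SB/AKT/c-Met livers: the difference is −3.84 ± 0.65 and −4.06 ± 0.62 (edgeR adjusted p = 0.0235 and 0.00853), and these are the 2 genes called. With NRas the differences are −3.18 ± 0.61 and −2.80 ± 0.61 (edgeR adjusted p = 0.0115 and 0.0238). There 145 genes are called, 113 with a lower and 32 with a higher log2 effect of TAA in NRas livers, which gives the sign of the difference and not the size of the effect. The lower values include Tpx2 (−4.10 ± 0.77), Lig1, which joins DNA ends (−2.55 ± 0.51; ENSMUSG00000056394, chromosome 7, 13277283 to 13311433), and Afp (−5.37 ± 1.08; edgeR adjusted p = 0.00991, 0.0148 and 0.0159), each raised already by the plasmids or by TAA alone. Of 28 mitosis genes 10 fell in this contrast (limma camera adjusted p = 2.21e-17, adjusted p = 0.153 with an estimated correlation), and of 26 genes of DNA replication 6 (limma camera adjusted p = 1.67e-13, adjusted p = 0.153 with an estimated correlation). The higher values include Cyp2c29 (2.44 ± 0.58), Mat1a, which makes the methyl donor of the liver (1.45 ± 0.34; ENSMUSG00000037798, chromosome 14, 41105035 to 41124412), and Fitm1 (3.77 ± 0.56; edgeR adjusted p = 0.0419, 0.0371 and 0.00145), which fell with TAA alone.

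The paper proposes that cancer and injury may act on similar pathways and that their combination may not be the sum of the 2. For SB/AKT/c-Met, 1638 genes have an unadjusted p under 0.05 and limma-voom calls 0 and DESeq2 10. For SB/AKT/NRas limma-voom calls 83, and the share of positive differences is 22.1%, against 4.68% with library size alone as the scaling and 51.8% by limma-voom, so the split by direction rests on the method. Without SB + TAA replicate 4, an omission singled out after seeing the data, 59 genes are called (58 of them called with it too), and without SB/AKT/NRas + saline replicate 1 858, which include all 145. Mitosis decreases then number 6 and 18, and those of DNA replication 2 and 14.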

**Table 1:** Hallmark gene sets enriched in SB/AKT/c-Met + TAA

Hallmark gene set	SB + TAA vs SB + saline	SB/AKT/c-Met + saline vs SB + saline	SB/AKT/c-Met + TAA vs SB + TAA	SB/AKT/c-Met + TAA vs SB/AKT/c-Met + saline
Apical surface				+ (1.61) (6/37)
Reactive oxygen species pathway				+ (1.45) (9/48)
Up in UV response				+ (1.29) (33/139)
Glycolysis			+ (1.59) (44/185)	+ (1.34) (37/185)
Late estrogen response		+ (1.28) (31/171)	+ (1.76) (32/171)	+ (1.45) (40/171)
IL6/JAK/STAT3 signaling		+ (1.65) (20/81)	+ (1.81) (31/81)	+ (1.27) (32.81)
P53 pathway	+ (1.32) (43/193)	+ (1.25) (54/193)	+ (1.23) (41/193)	+ (1.38) (47/193)
E2F targets	+ (2.55) (107/200)		- (-2.39) (85/200)	+(1.95) (76/200)
Spermatogenesis	+ (1.33) (23/87)		- (-1.15) (19/87)	+ (1.32) (12/87)
G2M checkpoint	+ (2.43) (86/195)	+ (1.36) (55/195)	- (-1.44) (45/195)	+ (2.10) (66/195)
MYC targets (V1)	+ (2.20) (83/199)	- (-1.44) (52/199)	- (-2.53) (84/199)	+ (1.86) (56/199)
MYC targets (V2)	+ (1.68) (22/58)	- (-1.59) (18/58)	- (-1.74) (30/58)	+ (1.81) (23/58)
Adipogenesis	- (-1.89) (61/198)	+ (1.40) (38/198)	+ (1.76) (53/198)	- (-1.57) (30/198)
Fatty acid metabolism	- (-1.76) (48/151)	+ (1.74) (23/151)	+ (2.16) (38/151)	- (-1.45) (30/151)
Bile acid metabolism	- (-2.38) (59/109)	- (-1.86) (37/109)	+ (1.77) (38/109)	- (-1.79) (19/109)

Pathways enriched at false discovery rate < 0.25 level were considered significant. Key: (+), up-regulated in comparison; (-), down-regulated in comparison; (blank), not significantly enriched in comparison; (#), normalized enrichment score; (# / #), number of genes contributing to signal/total number of genes in gene set.

**Table 2:** Hallmark gene sets enriched in SB/AKT/NRas + TAA

Hallmark gene set	SB + TAA vs SB + saline	SB/AKT/NRas + saline vs SB + saline	SB/AKT/NRas + TAA vs SB + TAA	SB/AKT/NRas + TAA vs SB/AKT/NRas + saline
Reactive oxygen species pathway			+ (1.56) (16/48)	+ (1.69) (15/48)
Up in UV response			+ (1.29) (24/139)	+ (1.33) (30/139)
MTORC1 signaling	+ (1.40) (63/199)	+ (1.33) (66/199)	+ (1.51) (37/199)	+ (1.65) (39/199)
P53 pathway	+ (1.32) (43/193)	+ (1.47) (42/193)	+ (1.77) (45/193)	+ (1.39) (56/193)
Glycolysis		+ (1.17) (44/185)	+ (1.77) (50/185)	+ (1.60) (40/185)
Hypoxia		+ (1.67) (67/153)	+ (1.93) (49/183)	+ (1.41) (38/183)
Late estrogen response		+ (1.21) (44/171)	+ (1.72) (41/171)	+ (1.53) (35/171)
Adipogenesis	- (-1.89) (61/198)	- (-1.88) (64/198)	+ (1.93) (55/198)	+ (2.17) (69/198)
Bile acid metabolism	- (-2.38) (59/109)	- (-2.62) (65/109)	+ (1.24) (25/109)	+ (1.41) (27/109)
Fatty acid metabolism	- (-1.76) (48/151)	- (-1.79) (48/151)	+ (2.13) (37/151)	+ (2.08) (46/151)
Heme metabolism	- (-1.61) (55/180)	- (-1.53) (58/180)	+ (1.29) (34/180)	+ (1.48) (39/180)
Xenobiotic metabolism	- (-2.16) (82/193)	- (-2.28) (79/193)	+ (1.59) (44/193)	+ (2.03) (47/193)
G2M checkpoint	+ (2.43) (86/195)	+ (2.12) (95/195)	- (-1.70) (70/195)	- (-1.77) (43/195)
Myogenesis		+ (1.38) (54/175)	- (-1.30) (61/175)	- (-1.25) (34/175)
Epithelial–mesenchymal transition	+ (1.51) (67/179)	+ (1.98) (74/179)	+ (1.26) (38/179)	- (-1.32) (77/179)
TNF alpha signaling via NF-κB	+ (1.41) (65/188)	+ (2.14) (85/188)	+ (1.48) (52/188)	- (-1.66) (50/188)
Angiogenesis		+ (1.57) (15/34)	+ (1.35) (9/34)	- (-1.26) (11/34)
IL6/JAK/STAT3 signaling		+ (2.17) (36/81)	+ (1.70) (33/81)	- (-1.90) (31/81)
Interferon alpha response		+ (2.04) (37/93)	+ (1.44) (42/93)	- (-1.61) (28/93)
MYC targets (V2)	+ (1.68) (22/58)		- (-1.67) (29/58)	+ (1.24) (17/58)

Pathways enriched at false discovery rate < 0.25 level were considered significant. Key: (+), up-regulated in comparison; (-), down-regulated in comparison; (blank), not significantly enriched in comparison; (#), normalized enrichment score; (# / #), number of genes contributing to signal/total number of genes in gene set.

Due to the differences in steatotic phenotype between the groups, lipid metabolism pathway enrichment in the RNA-seq data was further investigated using GSEA with Canonical Pathways gene sets (Supplementary Tables S13 and 14). Both TAA alone and SB/AKT/NRas alone reduced lipid catabolic processes (peroxisomal and mitochondrial beta oxidation), although SB/AKT/NRas alone also increased triglyceride catabolism. 

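Pex11a, which divides peroxisomes (ENSMUSG00000030545, chromosome 7, 79735957 to 79743131), fell by 1.40 ± 0.28 in SB + TAA (edgeR adjusted p = 0.00372), with no overlap of livers. Of 33 peroxisome genes 7 fell and 1 rose in SB + TAA (limma camera adjusted p = 5.41e-10, adjusted p = 0.227 with an estimated correlation), and 9 fell and 1 rose in SB/AKT/NRas + saline (limma camera adjusted p = 4.35e-11, adjusted p = 0.111 with an estimated correlation). For oxidation in mitochondria, Acsl1, which activates fatty acids (ENSMUSG00000018796, chromosome 8, 46471037 to 46536051), fell by 1.17 ± 0.36 in SB + TAA (edgeR adjusted p = 0.0479), with overlapping livers, and by 1.39 ± 0.36 with NRas (edgeR adjusted p = 0.0152), where Acaa2 fell by 0.74 ± 0.18 (edgeR adjusted p = 0.01). Of 25 such genes 2 fell in SB + TAA (limma camera adjusted p = 4.39e-07, adjusted p = 0.293 with an estimated correlation) and 4 with NRas (limma camera adjusted p = 2.65e-08, adjusted p = 0.182 with an estimated correlation).

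Genes of fatty acid uptake and binding rose with NRas: Cd36, which takes up fatty acids (ENSMUSG00000002944, chromosome 5, 17781690 to 17888801), by 1.62 ± 0.28 and Fabp5, which binds them (ENSMUSG00000027533, chromosome 3, 10012548 to 10016607), by 2.65 ± 0.56 (edgeR adjusted p = 9.48e-04 and 0.00361). They belong to the list of triglyceride breakdown and fatty acid binding, called triglyceride breakdown below. Of 14 genes 4 rose and 0 fell (limma camera adjusted p = 0.0336, adjusted p = 0.105 with an estimated correlation), against 1 in SB + TAA (limma camera adjusted p = 0.53). Without SB + TAA replicate 4, an omission singled out after seeing the data, 1 peroxisome gene and 0 of mitochondrial oxidation fell in SB + TAA, and 0 and 0 genes of the peroxisome and of triglyceride breakdown rose. The medians are then −0.365 for the peroxisome list and −0.244 for mitochondrial oxidation, in log2. Without SB/AKT/NRas + saline replicate 1, 18 peroxisome genes and 11 of mitochondrial oxidation fell with NRas.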

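Mogat1 rose by 2.64 ± 0.39 in SB/AKT/c-Met + saline, Elovl5, which lengthens unsaturated fatty acids (ENSMUSG00000032349, chromosome 9, 77917364 to 77984519), by 1.22 ± 0.21 and Me1 by 1.06 ± 0.26 (edgeR adjusted p = 5.1e-04, 0.00219 and 0.0442), with all 3 livers above SB + saline. Of 27 genes of fatty acid and triglyceride synthesis 4 rose and 0 fell (limma camera adjusted p = 1.35e-07, adjusted p = 0.114 with an estimated correlation; 13 rise when adjusted over the list alone). In triglyceride breakdown and fatty acid binding, Cd36 rose by 1.77 ± 0.30 and Gpd2, which links glycerol to the respiratory chain (ENSMUSG00000026827, chromosome 2, 57237635 to 57370719), by 1.01 ± 0.20 (edgeR adjusted p = 0.00219 and 0.00919), with 2 of 14 genes up (limma camera adjusted p = 3.2e-06, and adjusted p = 9.22e-04 with an estimated correlation). Lipid droplet genes rose too: Cidec, which enlarges droplets (ENSMUSG00000030278, chromosome 6, 113424634 to 113435760), by 4.21 ± 0.48 and Plin2, their coat protein (ENSMUSG00000028494, chromosome 4, 86648386 to 86670060), by 1.38 ± 0.29 (edgeR adjusted p = 1.26e-05 and 0.0161), as 3 of 16 genes (limma camera adjusted p = 2.67e-08, and adjusted p = 0.0133 with an estimated correlation). Peroxisome genes did not pass: 0 of 33 fell, the median is −0.13 (limma camera adjusted p = 0.0685), and Uox, which degrades uric acid (ENSMUSG00000028186, chromosome 3, 146570426 to 146632305), has −0.30 ± 0.28 (edgeR adjusted p = 0.746). Mitochondrial oxidation is similar, with a median of −0.03 (limma camera adjusted p = 0.288).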

Fatty acid synthesis pathways were up-regulated by SB/AKT/c-Met alone, although triglyceride catabolism was also increased and peroxisome activity was decreased. 

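Against SB + TAA, Cd36 rose by 1.52 ± 0.28 in SB/AKT/c-Met + TAA and Cidec by 2.54 ± 0.44 (edgeR adjusted p = 0.00679 and 0.00329), with no overlap of livers. Of 16 lipid droplet genes 3 rose (limma camera adjusted p = 2.05e-05, adjusted p = 0.0737 with an estimated correlation), and of 14 genes of triglyceride breakdown 1 (limma camera adjusted p = 0.0135, adjusted p = 0.0737 with an estimated correlation). In oxidation nothing passed alone: Cat, the peroxide-degrading enzyme of peroxisomes (ENSMUSG00000027187, chromosome 2, 103453849 to 103485160), has 0.38 ± 0.33 (edgeR adjusted p = 0.778). The medians are 0.09 for mitochondrial oxidation (limma camera adjusted p = 0.0259, adjusted p = 0.86 with an estimated correlation) and 0.14 for peroxisomes (limma camera adjusted p = 0.0135, adjusted p = 0.842 with an estimated correlation).

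Against SB/AKT/c-Met + saline the same lists point down. Cat has −0.30 ± 0.35 (edgeR adjusted p = 0.879). The medians are −0.15 (limma camera adjusted p = 0.00584, adjusted p = 0.739 with an estimated correlation) and −0.30 (limma camera adjusted p = 0.00117, adjusted p = 0.672 with an estimated correlation), and for triglyceride breakdown −0.45 with 0 of 14 genes passing (limma camera adjusted p = 0.0016, and adjusted p = 0.0369 with an estimated correlation).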

SB/AKT/c-Met + TAA had increased lipid catabolism compared with TAA alone, but little difference from SB/AKT/c-Met alone. 

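Against SB + TAA, Cidea rose by 5.28 ± 0.53 in SB/AKT/NRas + TAA, Cd36 by 1.68 ± 0.27 and Fabp2, which binds fatty acids in gut and liver (ENSMUSG00000023057, chromosome 3, 122895072 to 122899506), by 1.02 ± 0.22 (edgeR adjusted p = 1.16e-06, 5.55e-04 and 0.00903), with every liver above SB + TAA. Of 16 lipid droplet genes 4 rose (limma camera adjusted p = 1.76e-07, and adjusted p = 0.0263 with an estimated correlation), and of 14 genes of triglyceride breakdown 2 (limma camera adjusted p = 6.94e-05, and adjusted p = 0.0046 with an estimated correlation). Pex11a rose by 1.07 ± 0.27 (edgeR adjusted p = 0.038), with overlapping livers, the 1 gene of 33 in the peroxisome list (limma camera adjusted p = 0.0988), and 0 rose there without SB + TAA replicate 4, an omission singled out after seeing the data.

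Compared with SB/AKT/NRas + saline, the same genes of lipid droplets and of fatty acid uptake and binding did not pass: Cidea has −0.56 ± 0.38, Cd36 0.58 ± 0.26 and Fabp2 0.07 ± 0.21 (edgeR adjusted p = 0.719, 0.553 and 0.973), with overlapping livers. The lipid droplet list has a median of −0.09 (limma camera adjusted p = 0.998), triglyceride breakdown 0.04 (limma camera adjusted p = 0.746) and peroxisomes 0.12 (limma camera adjusted p = 0.0101, adjusted p = 0.77 with an estimated correlation).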

SB/AKT/NRas + TAA had increased lipid catabolism compared with TAA alone, but increased synthesis and catabolism compared with SB/AKT/NRas alone. 

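Tm7sf2, an enzyme of cholesterol synthesis (ENSMUSG00000024799, chromosome 19, 6062821 to 6068373), has −1.18 ± 0.28 in SB + TAA and −0.96 ± 0.27 in SB/AKT/NRas + saline (edgeR adjusted p = 0.0106 and 0.027). Of 23 genes of cholesterol synthesis and uptake 2 fell in SB + TAA (limma camera adjusted p = 0.951; 1 without its replicate 4, left out after seeing the data), 0 with c-Met (limma camera adjusted p = 0.0197, adjusted p = 0.537 with an estimated correlation) and 2 with NRas (limma camera adjusted p = 0.682), and with library size alone as the scaling the counts turn to net increases in SB + TAA and with NRas. In the combinations against SB + TAA 0 passed, with medians of −0.24 for c-Met (limma camera adjusted p = 0.0707) and −0.29 for NRas (limma camera adjusted p = 0.00514, adjusted p = 0.58 with an estimated correlation).

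Reactome sets, a second source of members, were tested as well. Of 15 genes of mitochondrial beta-oxidation 2 fell in SB + TAA (limma camera adjusted p = 7.54e-05, adjusted p = 0.248 with an estimated correlation) and 3 with NRas (limma camera adjusted p = 1.1e-06, adjusted p = 0.187 with an estimated correlation). Peroxisomal lipid metabolism, with 22 genes, has 5 and 4 decreases (limma camera adjusted p = 8.73e-06, adjusted p = 0.221 with an estimated correlation in SB + TAA). Triglyceride biosynthesis has 1 increase of 37 with c-Met (limma camera adjusted p = 0.00256, adjusted p = 0.0519 with an estimated correlation), and in SB/AKT/NRas + TAA against SB + TAA a median of 0.22 with 0 genes passing (limma camera adjusted p = 0.00163, adjusted p = 0.106 with an estimated correlation). Triglyceride hydrolysis by hormone-sensitive lipase has a median of 0.28 with c-Met (limma camera adjusted p = 0.00532, adjusted p = 0.0519 with an estimated correlation). With NRas 3 of its 16 genes rose and the median is 0.47, but the set does not pass (limma camera adjusted p = 0.0942).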

Overall, results largely recapitulated the results from the Hallmark gene sets with further insight into different aspects of lipid metabolism.

## Discussion

In the present study, we comprehensively demonstrate cellular and molecular changes associated with liver cancer development using a combined two-plasmid-HTVI cancer model and a liver injury model which has not been previously used in this context. In human liver cancer, chronic liver injury commonly precedes the development of primary liver cancer and contributes to carcinogenesis through proliferative inflammatory signaling pathways and the development of a permissive cirrhotic microenvironment [5]. However, most studies using plasmid-HTVI models of liver cancer do not incorporate chronic liver injury into their models and thus may not capture this aspect of typical liver cancer biology. In this combined liver cancer-injury model we found liver injury affected a number of pathways. However, although cancer plasmid-TAA combination models developed tumors on a background of fibrosis and inflammation, liver injury did not lead to an increase in tumor size. Thus, the tumor-promoting effect of an injury microenvironment may be context-specific and depends on the genetic drivers of carcinogenesis, the nature of injury and the timeframe of injury.

The use of liver injury agents (primarily chemical or dietary) as tumor promoters to increase tumor number, size and/or incidence is well documented in the context of the carcinogen diethylnitrosamine [19,20,60,61] and some studies using plasmid-HTVI methodology [25–27,29]. Diethylnitrosamine directly and non-specifically damages DNA of proliferating hepatocytes of young mice to cause liver cancer, and liver injury further stimulates proliferation [60]. On the other hand, it is unknown under what circumstances plasmid-HTVI models may be promoted by liver injury, since they are dependent on a well-defined gain-of-function in an oncogenic pathway. Suggested mechanisms for tumor promotion include providing mitogenic stimulus and inducing stemness at the cellular level [62], and inflammatory signaling and cross-talk with stroma at the microenvironmental level [63]. However, in the present study, whilst liver injury did not affect tumor size, it tended to increase tumor numbers. The short time frame of liver injury may mean there was insufficient time for a significant tumor promotion effect to accumulate, although the rapidity of these plasmid-HTVI models limits the time that liver injury can act before mortality due to tumor burden occurs. The transcriptomic signatures of some pathways were cooperatively altered by the plasmids and liver injury, suggesting that there is a degree of synergy. Notably, the enrichment of the p53 pathway in all treatment groups is consistent with a tumor suppressor response to abnormal cell proliferation [64]. On one hand, tumor suppression enhanced by injury may result in multiple slow-growing cancer foci instead of fewer tumors growing rapidly to occupy a larger volume. Alternatively, wild-type p53 can be co-opted in tumor cells to increase tumorigenicity through activating glycolysis [65]. Although synergy was observed in estrogen signalling, its role is unclear at the molecular level as different *in vitro* studies have found it to promote and inhibit HCC growth [66,67]. Given the ambiguity, the exact mechanisms and roles of these altered pathways in tumorigenesis and response to injury require further investigation.

Alternatively, this observation may be interpreted as a differential effect of the injury agent TAA on tumor initiation and promotion depending on biological and/or temporal context. An alternate explanation is that pathways through which plasmids induce cancer and pathways through which TAA-induced injury promotes tumor growth may be different and that there is no appreciable synergistic effect or even an antagonistic effect. Unlike the typical canonical cirrhosis-dysplasia-carcinoma sequence, alternative carcinogenic pathways characterized by different molecular pathways may be active on a non-cirrhotic background [5,30]. Moreover, the plasmid-HTVI model selection may be responsible for this unexpected finding. Matter and colleagues did not find an increase in overall tumor burden using AKT-NRas^G12V^ models combined with 3,5-diethoxycarbonyl-1,4-dihydrocollidine (DDC) [27], although no study to date has combined SB/AKT/c-Met with injury. In addition, differences in mouse strain and age are known to affect susceptibility to liver carcinogens and injury agents [68,69], although this has not been extensively studied in plasmid-HTVI models. Furthermore, using TAA as a liver injury agent, which has a different mechanism of action (toxic metabolite formation targeting lysine and phosphatidylethanolamine) to the more commonly used CCl_4_ (free radical formation) [70,71] may also be partly responsible for current observations. Therefore, more studies are needed to delineate genetic contexts in which different injuries promote or inhibit cancer growth in order to better understand the pathways to carcinogenesis. Some models may be more amenable than others; for example, the AKT/NRas combination may be too aggressive to observe promotion by chronic liver injury.

The use of liver injury agents to convert poorly tumorigenic genetic lesions to fully carcinogenic models is not well characterized compared with combinations with already-carcinogenic models. Chung and colleagues found increased adenoma-to-carcinoma conversion with *SHH* transgene-induced injury [72], while Dauch and colleagues found that CCl_4_ could overcome NRas-induced p19Arf tumor suppressor activity, to increase tumor burden [26]. In the present study, tumorigenesis was not observed in the combination of single oncogene plasmid (NRas, c-Met or AKT) with liver injury, emphasizing the necessity of multiple genetic lesions in rapid tumorigenesis. However, the possibility of tumorigenesis in a single oncogene-injury model over a longer time frame cannot be excluded, particularly the AKT plasmid which is tumorigenic long-term [56]. It should be noted that for long-term studies, TAA can cause liver cancer on a chronic injury-driven liver fibrosis background in some rodent models [73–76], which may mask the effect of a poorly tumorigenic genetic lesion. However, a carefully selected rodent strain and TAA dosing schedule should result in liver injury and fibrosis with minimal carcinogenicity [55].

One of the rationales of developing a liver cancer model with concomitant fibrosis is that cirrhosis is a major risk factor for liver cancer development [6,77]. In the present study, we found that although some TAA-induced changes in expression of fibrosis-related genes, notably *Col1a1*, were observed at this early stage, fibrosis was mild compared with specialized long-term fibrosis models [78]. However, fibrosis occurred in cholangiocellular tumors independent of liver injury. Models of fibrosis development following plasmid-HTVI-initiated cancer [25–27] are useful for investigating how processes involved in liver fibrosis can potentiate carcinogenesis, but may not reflect the clinical scenario of liver cancer developing on a cirrhotic background. The rapidity of many plasmid-HTVI liver cancer models may result in mortality before cirrhosis development, and the induction of fibrosis beforehand can reduce the transfection efficiency of HTVI [79–81]. To overcome these barriers, an appropriate model would be to genetically induce liver cancer on a classic background of liver inflammation and fibrosis. This can be achieved using tamoxifen-inducible Cre-lox recombination [72] in a hepatotoxin-induced fibrotic model. On the other hand, models with mild fibrosis may still be useful as non-cirrhotic liver cancer is well documented, particularly in association with metabolic disturbances where MASLD/MASH directly progresses to HCC [82,83]. Alternatively, since these conditions are characterized primarily by metabolic liver injury, combining a dietary injury with plasmid-HTVI may be of interest.

Inflammation and immune responses are important considerations in liver cancer given its integral role in pathogenesis [6,84]. In the present study, histology and immunostaining showed that TAA increased white blood cell infiltration, although functional information was not gathered. Characterization of inflammation and other pathways was performed primarily by gene expression analysis; increased expression of chemokines and adhesion molecules was associated with TAA in non-cancer groups, consistent with increased white blood cell recruitment. The lack of TAA-induced proinflammatory gene up-regulation in the cancer groups may be explained by the cancer plasmids without TAA which produced minor proinflammatory changes. Alternatively, a basal level of immune response could be due to the foreign DNA introduced by HTVI triggering intracellular pattern recognition receptors such as TLR9, leading to activation of immune responses, although the magnitude of this effect or how long this persists is unknown. This is consistent with the inflammatory pathway GSEA results, and may mask the TAA signal in the cancer plasmids-TAA combinations. Notably, *Lgals3* (encoding galectin-3) is an exception as it is further up-regulated in the cancer plasmids-TAA groups, is up-regulated in a different plasmid-HTVI-injury model [27] and is associated with poorer prognosis in HCC [85]. However, while inflammation is strongly associated with liver cancer, further study to dissect the presence and functions of immune cell subpopulations is necessary as inflammation can be pro- or anti-tumorigenic in different contexts and dependent on the type of inflammation induced [86].

Disturbances in lipid metabolism were noticeable features in these models, which may underscore its importance to some subtypes of liver cancer. Steatosis is a common feature of plasmid-HTVI models activating the PI3K-AKT-mTOR pathway [87–89], with the exception of those with predominantly cholangiocellular tumors [15,90]. Tumorigenesis in these models is strongly (but not completely) dependent on *de novo* lipogenesis by fatty acid synthase [31,91–93]. We found that TAA alone reduced hepatic triglyceride content as previously reported [94] as well as in the non-cancer groups, but not in double-plasmids cancer models. This suggests that the lipolytic effect of TAA may be masked by tumor progression. The differential effect of TAA on lipid metabolism pathways in the different plasmid-HTVI models suggests that its role in cancer is dependent on the genetic background [95]. On the other hand, injury induced by CCl_4_, which is more commonly used to promote fibrosis in liver cancer mouse models, is characterized by steatosis [71,96], although whether this contributes to its ability to promote liver cancer is unknown. This is consistent with lipogenesis being a key feature of early liver tumors [97–99] and being associated with poor patient prognosis [100,101]. For future investigation of the role of lipid metabolism in liver cancer, an alternate experimental approach may involve combining diet-induced metabolic injury with plasmid-HTVI, which may more closely resemble carcinogenesis on a MASLD/MASH background.

There are several limitations that could be addressed in future studies to validate present findings. As the sample size per group is small, increasing the sample size, particularly in the tumor groups, is expected to increase the certainty of the results of this study. Additionally, variability in results could be partly explained due to variation in the transfection efficiency of HTVI. This is unlikely to be due to TAA administration starting one week after HTVI because SB transposase activity following plasmid injection occurs over the first four days [102]. Mouse age at time of HTVI may also be an additional factor, although whether this is mediated by transfection efficiency or differing biological response to the plasmid is unknown. The use of a reporter such as luciferase would be useful to monitor *in vivo* transfection efficiency [102].

## Conclusion

In the present study, liver injury with TAA was combined with plasmid-HTVI liver cancer models to produce a fibrotic and proinflammatory microenvironment for cancer development as this is more relevant to the development of human liver cancer. TAA administration was associated with inflammation and fibrosis, increased tumor density in combination with SB/AKT/NRas, but did not appreciably increase tumor size. We conclude that plasmid-HTVI-TAA is able to generate cancer with an injury microenvironment and alters its presentation. However, liver injury may have different effects on cancer development depending on the genetic drivers and active oncogenic pathways. Thus, the choice of plasmid-HTVI model and injury agent may influence the extent to which injury promotes cancer development.

## Clinical perspectives

- Plasmid-HTVI models of liver cancer may not model cancer development on a background of liver injury and fibrosis, which is common in human liver cancer. This study sought to characterize cancer development in plasmid-HTVI models combined with liver injury.
- Despite thioacetamide causing liver injury and fibrosis, the combination of plasmid-HTVI and thioacetamide did not significantly increase tumor size, but increased multiplicity of small neoplastic lesions compared with plasmid-HTVI without injury. Cancer and/or liver injury up-regulated profibrotic and proinflammatory genes while metabolic pathway genes were mostly down-regulated.
- Combining liver injury and plasmid-HTVI models of liver cancer can improve our understanding of how liver injury contributes to the development of liver cancer with different genetic drivers. This may enable identification of potential therapeutic targets which would not be present in liver cancer models without injury.

## Supplementary Material

Supplementary Figures S1-S15 and Tables S1-S14

## Data Availability

The RNA-seq dataset can be found on the NCBI Gene Expression Omnibus database (accession ID 174074). The other datasets generated during and/or analysed during the current study are available from the corresponding author on reasonable request.

## Abbreviations

ALP: alkaline phosphatase
ALT: alanine aminotransferase
AST: aspartate aminotransferase
BSA: bovine serum albumin
CCl_4_: carbon tetrachloride
CD: cluster of differentiation
cDNA: complementary DNA
CK: cytokeratin
DAB: 3,3′-diaminobenzidine
DAPI: 4’,6-diamidino-2-phenylindole
DDC: 3,5-diethoxycarbonyl-1,4-dihydrocollidine
dNTPs: deoxyribonucleotide triphosphates
FDR: false discovery rate
FFPE: formalin-fixed paraffin embedded
GFP: green fluorescent protein
GSEA: gene set enrichment analysis
H&E: hematoxylin and eosin
HCC: hepatocellular carcinoma
HRP: horseradish peroxidase
HTVI: hydrodynamic tail vein injection
i.p.: intraperitoneal
log2FC: log2 fold change
MASH: metabolic dysfunction-associated steatohepatitis
MASLD: metabolic dysfunction-associated steatotic liver disease
OCT: optimal cutting temperature medium
PBS: phosphate-buffered saline
PI3K: phosphatidylinositol-3-kinase
PSR: picro-sirius red
RNA-seq: RNA sequencing
SB: sleeping beauty
TAA: thioacetamide
TG: triglyceride
TRITC: tetramethylrhodamine
UMI: unique molecular identifier
α-SMA: alpha smooth muscle actin

# Supplementary material for: Oncogenic plasmid DNA and liver injury agent dictates liver cancer development in a mouse model
**Source:** Clin Sci (Lond). 2024 Sep 26;138(19):1227–48. doi: 10.1042/CS20240560
**Supplement:** Supplementary Figures S1-S15 and Tables S1-S14

# **Oncogenic plasmid DNA and liver injury agent dictates liver cancer development in a mouse model**

Vincent Chiu<sup>1,2</sup>, Christine Yee<sup>1,2</sup>, Nathan Main<sup>1,2</sup>, Igor Stevanovski<sup>1,2</sup>, Matthew Watt<sup>3</sup>, Trevor Wilson<sup>4</sup>, Peter Angus<sup>5</sup>, Tara Roberts<sup>1,6</sup>, Nicholas Shackel<sup>1,2</sup>, Chandana Herath\*<sup>1,2,7</sup>

**Supplementary Table 1: OpenArray Fibrosis gene panel**

**Supplementary Table 2: OpenArray Immune gene panel**

**Supplementary Table 3: Genes differentially expressed in all single treatment vs SB + saline comparisons.** All genes were upregulated in both comparisons except those marked (\*) (downregulated in both comparisons).

**Supplementary Table 4: Genes differentially expressed in both SB/AKT/c-Met + saline and SB/AKT/NRas + saline vs SB + saline and their fold change relative to SB + saline.**

All genes were upregulated in both comparisons except those marked (\*) (downregulated in both comparisons).

**Supplementary Table 5: Differentially expressed genes in SB/AKT/c-Met + TAA and not differentially expressed in SB/AKT/c-Met + saline or SB + TAA vs SB + saline comparisons.** Key: (+), upregulated in comparison; (-), downregulated in comparison; FDR, false discovery rate.

**Supplementary Table 6: Differentially expressed genes in both SB/AKT/c-Met + TAA vs SB/AKT/c-Met + saline and SB/AKT/c-Met + TAA vs SB + TAA comparisons.** Key: (+), upregulated in comparison; (-), downregulated in comparison; (\*), also downregulated in SB + TAA.

**Supplementary Table 7: Differentially expressed genes in SB/AKT/NRas + TAA and not differentially expressed in SB/AKT/NRas + saline or SB + TAA vs SB + saline comparisons.** Key: (+), upregulated in comparison; (-), downregulated in comparison; FDR, false discovery rate.

**Supplementary Table 7 (continued)**

**Supplementary Table 7 (continued)**

**Supplementary Table 8: Differentially expressed genes in both SB/AKT/NRas + TAA vs SB/AKT/NRas + saline and SB/AKT/NRas + TAA vs SB + TAA comparisons.** Key: (+), upregulated in comparison; (\*), Also upregulated in SB/AKT/NRas + saline vs SB + saline comparison.

**Supplementary Table 9: Enriched gene ontology terms in differentially expressed genes on SB + TAA vs SB + saline comparison**

**Supplementary Table 9 (continued)**

**Supplementary Table 9 (continued)**

**Supplementary Table 9 (continued)**

**Supplementary Table 9 (continued)**

**Supplementary Table 10: Hallmark gene sets enriched in all single treatment groups compared to SB + saline.** Gene set names have been renamed for readability. Key: (+), upregulated in comparison; (-), downregulated in comparison.

**Supplementary Table 11: Enriched gene ontology terms in differentially expressed genes on SB/AKT/NRas + saline or SB/AKT/c-Met + saline vs SB + saline comparison**

**Supplementary Table 11 (continued)**

**Supplementary Table 11 (continued)**

**Supplementary Table 11 (continued)**

**Supplementary Table 11 (continued)**

**Supplementary Table 11 (continued)**

**Supplementary Table 11 (continued)**

**Supplementary Table 12: Hallmark gene sets enriched in both SB/AKT/c-Met + saline and SB/AKT/NRas + saline groups compared to SB + saline.** Gene set names have been renamed for readability. Pathways enriched at false discovery rate < 0.25 level were considered significant. Key: (+), upregulated in comparison; (#), normalised enrichment score; (# / #), number of genes contributing to signal / total number of genes in gene set.

**Supplementary Table 13: Canonical Pathway gene sets related to lipid metabolism enriched in SB/AKT/c-Met + TAA.** Pathways enriched at false discovery rate < 0.25 level were considered significant. Key: (+), upregulated in comparison; (-), downregulated in comparison; (blank), not significantly enriched in comparison; (#), normalised enrichment score; (# / #), number of genes contributing to signal / total number of genes in gene set.

**Supplementary Table 14: Canonical Pathway gene sets related to lipid metabolism enriched in SB/AKT/NRas + TAA.** Pathways enriched at false discovery rate < 0.25 level were considered significant. Key: (+), upregulated in comparison; (-), downregulated in comparison; (blank), not significantly enriched in comparison; (#), normalised enrichment score; (# / #), number of genes contributing to signal / total number of genes in gene set.

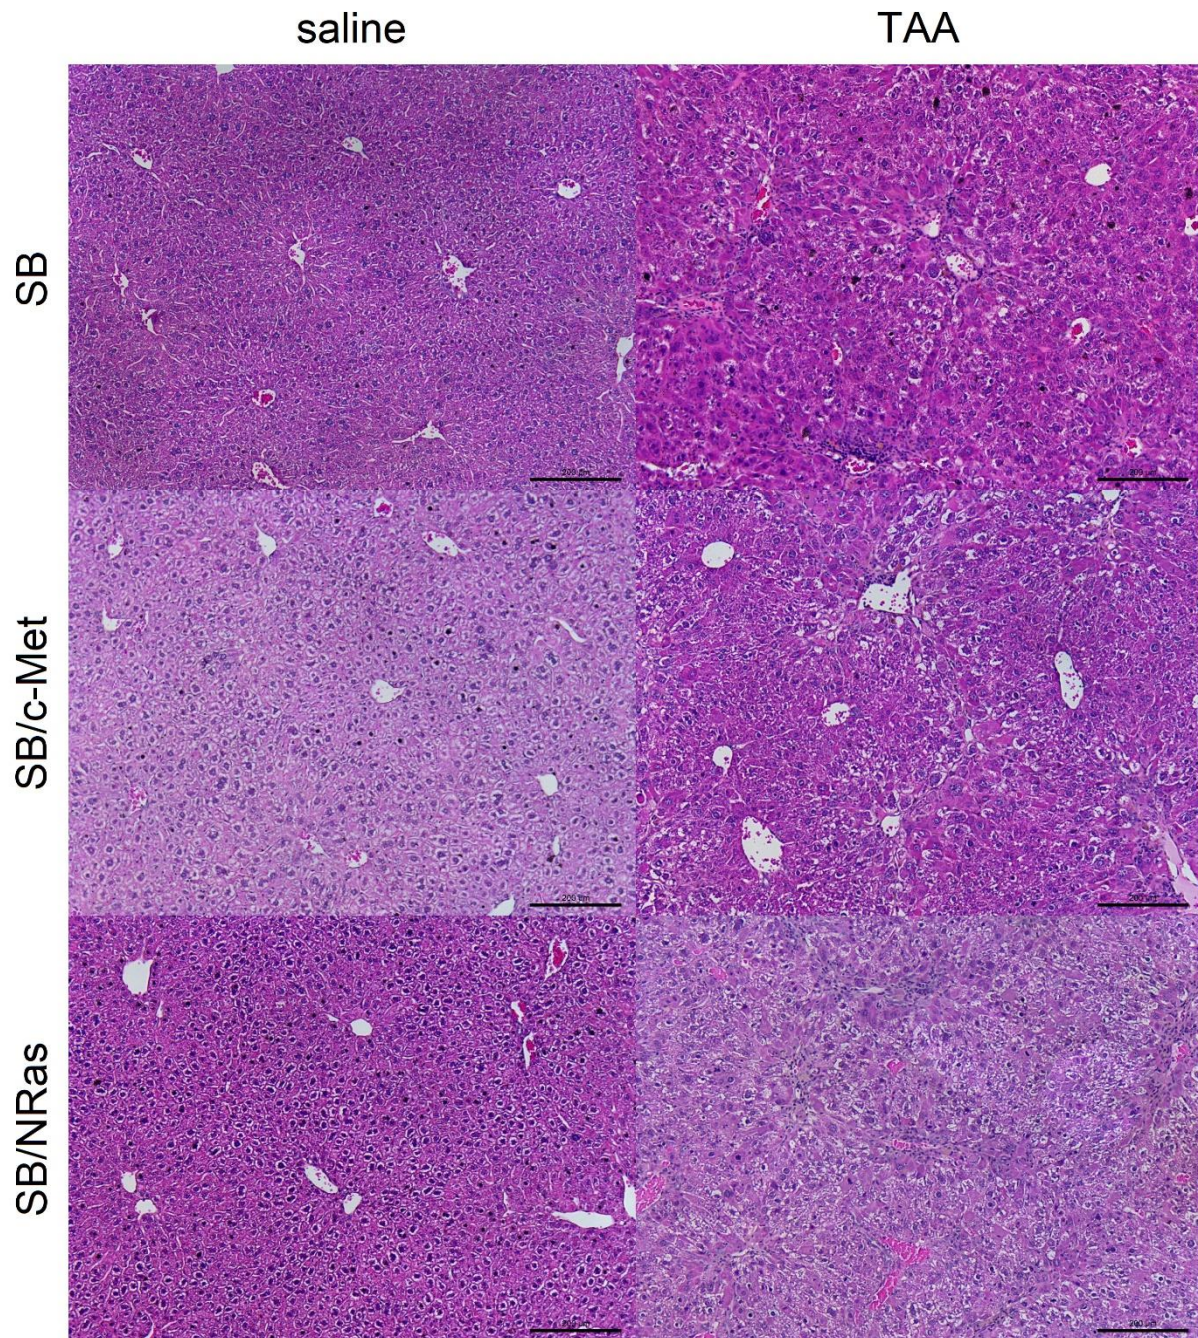

**Supplementary Figure 1: Histopathology of SB/c-Met and SB/NRas was similar to SB-alone.** Representative haematoxylin and eosin sections from SB alone, SB/c-Met and SB/NRas with and without TAA. Scale bar = 200  $\mu$ m. TAA, thioacetamide.

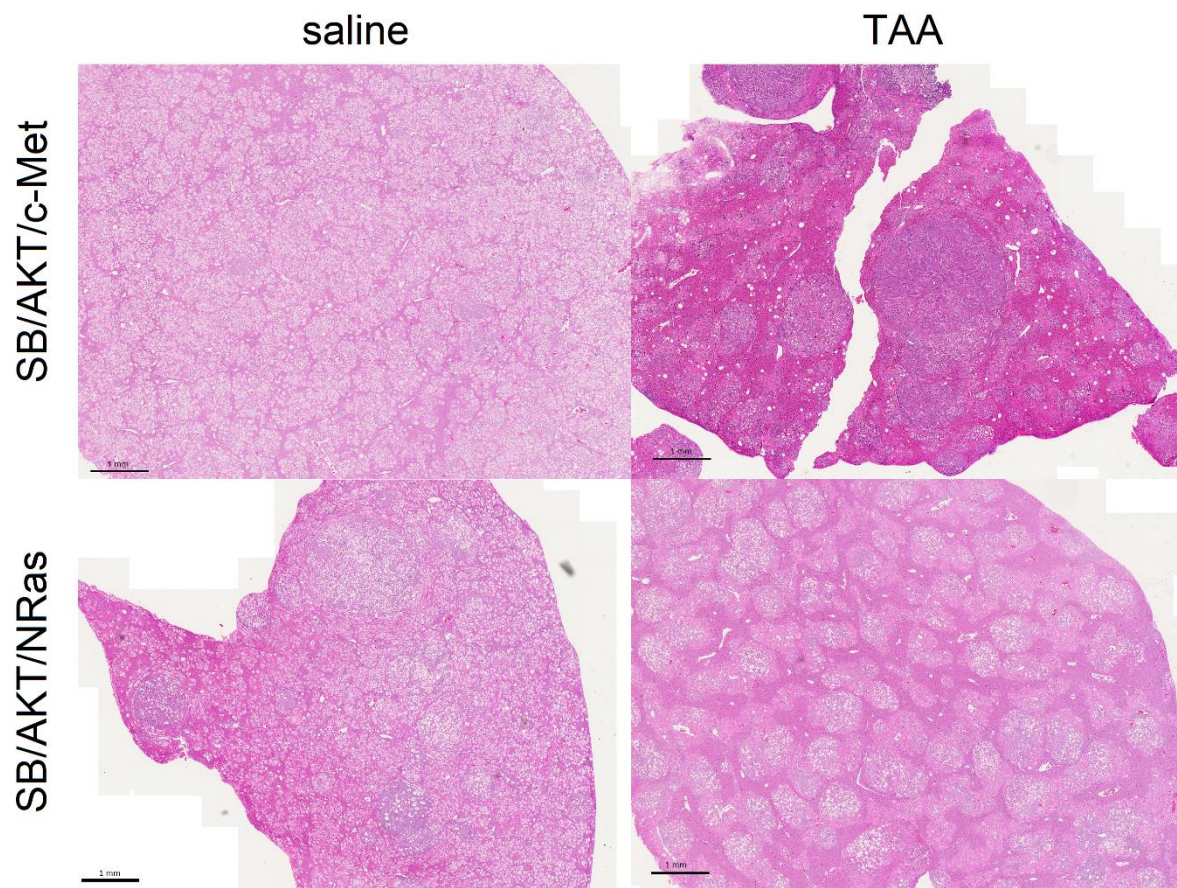

**Supplementary Figure 2: Low power fields of view from whole-section scans of livers.** Representative haematoxylin and eosin sections from SB/AKT/c-Met and SB/AKT/NRas with and without TAA. Scale bar = 1 mm. TAA, thioacetamide.

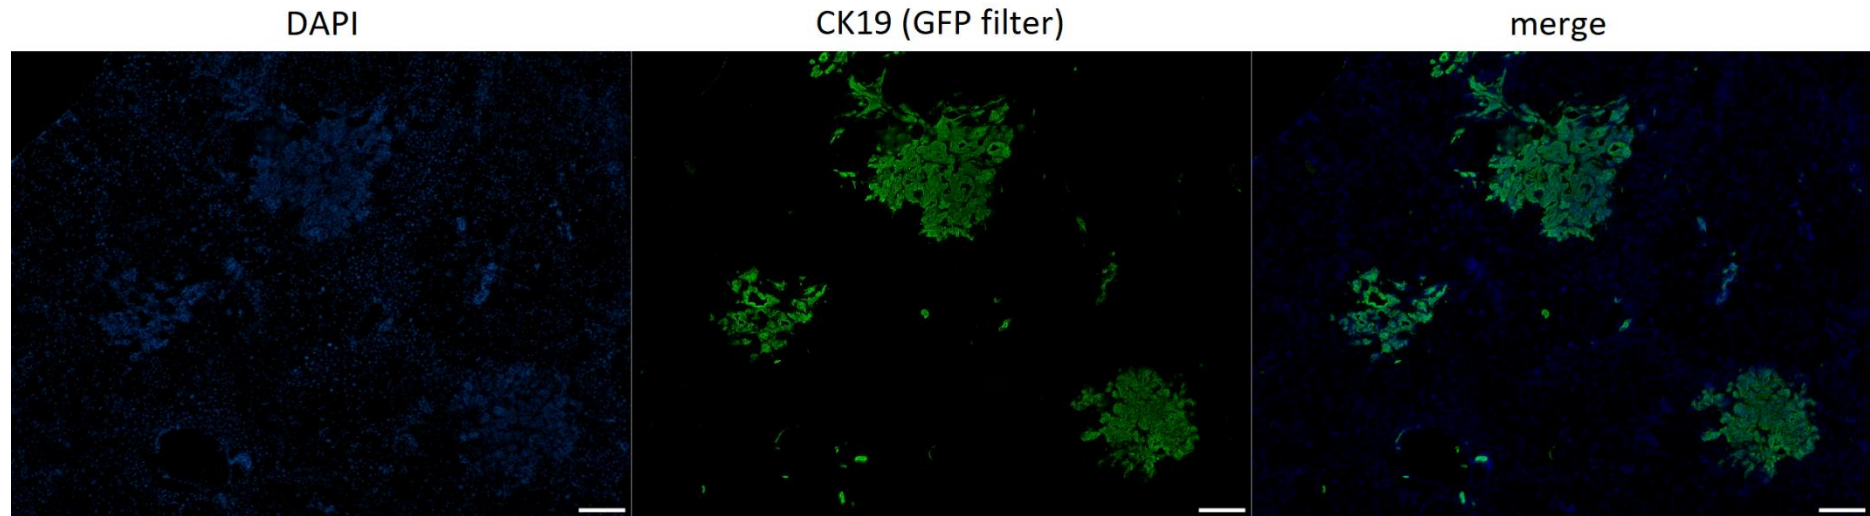

**Supplementary Figure 3: Some tumours in SB/AKT/NRas groups were positive for cytokeratin 19 by immunofluorescent stain.** Representative section from SB/AKT/NRas + TAA. Scale bar = 200  $\mu$ m. CK19, cytokeratin 19; DAPI, 4',6-diamidino-2-phenylindole (blue filter); GFP, green fluorescent protein (green filter); TAA, thioacetamide.

IHC secondary Ab only

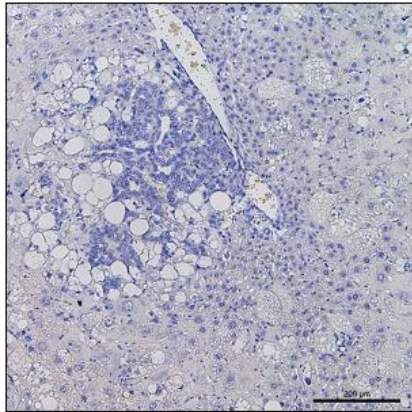

DAPI

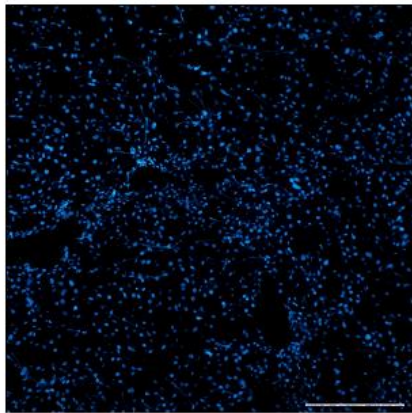

CK19 (GFP filter)

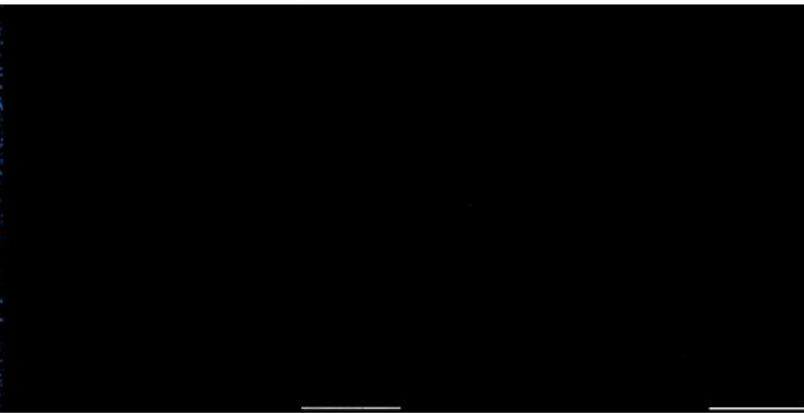

CD45 (TRITC filter)

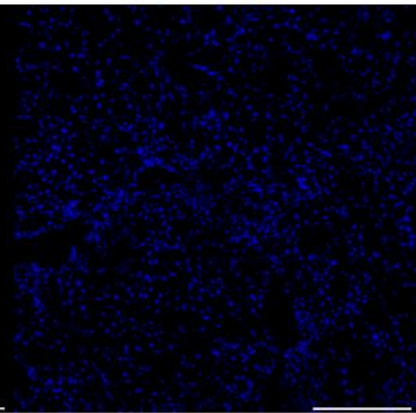

merge

**Supplementary Figure 4: Secondary antibody-only control sections for immunohistochemistry and immunofluorescence.** Scale bar = 200  $\mu$ m. CK19, cytokeratin 19; CD45, cluster of differentiation 45; DAPI, 4',6-diamidino-2-phenylindole (blue filter); GFP, green fluorescent protein (green filter); TRITC, tetramethylrhodamine (red filter).

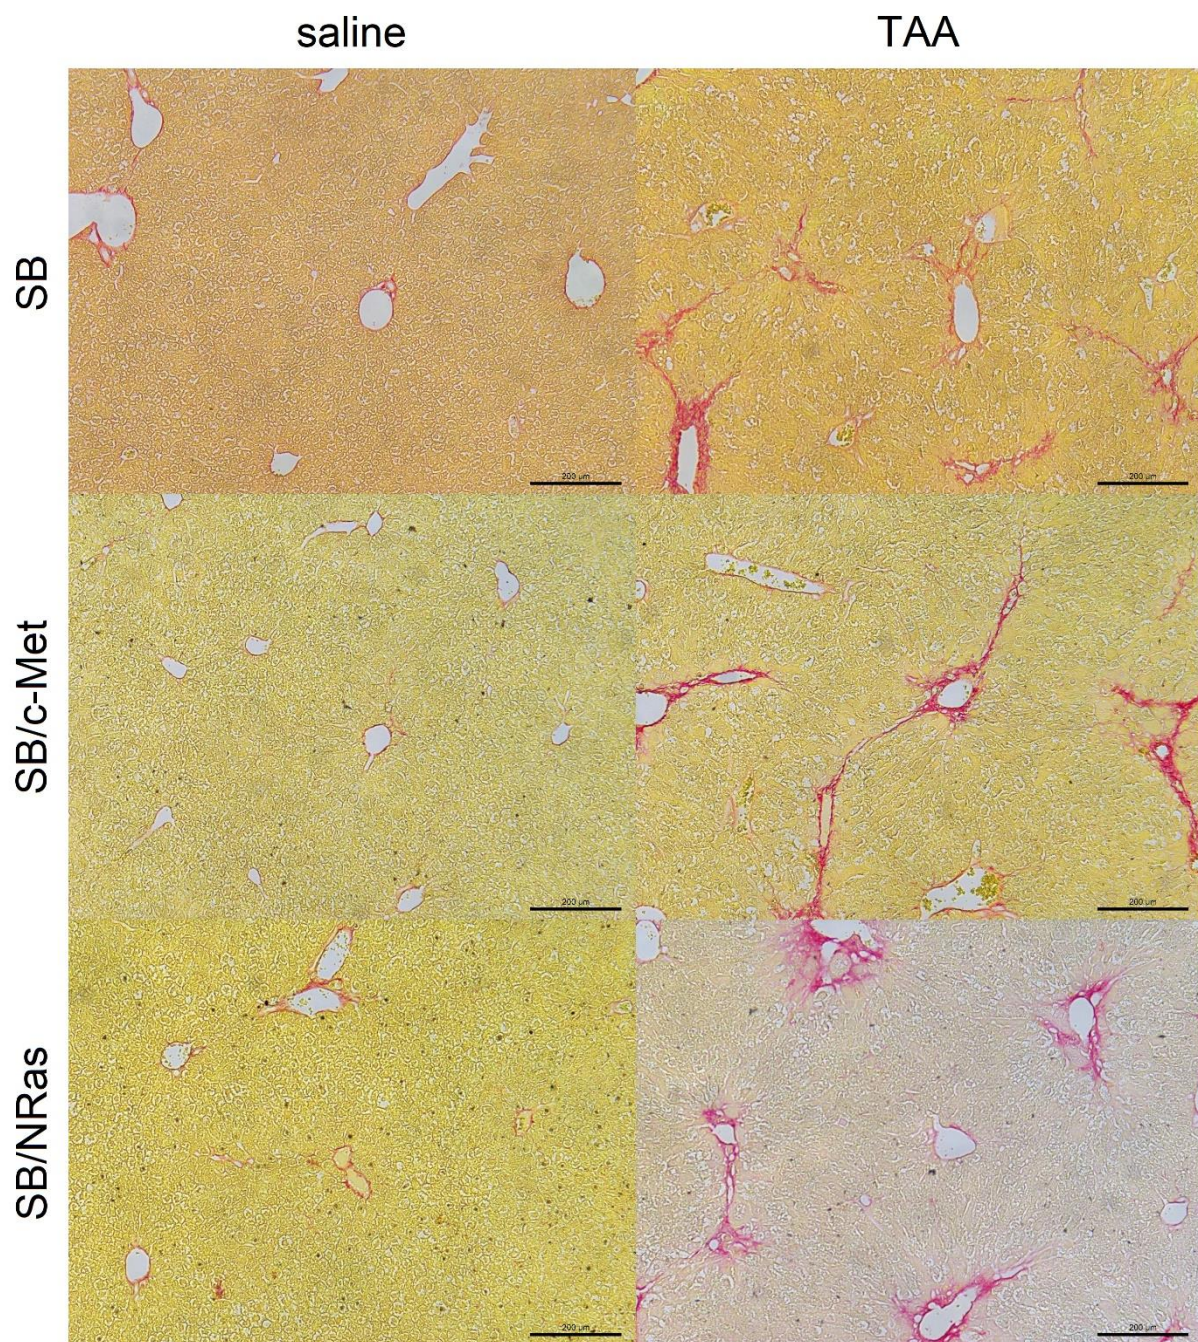

**Supplementary Figure 5: Collagen staining of SB/c-Met and SB/NRas was similar to SB-alone.** Representative Picro-sirius red sections from SB alone, SB/c-Met and SB/NRas with and without TAA. Scale bar = 200  $\mu$ m. TAA, thioacetamide.

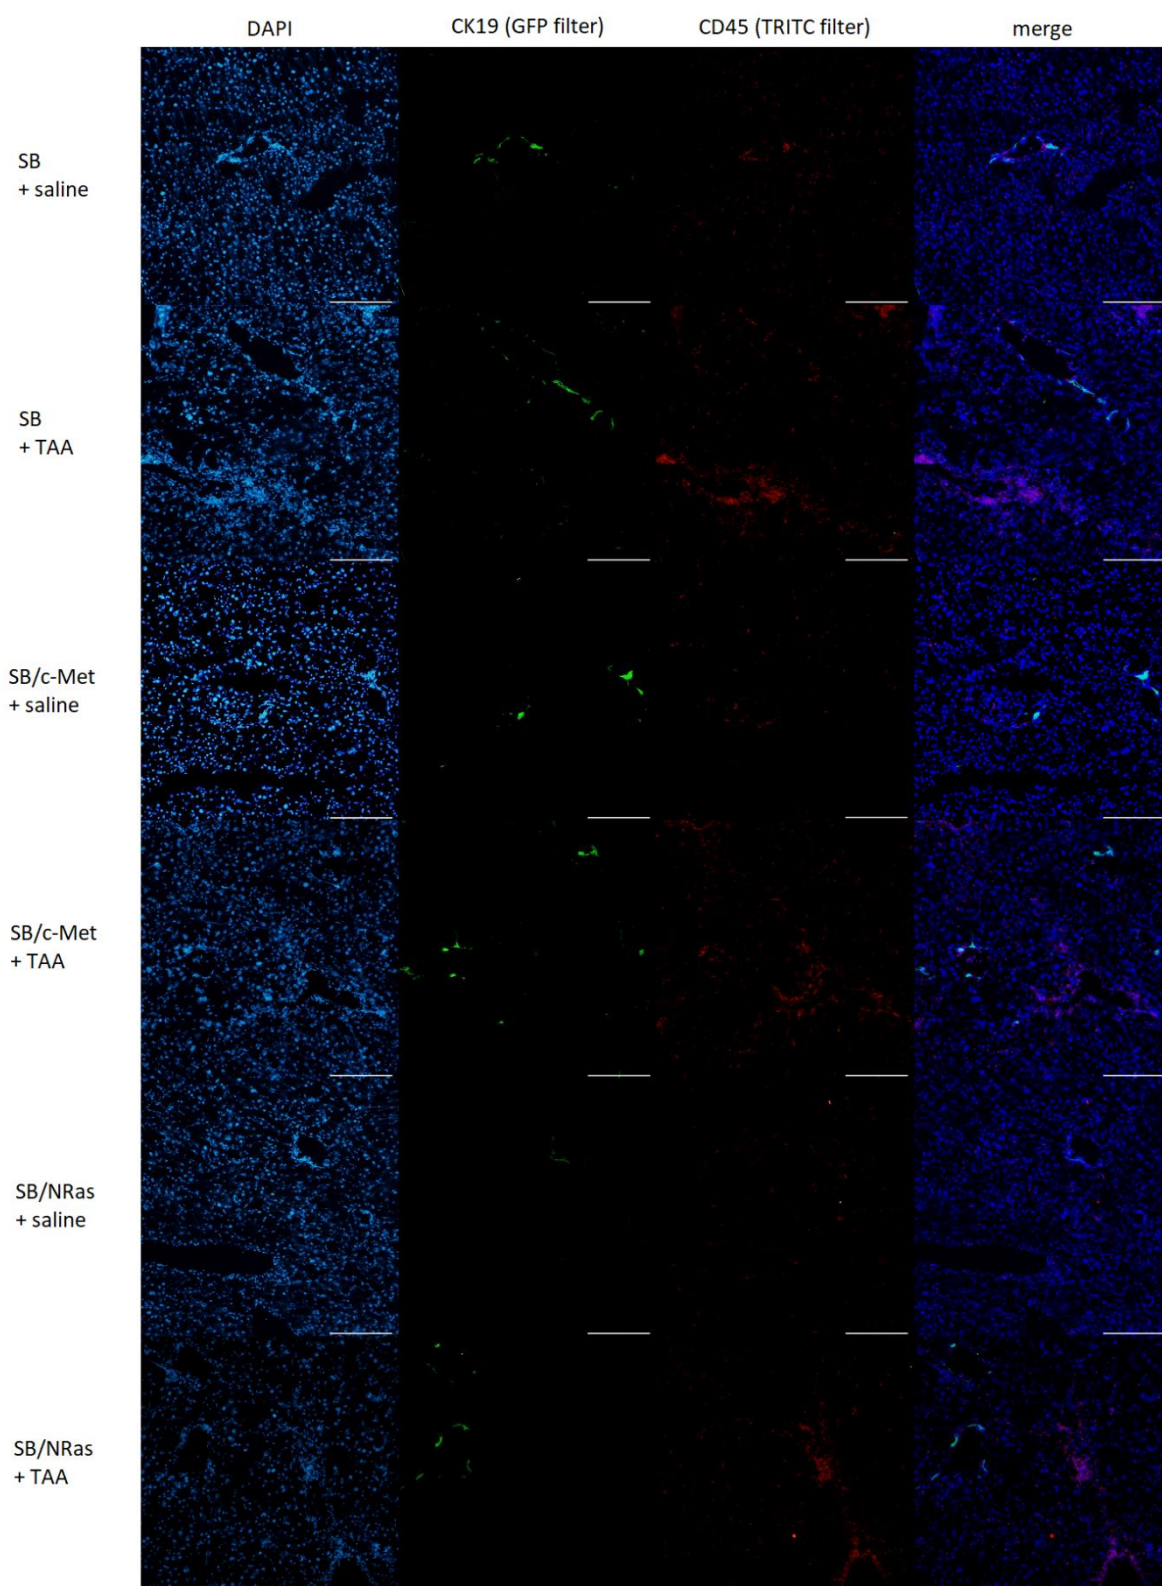

**Supplementary Figure 6 (legend on next page)**

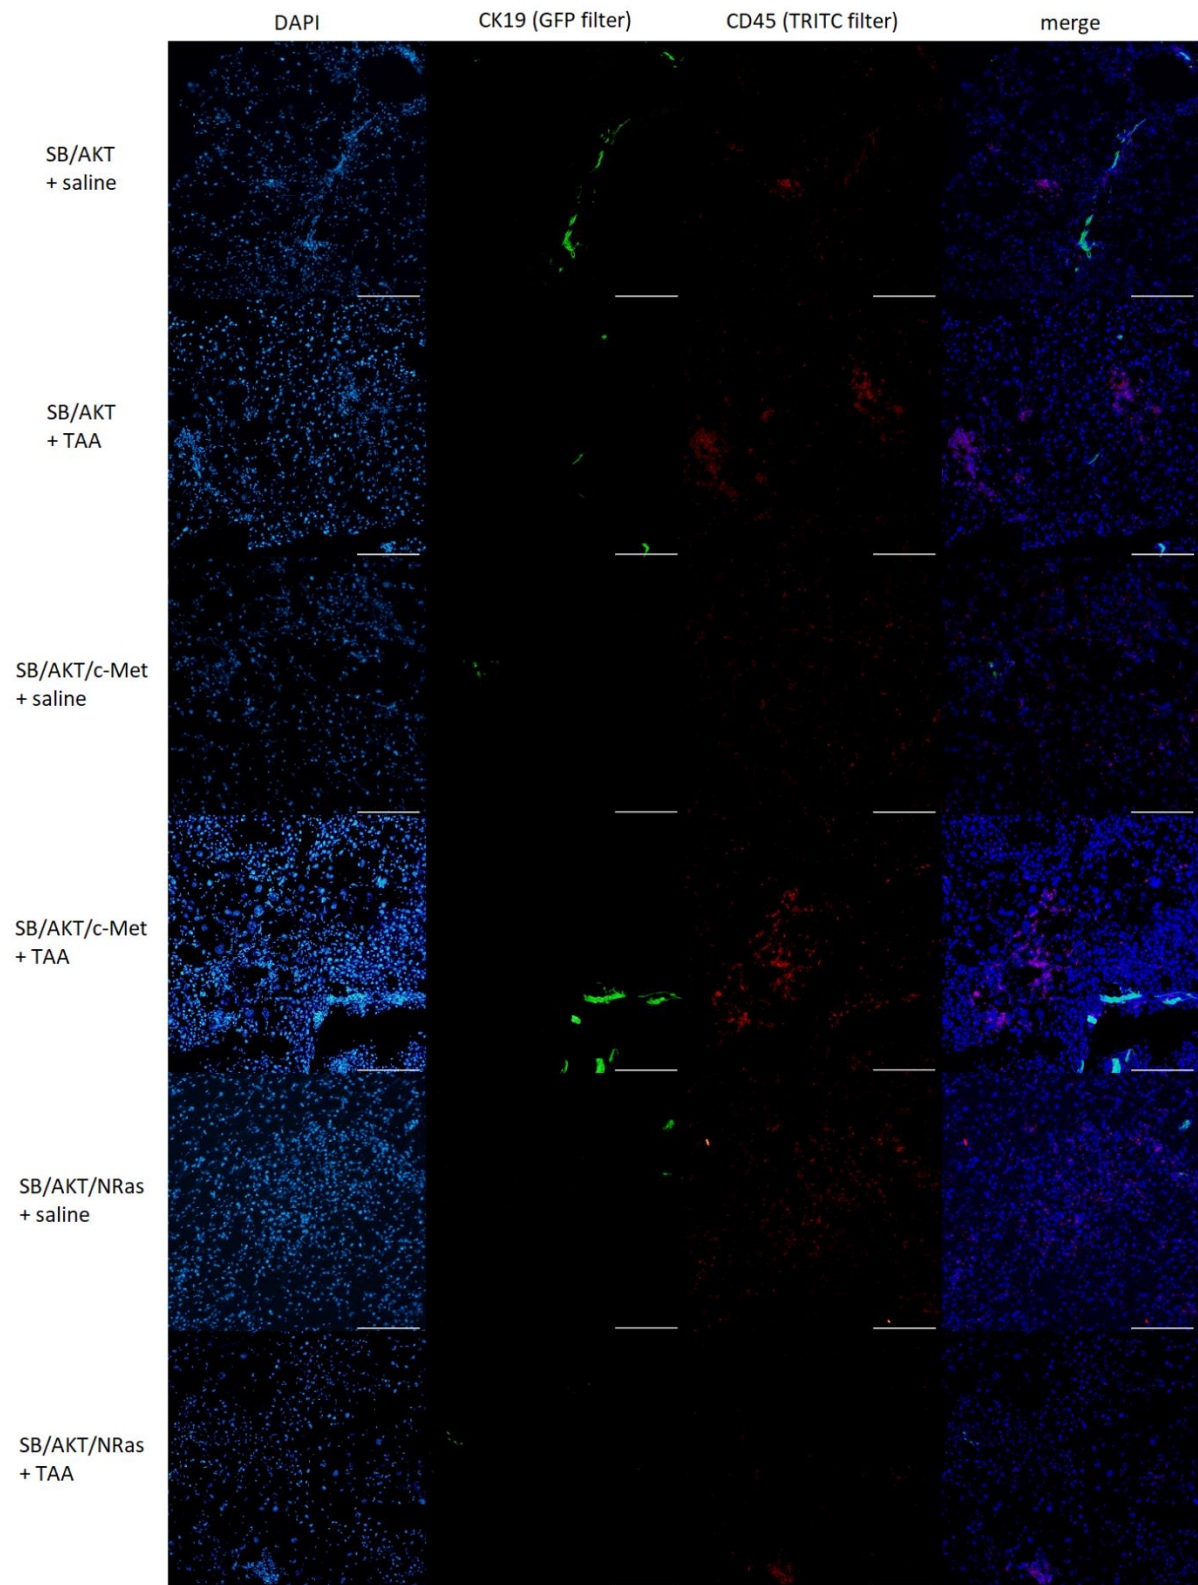

**Supplementary Figure 6: Cytokeratin 19 and cluster of differentiation 45 immunofluorescent staining of mouse livers, representative non-tumour fields of view.** Cytokeratin 19 was imaged with a green filter, cluster of differentiation 45 was imaged with a red filter, nuclear stain (Hoechst 33342) was imaged with blue filter. Scale bar = 200  $\mu$ m.

CK19, cytokeratin 19; CD45, cluster of differentiation 45; DAPI, 4',6-diamidino-2-phenylindole (blue filter); GFP, green fluorescent protein (green filter); TAA, thioacetamide; TRITC, tetramethylrhodamine (red filter).

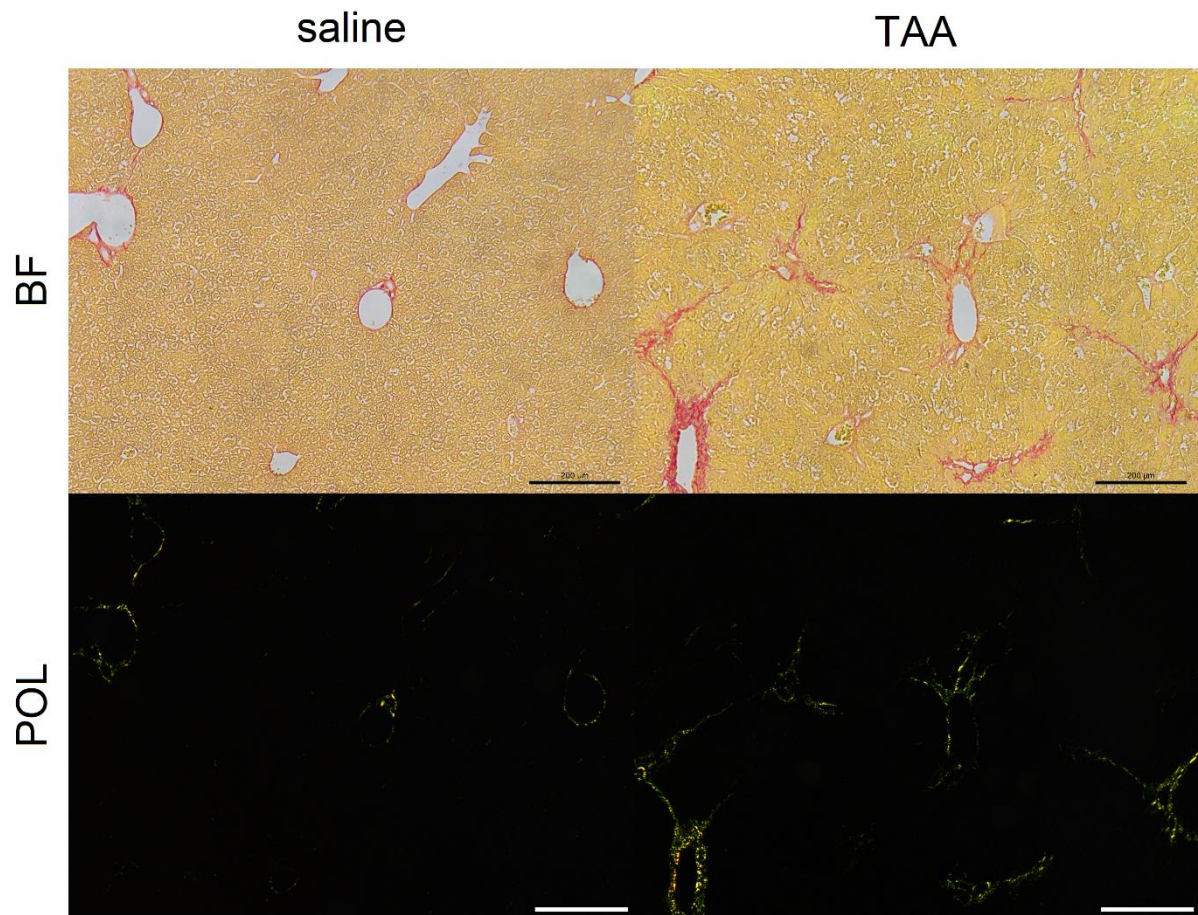

**Supplementary Figure 7: Polarized light microscopy confirmed the specific staining of collagen by Picro-sirius red.** Representative field of view of SB + saline and SB + TAA, paired bright field and polarized light micrograph. Scale bar = 200  $\mu\text{m}$ . BF, bright field; POL, polarized light micrograph of same field of view; TAA, thioacetamide.

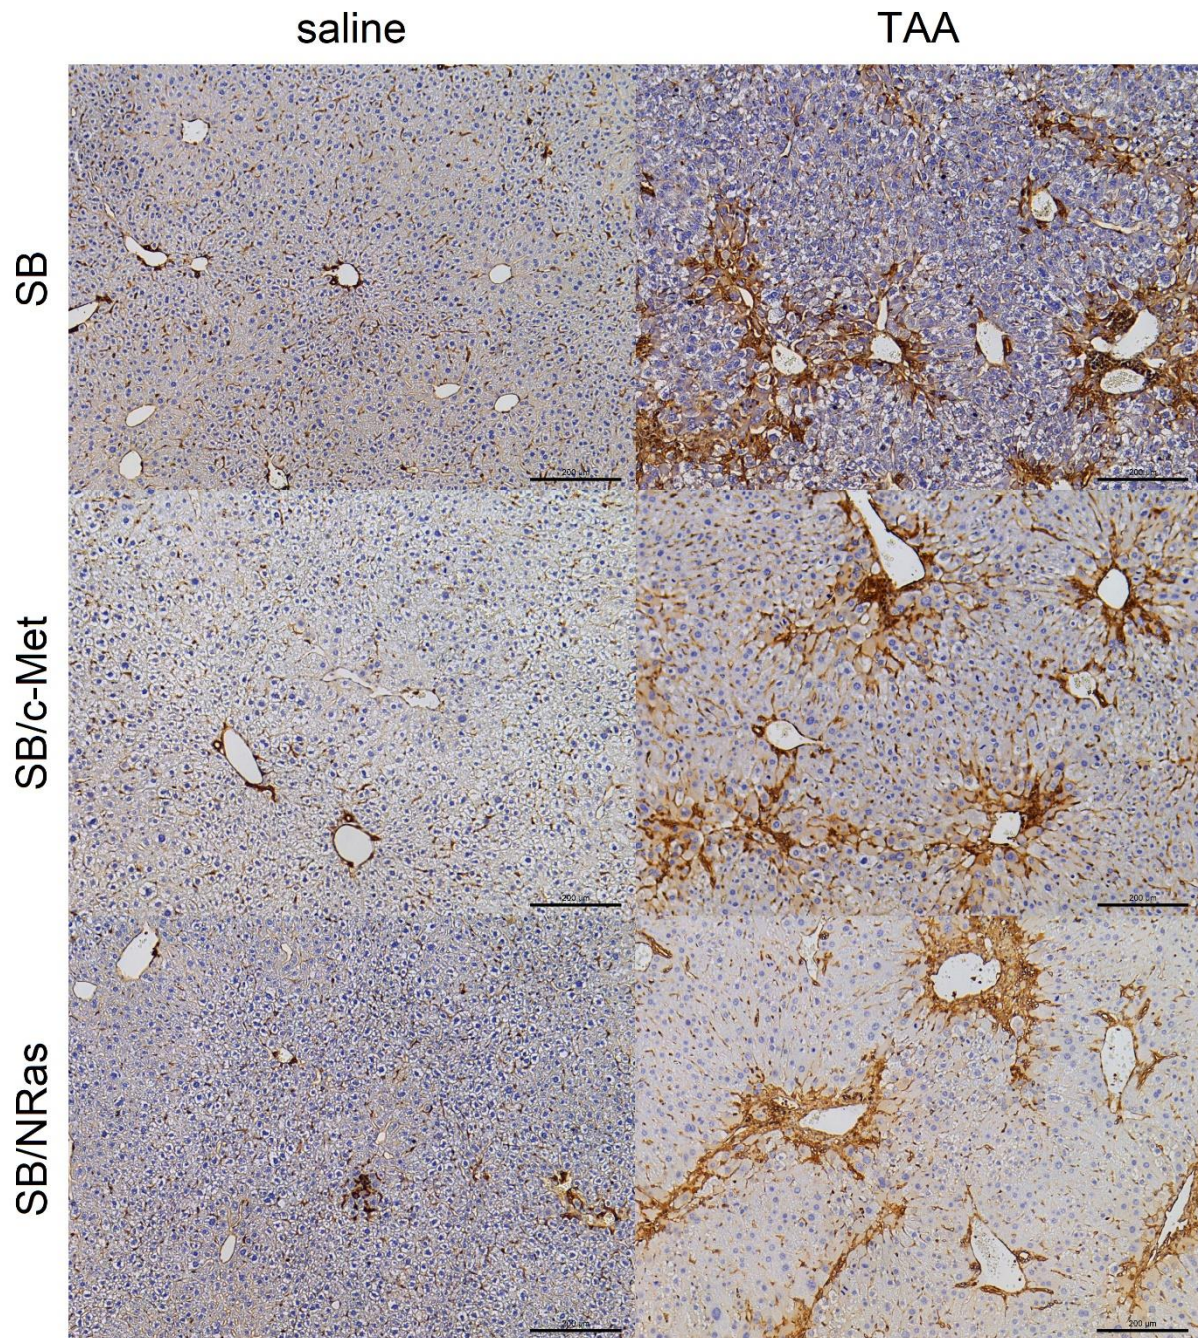

**Supplementary Figure 8: Alpha smooth muscle actin staining of SB/c-Met and SB/NRas was similar to SB-alone.** Representative alpha smooth muscle actin immunohistochemistry sections from SB alone, SB/c-Met and SB/NRas with and without TAA. Scale bar = 200  $\mu$ m. TAA, thioacetamide.

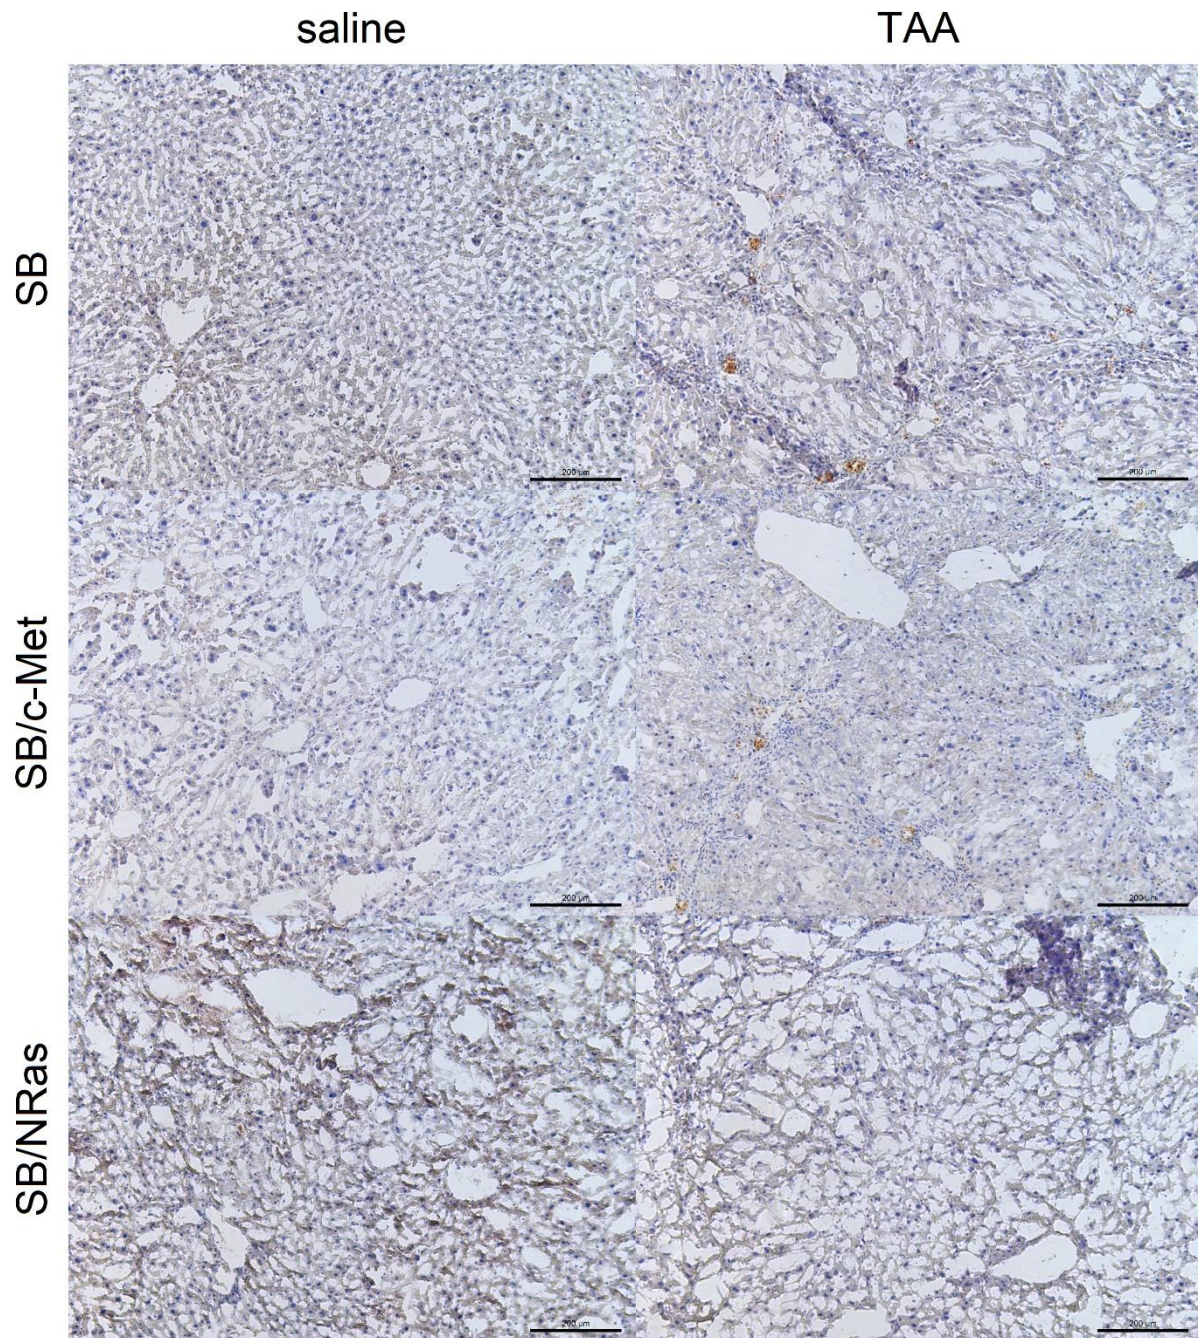

**Supplementary Figure 9: Oil Red O staining of SB/c-Met and SB/NRas was similar to SB-alone.** Representative Oil Red O sections from SB alone, SB/c-Met and SB/NRas with and without TAA. Scale bar = 200  $\mu$ m. TAA, thioacetamide.

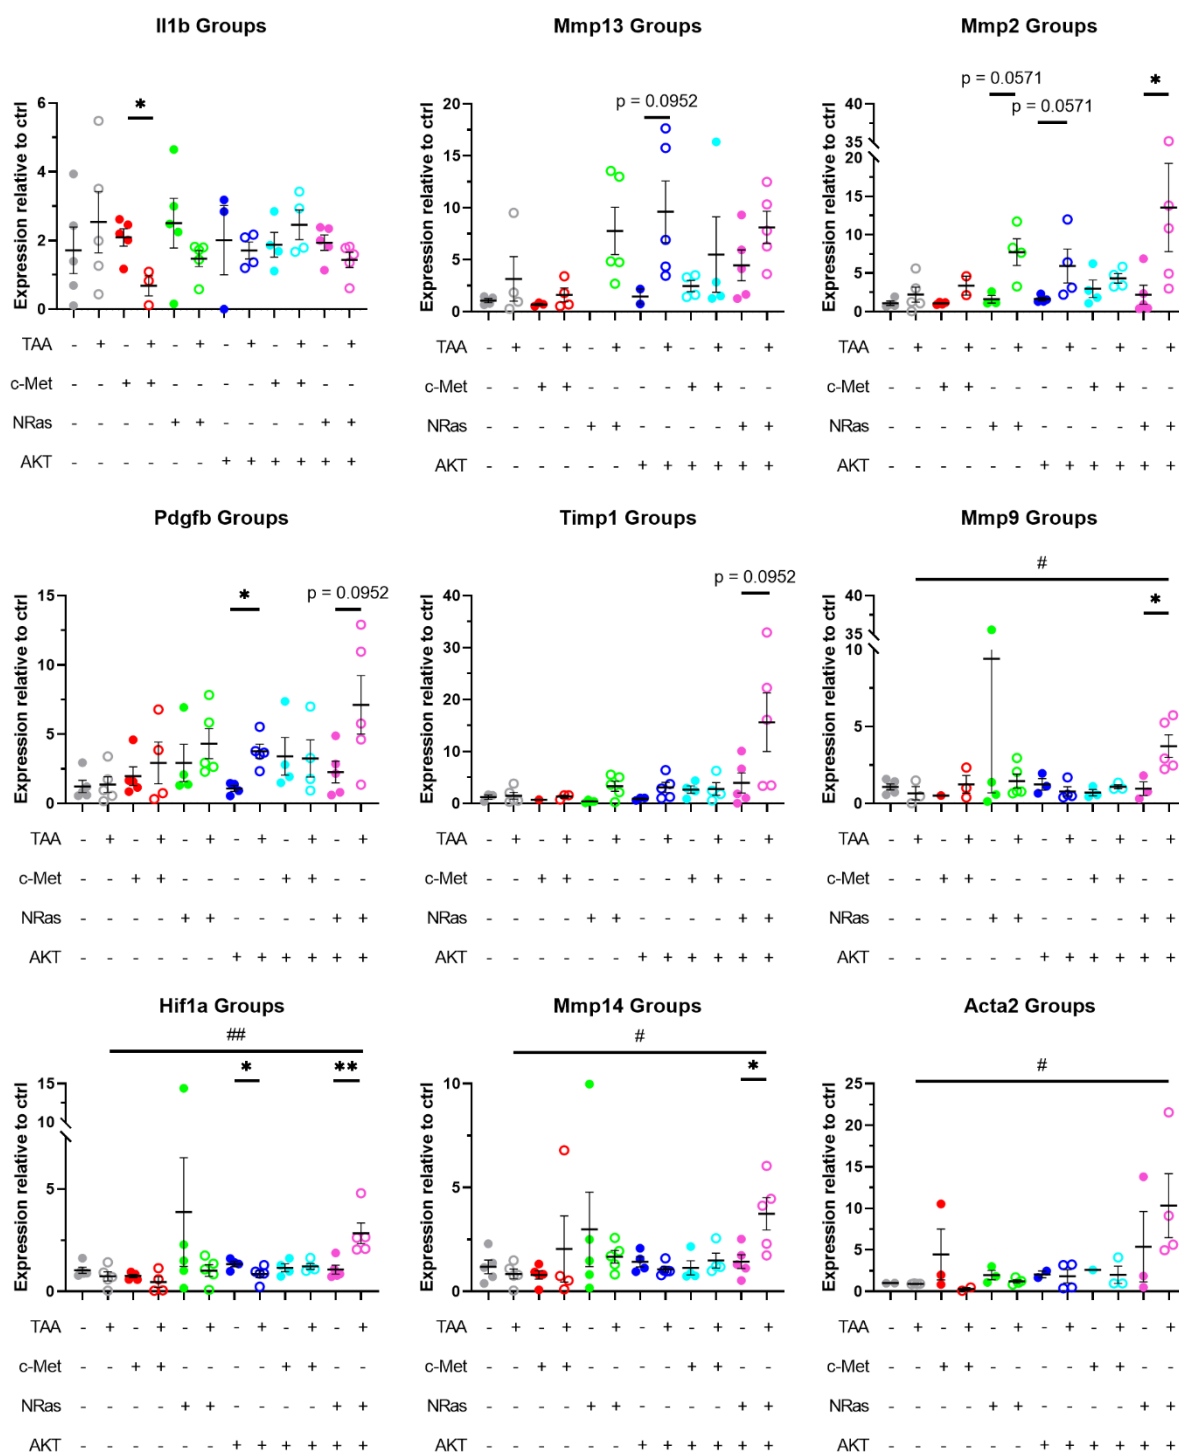

Supplementary Figure 10 (legend on next page)

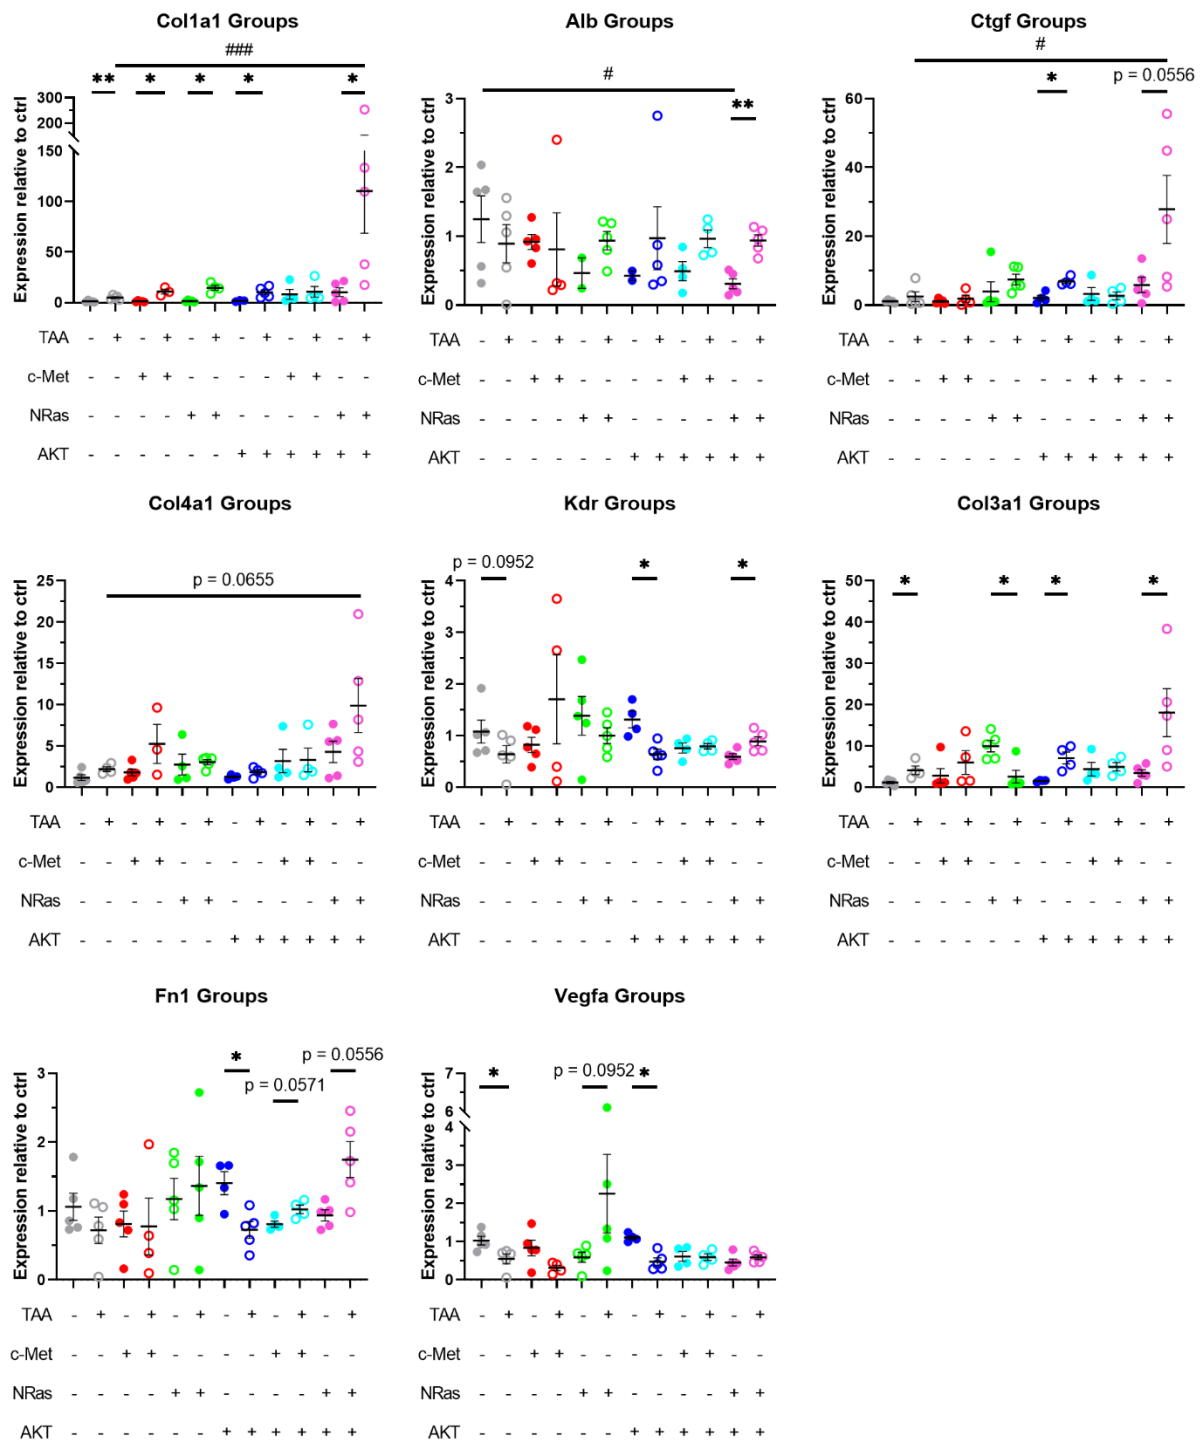

**Supplementary Figure 10: Significantly altered genes, OpenArray fibrosis gene panel.**

Gene expression shown as fold-change relative to gene expression in SB + saline control group. Data are presented as mean  $\pm$  SEM. TAA, thioacetamide; \* $p < 0.05$ , \*\* $p < 0.01$  (Mann-Whitney test); # $p < 0.05$ , ## $p < 0.01$ , ### $p < 0.001$  (Dunn's post-hoc test).

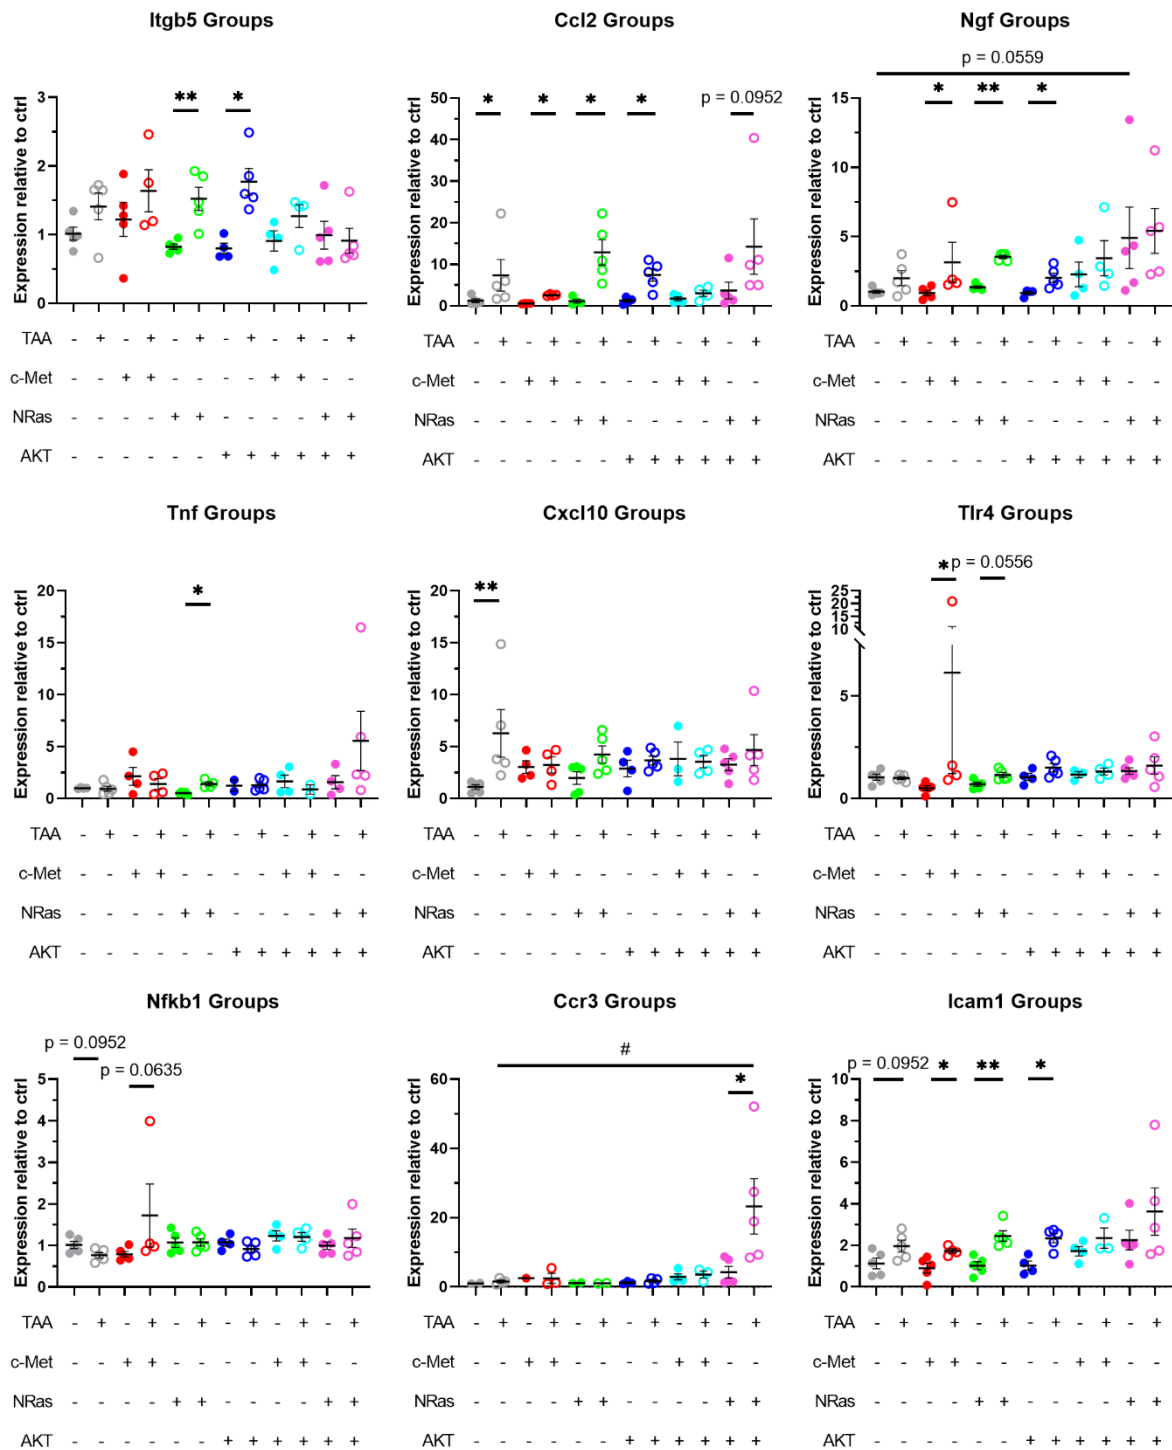

Supplementary Figure 11 (legend on next page)

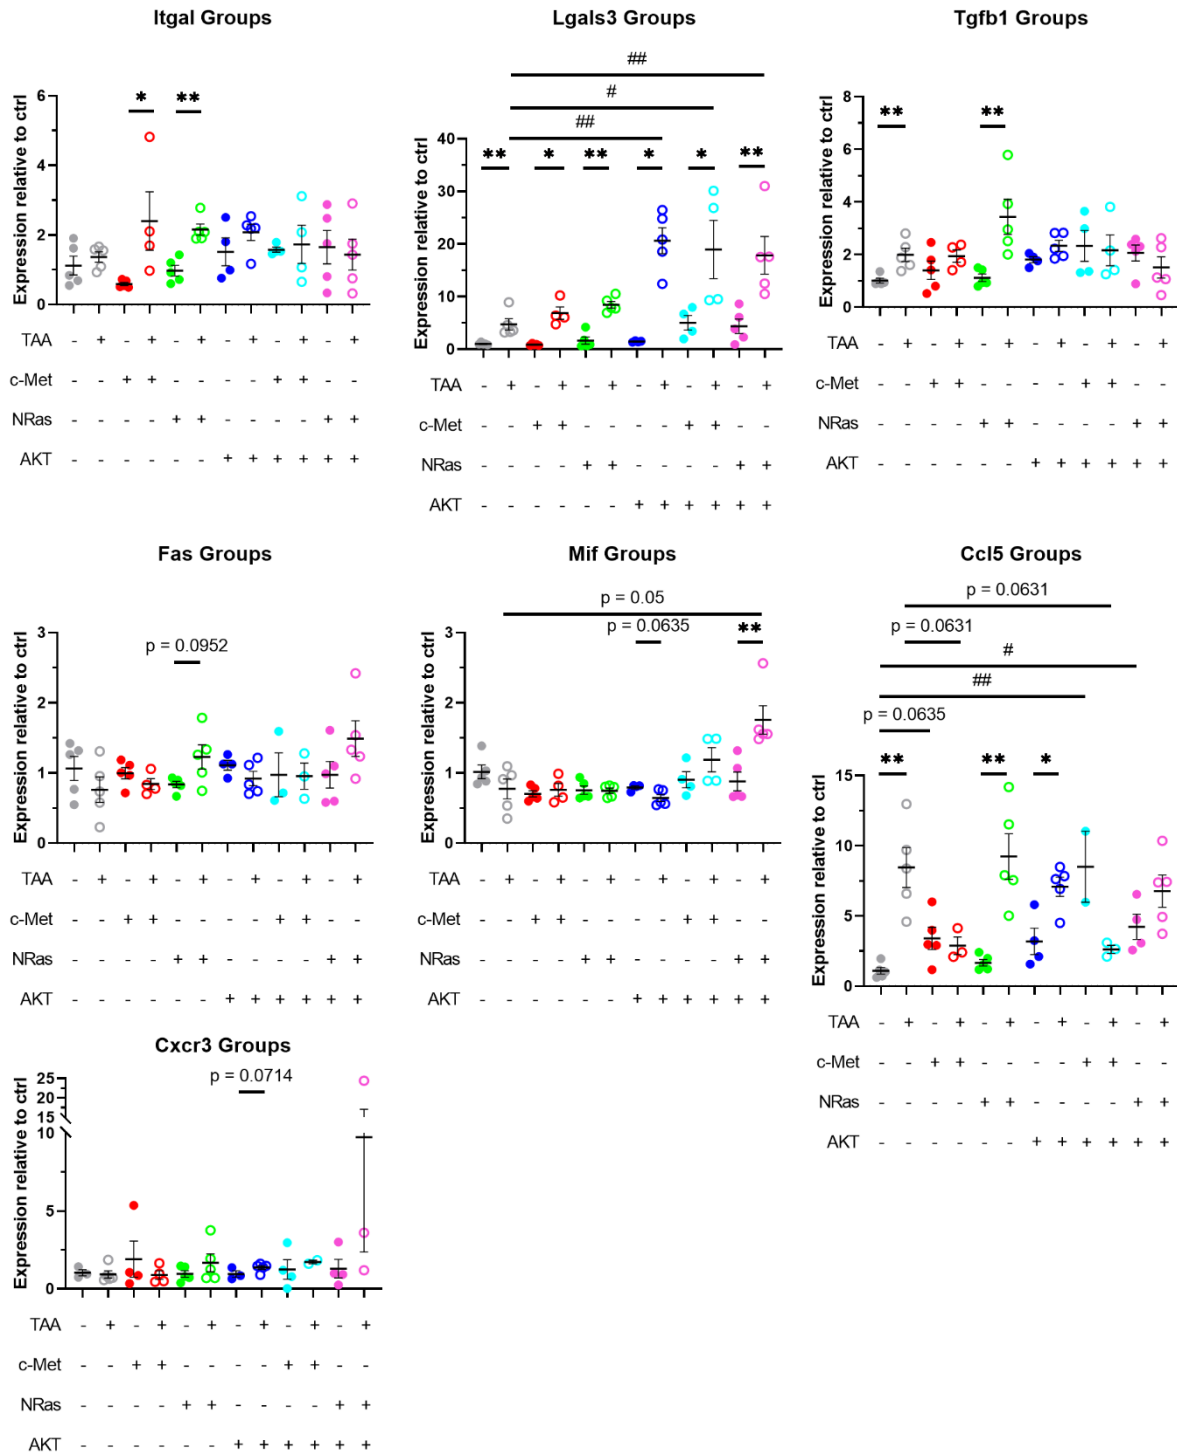

**Supplementary Figure 11: Significantly altered genes, OpenArray immune gene panel.**

Gene expression shown as fold-change relative to gene expression in SB + saline control group. Data are presented as mean  $\pm$  SEM. TAA, thioacetamide; \* $p < 0.05$ , \*\* $p < 0.01$  (Mann-Whitney test); # $p < 0.05$ , ## $p < 0.01$  (Dunn's post-hoc test).

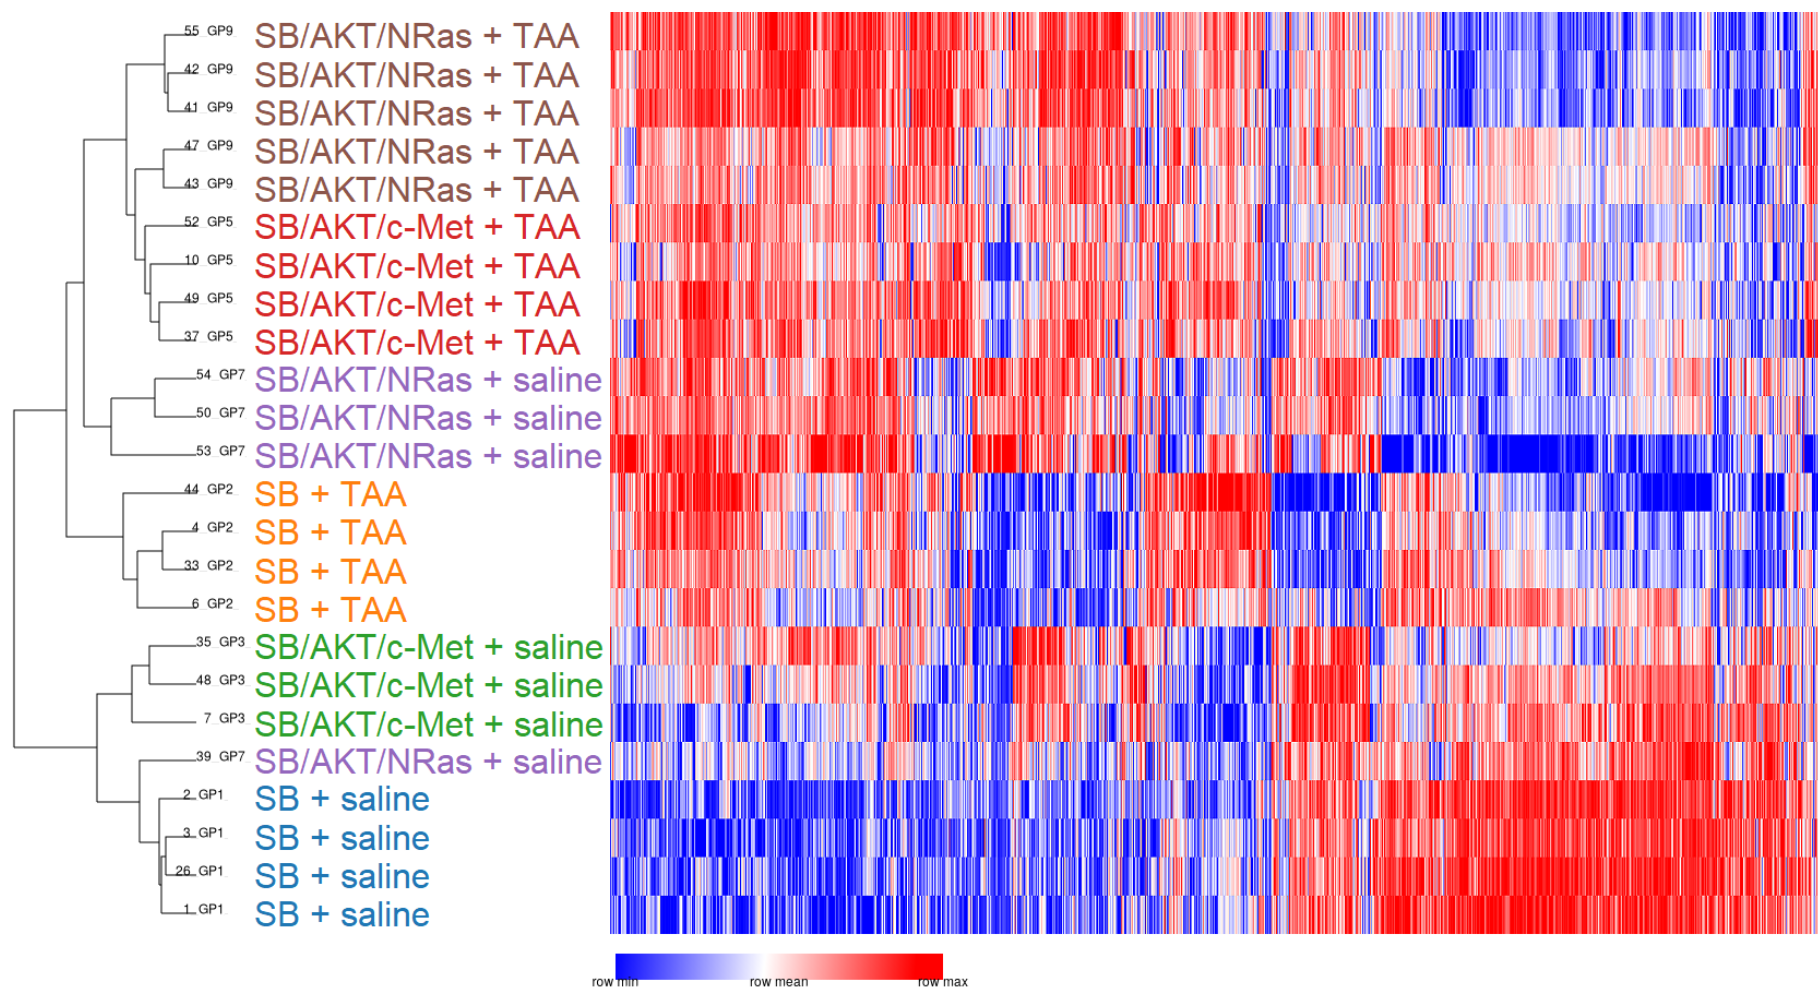

**Supplementary Figure 12: Hierarchical clustering of samples by differentially expressed genes.** Raw read counts were normalized using the VoomNormalize module (GenePattern), selected using multiple comparison false discovery rate < 0.05 filter and clustered using the HierarchicalClustering and HierarchicalClusteringViewer modules (GenePattern). For each gene (column), expression is shown on a blue-red colour gradient (lowest to highest) relative to the mean gene expression across samples (white).

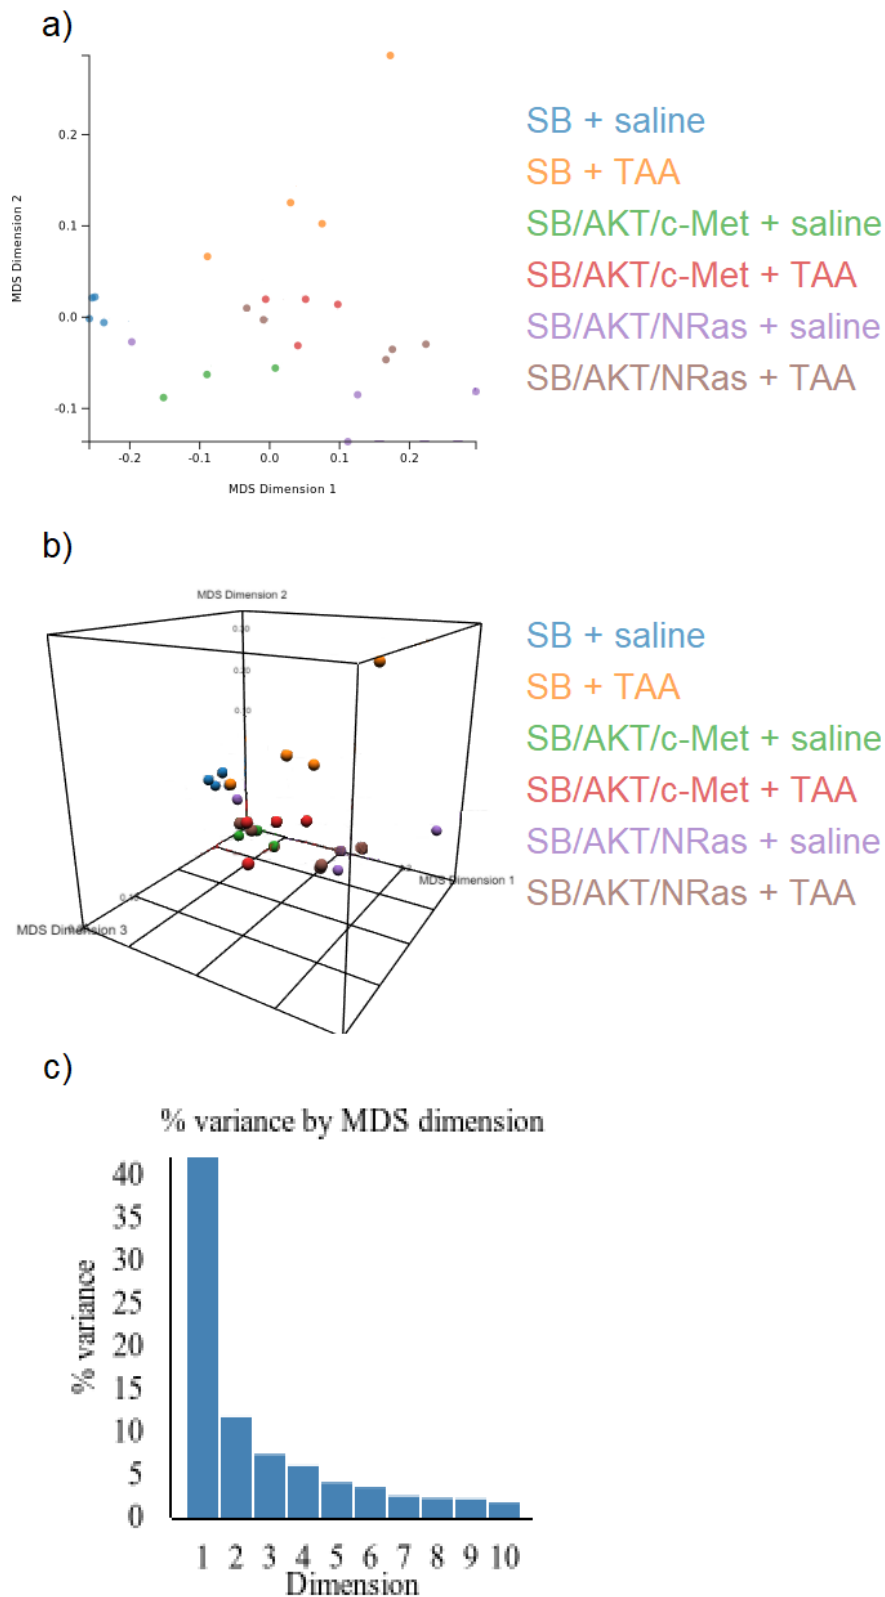

**Supplementary Figure 13: Multidimensional scaling analysis of RNA-seq data.** Plots were output from Degust. Sample labels were removed to improve clarity. (a) Multidimensional scaling (MDS) plot of MDS dimension 1 vs MDS dimension 2. (b) 3-dimensional MDS plot of MDS dimensions 1, 2, and 3. (c) Scree plot of MDS analysis.

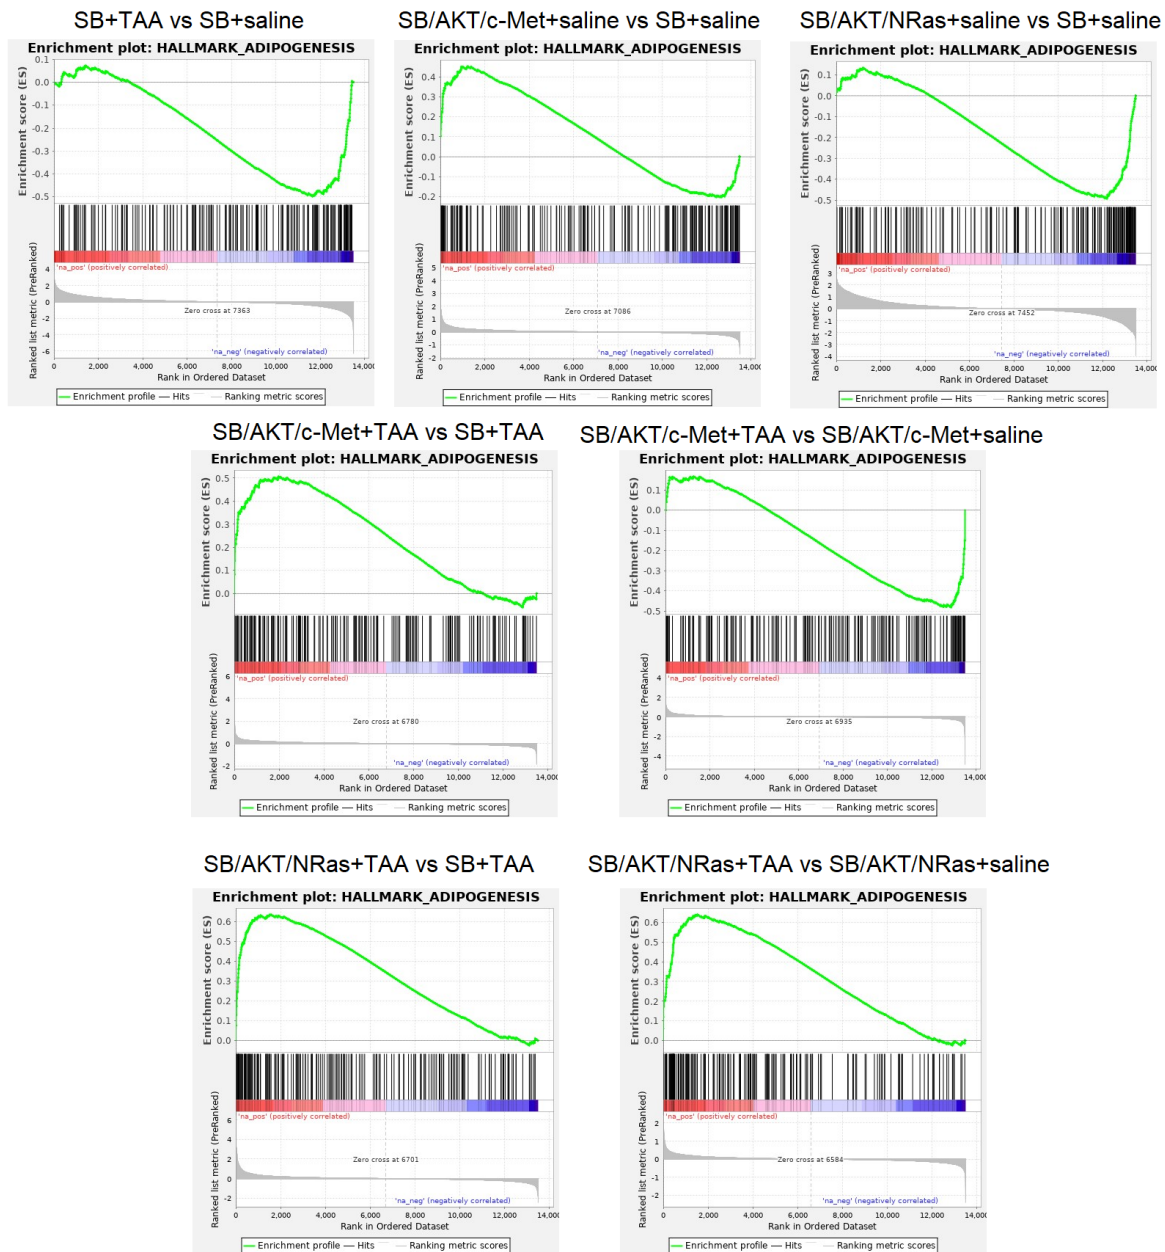

**Supplementary Figure 14: GSEA enrichment plots of the Hallmark: Adipogenesis pathway.**

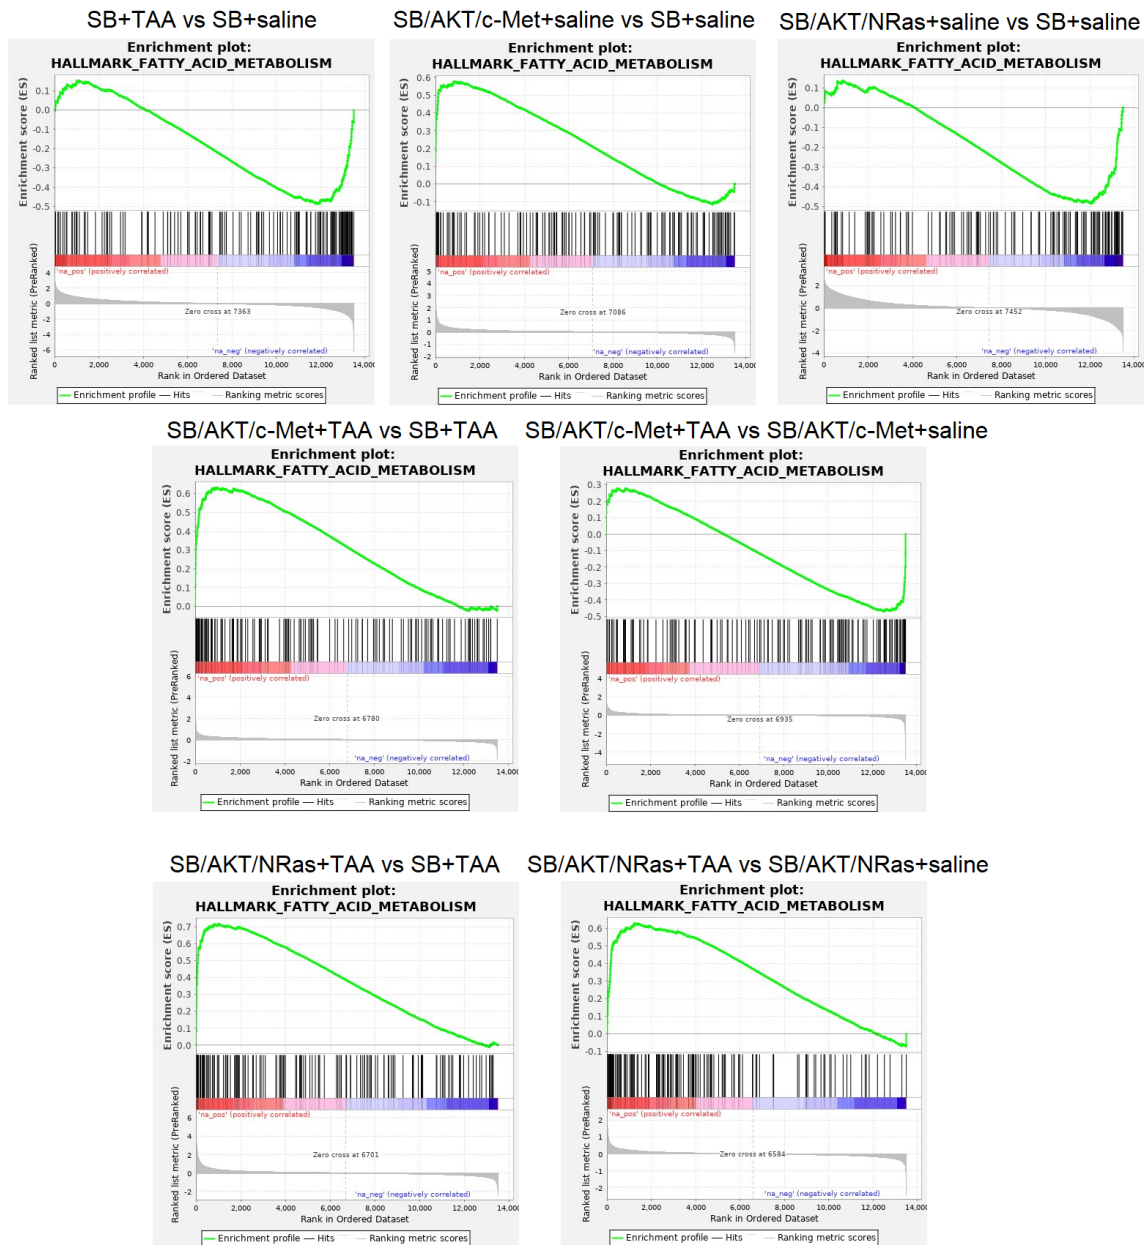

**Supplementary Figure 15: GSEA enrichment plots of the Hallmark: Fatty acid metabolism pathway.**

How the deposited data were processed for this re-analysis (not part of the article)

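The data are RNA sequencing counts from the livers of 24 male mice in 6 groups of 3 to 5, 1 library per mouse and not pooled: the SB plasmid alone, with AKT and c-Met or with AKT and NRas, each with saline or TAA. The authors demultiplexed the reads with Sabre, aligned them with STAR to the mouse genome GRCm38 with human NRAS and MET added, filtered and deduplicated them by molecular tag with Picard and Samtools in the RNAsik pipeline, and counted them per gene on the forward strand with featureCounts 1.6.4 at a mapping quality of at least 10. The values deposited by the authors are raw counts per gene, with no normalization, and these counts were used. The 2 deposited tables of counts hold the same values in all 1283208 cells compared, and every column was matched to a sample by its label. In the summary that the authors deposited, 43.95% to 54.79% of the records of a library lie below the minimum mapping quality and were not counted, and 13.75% to 23.94% were assigned to a gene. This share differs between groups: it is 15.6% to 16.69% in SB + saline and 20.68% to 23.13% in SB + TAA, with 15478 to 16478 and 16838 to 19026 genes detected and TMM factors of 0.7719 to 0.8175 and 0.9432 to 1.145 (ranges over livers that do not overlap). These values go together with that comparison, and their part in it was not tested.

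Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Genes with at least 0.5 CPM in at least 2 libraries were kept, the filter that the paper states. Libraries were scaled by TMM and 1 quasi-likelihood model of the 6 group means was fitted to all 24 libraries with edgeR. Each comparison is a contrast of that model, adjusted by Benjamini-Hochberg over all genes kept. The F test covers all differences among the groups. The effect of TAA in livers with plasmids was set against its effect in SB livers as a contrast of 4 groups. Distances between livers use the 500 genes with the largest fold changes of each pair, and their p comes from a permutation of the labels of the 20 treated livers. Clustering used 1 minus the Pearson correlation of log2 CPM and average linkage.

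The gene sets used in the paper were not analysed here. Lists of known members were written instead, 31 of pathways and 12 of cell types, and tested with limma camera at a preset correlation of 0.01 between genes, adjusted over the lists of a comparison. Beside it stand camera with an estimated correlation, fry, fgsea at the paper's limit of 0.25, and Reactome sets. A list of skeletal muscle markers was added after seeing the data. The genes named in the text follow a rule: the transgenes and their mouse forms, every gene that the paper names from these data in its text or in Supplementary Tables S3 to S8, the leading called genes of a comparison whose groups do not overlap, and up to 4 members of each list described. Folds printed in the supplementary tables had been seen before these genes were tested. Some genes and 1 list that the rule names are not reported here.

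Alternatives were limma-voom, DESeq2, RLE size factors, library size alone, no filter, the filter of filterByExpr, robust estimation, no fold threshold, the F test as a second filter, a fit of only the groups compared, divided control livers, the replicate number as a block, and the omission of each liver in turn. The replicate block was tried although no label pairs the livers. Livers of different groups with the same number have a mean correlation of −0.00734 after the group means are removed, against 0.00215 for different numbers. With the replicate block, SB/AKT/NRas + saline against SB/AKT/c-Met + saline has 13 called genes. The omission of the 2 livers that stand apart and limma-voom with the F test filter were added after seeing the data.

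The libraries hold 15478 to 19026 genes with a count. The model was tested on simulated data of the same depth and spread, in which 100 genes were made 2-fold or 4-fold different. edgeR recovered 41% to 65% of the first and 93% to 100% of the second, with 3 to 10 false calls per comparison. Recovery rests on the adjusted p alone. In SB + TAA 56% of the 2-fold genes were recovered at a median absolute log2 fold change of 0.968, below the fold threshold of 1 for a called gene. The shares are not divided by expression level, so they need not hold for genes with few counts. No 2 libraries of a group are identical. Genes with close relatives, such as those of the Gsta, Cyp2c and Saa families, have uncertain counts because reads that map to several places were left out by the authors. Expression from the AKT plasmid, the OpenArray panels and the paper's protein and tissue data were not analysed here.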

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

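The 3 tests on skeletal muscle in SB + TAA replicate 4 were chosen only after the result was seen. Among 43 groups of values per liver, 6 hold a liver far from the others of its group, and chance alone sets apart about 1 in 20 groups (2.15 here). They are the TMM factors of SB + saline replicate 4 (0.772) and SB/AKT/NRas + saline replicate 1 (0.846), and the percent of records assigned to a gene in SB/AKT/NRas + TAA replicate 4 (19.4%). The other 3 are list means in log2 relative to SB + saline: mitosis in SB/AKT/NRas + saline replicate 1 (0.40), skeletal muscle in SB + saline replicate 4 (0.63) and skeletal muscle in SB + TAA replicate 4 (7.46). By the test of the difference itself, the effect of TAA differs from that in SB livers for 2 genes with c-Met and 145 genes with NRas (edgeR). In genes that the paper does not discuss, all 26 skeletal muscle markers measured are highest in SB + TAA replicate 4.

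SB/AKT/NRas + saline replicate 1 lies with the SB + saline livers: 1 of them is its nearest neighbor, and its mitosis genes are near theirs. A liver that was never given NRas is argued against by human NRAS at 12.3 CPM, above the 1.14 CPM that is the highest of the 15 libraries not given it. Fewer cells that express NRas in this liver would put it below the other 3 livers of its group, as is measured (lowest of them 55.3 CPM). Lower delivery of the plasmids, a piece of liver with less tumor and slower growth could each give such a value, and no table tells them apart. Its share of records assigned to a gene is also low (13.8%, next to 15.6% to 16.7% in SB + saline), so the quality of the RNA stays open too.

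Fewer genes are called in SB/AKT/c-Met + saline than in SB + TAA or SB/AKT/NRas + saline. The group has 3 livers and the others 4, but size is argued against: with 1 liver left out of either larger group, the lowest of the 8 counts is 368, over 1.5 times the 120 of c-Met. What stays open is a weaker effect of these plasmids on the liver, the biological explanation that the design gives. A wider spread between the c-Met livers was not tested gene by gene. By mean distance within the group they are not further apart (2.02, against 2.69 in SB + TAA and 2.56 in SB/AKT/NRas + saline). The larger means include SB + TAA replicate 4 and SB/AKT/NRas + saline replicate 1, which stand apart, so these distances do not settle it. Leaving out 1 liver moves the c-Met count itself between 37 and 186, so its size may rest on single livers.

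Skeletal muscle genes stand out in SB + TAA replicate 4. Muscle tissue in the piece of liver taken, a mixed sample, would bring all its abundant transcripts, and 100% of the markers measured are highest there, at 1.28% of the counts. That muscle makes all the calls of SB + TAA is argued against, since edgeR still calls 368 genes without that liver, 359 of the 809 among them, above the 112 of the highest other split. For the 450 genes called only with it, the share of increases is 68.7%. That share cannot tell transcripts from muscle and the loss of 1 liver apart. It lies between the over 95% set for added tissue and the under 50% set against it. Of 526 called genes with a mean of at least 5 CPM, 492 (93.5%) keep their direction and an edgeR p under 0.05 without that liver. This argues against muscle as the source of most calls among these 526 genes. No biological explanation was tested, and where the tissue came from stays open.

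Other splits of the same livers into groups of equal size were set against each count. Chance can be excluded where 1 split of 35, the real one, reaches the real count: SB + TAA against SB + saline (809 called, 112 in the highest other split), SB/AKT/c-Met + saline against SB + saline (120 called, 13 in the highest other split) and SB/AKT/NRas + saline against SB + saline (1168 called, 766 in the highest other split). The same holds for SB/AKT/c-Met + TAA against SB + TAA (77 called, 75 in the highest other split) and SB/AKT/c-Met + TAA against SB/AKT/c-Met + saline (38 called, 13 in the highest other split). With 1 split of 100 it can be excluded for SB/AKT/NRas + TAA against SB + TAA (240 called, 92 in the highest other split), and for genes that differ among the 6 groups (1746, highest other 719) or also change over 2-fold (1398, highest other 679). SB/AKT/NRas + TAA against SB/AKT/c-Met + TAA also has 1 split of 100 (2 called, 0 in the highest other split). Its 2 genes are the transgenes that define these groups, so the test cannot decide for other genes. Chance cannot be excluded for SB/AKT/NRas + TAA against SB/AKT/NRas + saline, where 8 of 100 splits reach the real count (31, highest other 239), nor for SB/AKT/NRas + saline against SB/AKT/c-Met + saline, where 5 of 35 do (26, highest other 613). For the TAA effect that differs with c-Met, 4 of 100 splits reach the real count (2, highest other 40), and with NRas 2 do (145, highest other 519), so by the number of splits chance can be excluded for both. In these 4 cases some splits call several times the real count, and what those splits share was not tested. The count of 2 for c-Met is small, though, and is 0 by limma-voom, by edgeR with robust estimation and by edgeR without SB + saline replicate 1 or 4 (1638 genes at an unadjusted p under 0.05 with all livers).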

How the results depend on the processing

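Of the tests below, the omission of SB + TAA replicate 4 together with SB/AKT/NRas + saline replicate 1 and limma-voom with the F test filter were chosen only after the results were seen. No result that passed its threshold turned its direction under the settings compared for it here. For gene lists these settings leave out library size alone, under which some counts of members given with the text turn. Of 22 counts, percents, distances and transgene levels, 5 kept their value within the limits set under every setting run for them: the distance between the combination livers, from −0.55 to −0.35 when 1 liver is left out, and the mean CPM of the transgenes in their 4 groups. For the transgenes the limit is 1 SD between livers, which is wide: human NRAS in SB/AKT/NRas + saline goes from 88 to 44.6 CPM without replicate 3. Among gene lists, 3319 of 3581 values kept their direction and side of the threshold, and among named genes 6889 of 7511. The exceptions for lists are mostly tests with an estimated correlation (95 of 126 no longer pass) and fry (54), with 5 lost and 7 gained by fgsea. For genes, 45 of 221 no longer pass with robust estimation, 44 with limma-voom, 28 with only the libraries compared, 17 with library size alone and 0 with RLE factors. Under filterByExpr 3 values of named genes are missing, as their genes were removed.

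In the counts that follow, TAA, c-Met and NRas stand for SB + TAA, SB/AKT/c-Met + saline and SB/AKT/NRas + saline, c-Met + TAA and NRas + TAA for the combinations, and control for SB + saline. The interactions count genes whose TAA effect differs from that in SB livers, and the percents are genes of a combination called in neither single treatment. For edgeR and limma-voom fits of all 6 groups, a gene counted for the percents must also pass the F test. A count is given where it moved by more than 1.5 times and a percent where it left its 95% binomial interval, and the cause was not tested. With limma-voom there are 64 for c-Met against control, 40 for c-Met + TAA against TAA, 1 for NRas against c-Met, 4 for NRas + TAA against c-Met + TAA and 0 for the c-Met interaction. It gives 83 for the NRas interaction, 14 for genes shared by all 3, 25 for genes shared by the plasmid groups alone, 54% for the c-Met percent and 48.1% for the NRas percent. Adding the F test filter to limma-voom gives 470 for TAA against control, 64 for c-Met against control, 550 for NRas against control, 39 for c-Met + TAA against TAA and 1 for NRas against c-Met. That leaves 4 for NRas + TAA against c-Met + TAA, 0 for the c-Met interaction, 78 for the NRas interaction, 14 for genes shared by all 3 and 25 for genes shared by the plasmid groups alone. With edgeR the F test filter gives 764 for NRas against control. DESeq2 finds 189 for c-Met against control, 82 for c-Met + TAA against c-Met, 57 for NRas + TAA against NRas, 64 for NRas against c-Met and 10 for the c-Met interaction. It also finds 298 for the NRas interaction and 72 for genes shared by all 3. Robust estimation leaves 43 for c-Met + TAA against TAA, 18 for NRas + TAA against NRas, 0 for NRas against c-Met, 1 for NRas + TAA against c-Met + TAA and 0 for the c-Met interaction. Further counts are 93 for the NRas interaction, 46.3% for the c-Met percent and 33.7% for the NRas percent. By filterByExpr there are 7 for NRas against c-Met and 1 for NRas + TAA against c-Met + TAA, by RLE factors 1 for NRas + TAA against c-Met + TAA, and with the replicate block 13 for NRas against c-Met. The 0 for NRas against c-Met is an edgeR count, where 1832 genes have an unadjusted p under 0.05 with all livers.

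Library size alone as the scaling gives 1630 for TAA against control, 214 for c-Met against control, 2241 for NRas against control, 6 for NRas against c-Met and 1 for NRas + TAA against c-Met + TAA. To these it adds 470 for the NRas interaction, 102 for genes shared by all 3, 16.3% for the NRas percent, 2962 for the F test and 2186 for the F test with the fold threshold. Without a filter on low counts, where more genes are tested, there are 344 for c-Met against control, 331 for c-Met + TAA against TAA, 236 for c-Met + TAA against c-Met, 534 for NRas + TAA against TAA and 190 for NRas + TAA against NRas. Others are 300 for NRas against c-Met, 38 for NRas + TAA against c-Met + TAA, 217 for the c-Met interaction, 794 for the NRas interaction and 185 for genes shared by all 3. The rest are 102 for genes shared by the plasmid groups alone, 22.1% for the c-Met percent, 21.2% for the NRas percent, 2973 for the F test and 2305 for the F test with the fold threshold. A fit of only the libraries compared gives 272 for c-Met against control, 695 for NRas against control, 163 for c-Met + TAA against c-Met, 0 for NRas against c-Met and 6 for NRas + TAA against c-Met + TAA. Its other counts are 21 for the c-Met interaction, 80 for the NRas interaction, 90 for genes shared by all 3 and 41.1% for the NRas percent. Without SB + TAA replicate 4 and SB/AKT/NRas + saline replicate 1 together there are 499 for TAA against control, 208 for c-Met against control, 2048 for NRas against control, 50 for c-Met + TAA against TAA and 125 for c-Met + TAA against c-Met. This omission also gives 96 for NRas + TAA against NRas, 399 for NRas against c-Met, 4 for NRas + TAA against c-Met + TAA, 14 for the c-Met interaction and 536 for the NRas interaction. Beyond these come 75 for genes shared by all 3, 105 for genes shared by the plasmid groups alone and 19.1% for the NRas percent. Dividing the control livers 2 + 2, which leaves fewer libraries per comparison, gives 7, 5, 9, 5, 5 and 7 genes shared by all 3 in its 6 divisions and 3, 4, 5, 4, 3 and 8 shared by the plasmid groups alone.

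Leaving out 1 liver at a time gives ranges, named here by the replicate left out with its value where the count moved by more than 1.5 times or the percent left its interval. TAA against control ranges over 368 to 1229: without control 2, 3 and 4 (485, 532 and 514) and TAA 2 and 4 (1229 and 368). c-Met against control ranges over 37 to 186: without control 1, 2, 3 and 4 (64, 73, 70 and 46), c-Met 2 and 3 (37 and 59) and NRas 1 (186). NRas against control ranges over 453 to 1978: without control 1 (738) and NRas 1 and 3 (1978 and 453). c-Met + TAA against TAA ranges over 25 to 182: without TAA 2 and 4 (182 and 40) and c-Met + TAA 1, 2 and 3 (48, 25 and 36). c-Met + TAA against c-Met ranges over 14 to 92: without TAA 4 (65), c-Met 1 and 3 (20 and 14) and NRas 1 and 3 (92 and 79). NRas + TAA against TAA ranges over 143 to 309: without TAA 4 (143) and NRas + TAA 2 (159). NRas + TAA against NRas ranges over 19 to 69: without NRas 1 (69) and NRas + TAA 1 and 2 (19 and 20). NRas against c-Met ranges over 0 to 284: without control 1, 2, 3 and 4 (7, 7, 7 and 7), TAA 3 (7), c-Met 1, 2 and 3 (1, 0 and 1), c-Met + TAA 1, 2, 3 and 4 (8, 7, 7 and 10), NRas 1, 3 and 4 (284, 2 and 8) and NRas + TAA 1 and 2 (7 and 7). NRas + TAA against c-Met + TAA has 1 to 4 in edgeR, a count of 2 that moves with 16 of the omissions. The c-Met interaction has 0 to 18 in edgeR, a count of 2 that moves with 14 of the omissions. The NRas interaction ranges over 47 to 858: without control 1, 2, 3 and 4 (47, 80, 80 and 71), TAA 1, 2 and 4 (72, 449 and 59), NRas 1, 2, 3 and 4 (858, 86, 52 and 89) and NRas + TAA 3 and 4 (77 and 76). Genes shared by all 3 ranges over 15 to 83: without control 1, 2, 3 and 4 (17, 19, 23 and 15), c-Met 2 and 3 (15 and 23) and NRas 1 (83). Genes shared by the plasmid groups alone ranges over 15 to 78: without control 1, 3 and 4 (29, 35 and 24) and c-Met 2 and 3 (15 and 27). The c-Met percent ranges over 22.2% to 48.5%: without control 1, 3 and 4 (48.5, 44.7 and 47.9) and TAA 2 and 4 (22.2 and 44.1). The NRas percent ranges over 21.7% to 45.4%: without control 1, 2, 3 and 4 (42.5, 44.4, 45.4 and 41.6) and NRas 1 and 3 (21.7 and 33.6). The F test ranges over 1183 to 2697: without NRas 1 (2697). The F test with the fold threshold gives 1024 to 2042 and stays within 1.5 times. Beside the counts of 0, edgeR with all livers has 1832 and 1638 genes at an unadjusted p under 0.05 for NRas against c-Met and the c-Met interaction, and the counts of the other tools are given above.

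On counts simulated with the depth, spread and group sizes of these libraries, edgeR recovered 41% to 65% of genes made 2-fold different and 93% to 100% of genes made 4-fold different. Recovery was counted on the adjusted p without the fold threshold, and was not divided by expression level. The absence of a call therefore does not exclude a 2-fold difference, nor a larger one in genes with few counts. The clustering under complete linkage and on all genes kept is described with the text and gives no single value. The enrichment scores of the paper's own gene sets were not computed, as those sets are not analysed here.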

Differences from the paper's values

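Of the settings below, limma-voom with the F test filter and the omission of SB + TAA replicate 4 together with SB/AKT/NRas + saline replicate 1 were tests chosen only after the results were seen. The counts use an adjusted p under 0.05 and an absolute log2 fold change over 1 in the pairwise test. The paper states these and, for its enrichment lists, the same limit on p in the comparison of all groups, which here is the F test filter. For SB + TAA against SB + saline edgeR calls 809 genes where the paper has 470. Of the alternatives set before the data were examined, limma-voom (660), filterByExpr (703), robust estimation (668), the replicate block (701), the F test filter (608) and the omission of any SB + saline liver or of SB + TAA replicate 1, 3 or 4 come within 1.5 times of the paper. DESeq2, RLE factors, library size alone, no filter, no fold threshold, only the libraries compared and the other omissions do not, and the omission of the 2 livers together does.

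For SB/AKT/c-Met + saline against SB + saline the count is 120 and the paper's 64. limma-voom without or with the F test filter (64 each), robust estimation (90) and the omission of any SB + saline liver or of SB/AKT/c-Met + saline replicate 3 come within 1.5 times. The other settings, with the omission of the 2 livers together, do not. For SB/AKT/NRas + saline against SB + saline it is 1168 and the paper's 550. The F test filter (764), a fit of only the libraries compared (695) and the omission of SB + saline replicate 1, 2 or 4 or of SB/AKT/NRas + saline replicate 3 come within 1.5 times. So does limma-voom with the F test filter (550). limma-voom without that filter (1011) and the rest do not.

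Genes called in all 3 number 38, and the paper's 14. limma-voom (14) and the omission of SB + saline replicate 1, 2 or 4 or of SB/AKT/c-Met + saline replicate 2 come within 1.5 times. The genes of the 2 plasmid groups alone number 54, and the paper's 25, with limma-voom (25) and the omission of any SB + saline liver or of SB/AKT/c-Met + saline replicate 3 within 1.5 times. With the F test filter added, limma-voom also gives 14 and 25. The other settings are not within 1.5 times, for either overlap, among them all 6 divisions of the SB + saline livers.

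In SB/AKT/c-Met + TAA the percent of called genes found in neither single treatment is 32.7%, and the paper's 54%. The edgeR and limma-voom lists behind these percents hold only called genes that also pass the F test. limma-voom, DESeq2, filterByExpr and robust estimation come within 1.5 times, as do the omissions of any SB + saline liver, SB + TAA replicate 4, SB/AKT/c-Met + saline replicate 2 or 3, SB/AKT/c-Met + TAA replicate 1, 3 or 4 and SB/AKT/NRas + saline replicate 2, and the omission of the 2 livers together. RLE factors, library size alone, no filter, the replicate block, only the libraries compared and the other omissions do not. In SB/AKT/NRas + TAA it is 27.6%, and the paper's 48%. limma-voom (48.1%), robust estimation, only the libraries compared and the omission of any SB + saline liver or of SB/AKT/NRas + saline replicate 2 or 3 come within 1.5 times, and the rest do not.

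With limma-voom and the F test filter, chosen after seeing the values, the counts are those of the paper (470, 64, 550, 14 and 25), and 0 of the 14 genes of Supplementary Table S3 and 0 of the 25 of Supplementary Table S4 are dropped. edgeR drops 2 genes of Supplementary Table S4, of which limma-voom calls each in both plasmid groups alone, and 1 of these is called in all 3 comparisons by edgeR. limma-voom, set beforehand, gives the 2 percents as 54% and 48.1%, on lists that also pass the F test. The numbers of genes kept, of genes that differ among the 6 groups and of those that change over 2-fold lie within 1.5 times of the paper's.

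Some statements on pathways also differ from what the lists show here. These lists hold other genes than the paper's sets, whose enrichment scores were not computed. The differences below therefore do not test the paper's enrichment results. The paper has IL6/JAK/STAT3 signaling up in SB/AKT/c-Met + saline. The acute phase and IL6-STAT3 list has means of −0.688, −0.295 and −0.249 in those livers, in log2 relative to SB + saline. The SB + saline livers themselves range from −0.581 to 0.447. For NRas with TAA the paper names hypoxia among those increased by both, and against SB/AKT/NRas + saline 0 hypoxia genes rose here (limma camera adjusted p = 0.998), while against SB + TAA 2 did. It finds little difference in lipid breakdown between SB/AKT/c-Met + TAA and SB/AKT/c-Met + saline. There the list of triglyceride breakdown and fatty acid binding is lower here (median −0.45, limma camera adjusted p = 0.0016, and 0.0369 with an estimated correlation). Still, 0 of its 14 genes fell singly and the Reactome set of triglyceride hydrolysis does not pass (limma camera adjusted p = 0.124). Of the 92 folds of Supplementary Tables S3 and S4, 92 have the same direction here.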
